# Chitin-mediated blockade of chitinase-like proteins reduces tumor immunosuppression, inhibits lymphatic metastasis and enhances anti-PD-1 efficacy in complementary TNBC models

**DOI:** 10.1186/s13058-024-01815-8

**Published:** 2024-04-11

**Authors:** Robbe Salembier, Caro De Haes, Julie Bellemans, Kristel Demeyere, Wim Van Den Broeck, Niek N. Sanders, Steven Van Laere, Traci R. Lyons, Evelyne Meyer, Jonas Steenbrugge

**Keywords:** Chitinase-like proteins, Chitin, Immunosuppression, Triple-negative breast cancer, Lymphatic metastasis, Immunotherapy

## Abstract

**Background:**

Chitinase-like proteins (CLPs) play a key role in immunosuppression under inflammatory conditions such as cancer. CLPs are enzymatically inactive and become neutralized upon binding of their natural ligand chitin, potentially reducing CLP-driven immunosuppression. We investigated the efficacy of chitin treatment in the context of triple-negative breast cancer (TNBC) using complementary mouse models. We also evaluated the immunomodulatory influence of chitin on immune checkpoint blockade (ICB) and compared its efficacy as general CLP blocker with blockade of a single CLP, i.e. chitinase 3-like 1 (CHI3L1).

**Methods:**

Female BALB/c mice were intraductally injected with luciferase-expressing 4T1 or 66cl4 cells and systemically treated with chitin in combination with or without anti-programmed death (PD)-1 ICB. For single CLP blockade, tumor-bearing mice were treated with anti-CHI3L1 antibodies. Metastatic progression was monitored through bioluminescence imaging. Immune cell changes in primary tumors and lymphoid organs (i.e. axillary lymph nodes and spleen) were investigated through flow cytometry, immunohistochemistry, cytokine profiling and RNA-sequencing. CHI3L1-stimulated RAW264.7 macrophages were subjected to 2D lymphatic endothelial cell adhesion and 3D lymphatic integration in vitro assays for studying macrophage-mediated lymphatic remodeling.

**Results:**

Chitin significantly reduced primary tumor progression in the 4T1-based model by decreasing the high production of CLPs that originate from tumor-associated neutrophils (TANs) and Stat3 signaling, prominently affecting the CHI3L1 and CHI3L3 primary tumor levels. It reduced immunosuppressive cell types and increased anti-tumorigenic T-cells in primary tumors as well as axillary lymph nodes. Chitin also significantly reduced CHI3L3 primary tumor levels and immunosuppression in the 66cl4-based model. Compared to anti-CHI3L1, chitin enhanced primary tumor growth reduction and anti-tumorigenicity. Both treatments equally inhibited lymphatic adhesion and integration of macrophages, thereby hampering lymphatic tumor cell spreading. Upon ICB combination therapy, chitin alleviated anti-PD-1 resistance in both TNBC models, providing a significant add-on reduction in primary tumor and lung metastatic growth compared to chitin monotherapy. These add-on effects occurred through additional increase in CD8α^+^ T-cell infiltration and activation in primary tumor and lymphoid organs.

**Conclusions:**

Chitin, as a general CLP blocker, reduces CLP production, enhances anti-tumor immunity as well as ICB responses, supporting its potential clinical relevance in immunosuppressed TNBC patients.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13058-024-01815-8.

## Background

Triple-negative breast cancer (TNBC) patients remain highly dependent on chemotherapy despite poor chances for survival and severe side effects [1]. Although immunotherapy, especially immune checkpoint blockade (ICB) such as anti-programmed death (PD)-1, has provided additional benefit for the metastatic TNBC setting, only 10–20% of patients eventually respond [2, 3]. The immunosuppressive tumor microenvironment (TME) in TNBC is an important contributor to this (immuno)therapeutic failure with tumor-associated macrophages (TAMs), neutrophils (TANs), myeloid-derived suppressor cells (MDSCs) and regulatory T-cells (T-regs) as the main attributors [4, 5]. Reducing the number and/or phenotype of these undesired cell types may therefore enhance therapeutic response in TNBC.

Chitinase-like proteins (CLPs) have originally been identified as immunosuppressive stimulators for wound healing, being highly expressed following resolution of pathogen infection and tissue damage [6, 7]. Subsequently, production of CLPs was also observed in non-infectious diseases characterized by inflammation such as cancer [6]. Chitinase 3-like 1 (CHI3L1), one of the main CLP family members, has been reported in a 4T1-based mouse model for TNBC [8] and in human TNBC patients [9, 10] to establish a wound healing response that contributes to the immunosuppressive TME [11]. More specifically, CHI3L1 drives immunosuppressive TAMs in the TME [12–14], but also contributes to the inhibition of anti-tumor (type 1) T-cell responses [15] and natural killer (NK) cell activity [16]. Similarly to CHI3L1, CHI3L3—a mouse CLP member with no human orthologue—was identified as a common marker and driver for immunosuppressive M2 TAM polarization in the TME [17, 18]. Collectively, given its evolutionary function in wound healing and associated immunosuppression, blocking CLPs may ameliorate TNBC-associated immunosuppression.

We here evaluated the influence of CLP blockade on disease progression and anti-PD-1 ICB in highly metastatic 4T1- and 66cl4-based intraductal models for TNBC. Since CLPs have a conserved chitin-binding domain but—in contrast to chitinases—no enzymatic activity [19], chitin can be used as a general CLP blocker in mouse BC models as shown more than a decade ago [20, 21]. Collectively, our data demonstrate that chitin monotherapy reduces primary tumor progression by attenuating the immunosuppressive TME in both complementary intraductal models that are characterized by a heterogenous CLP production. Moreover, as a general CLP blocker, chitin evokes enhanced anti-tumor immunity and concomitant tumor growth reduction compared to blockade of CHI3L1 alone, both treatments equally affecting lymphatic metastasis by hampering lymphatic vessel integration of macrophages. In combination with anti-PD-1, chitin treatment alleviates ICB resistance and further stimulates primary tumor as well as lymphoid anti-tumor immunity, additionally reducing primary tumor growth and lung metastasis.

## Methods

### 4T1-luc and 66cl4-luc cell culture

Firefly luciferase-expressing 4T1 (4T1-luc) mammary tumor cells which resemble metastatic human TNBC were provided as a kind gift from Prof. Clare Isacke (Breakthrough Breast Cancer Research Centre, London, UK). The 4T1-luc cells were cultured as previously described [22]. Firefly luciferase-expressing 66cl4 (66cl4-luc) cells were kindly provided by Prof. Traci R. Lyons (University of Colorado Anschutz Medical Campus, Denver, CO, USA). The 66cl4-luc cells were cultured using Dulbecco’s Modified Eagle’s Medium (DMEM, Thermo Fisher Scientific, Waltham, MA, USA) supplemented with 10% heat-inactivated fetal bovine serum (FBS, Thermo Fisher Scientific), 100U/ml penicillin, 100 µg/ml streptomycin (both from Sigma-Aldrich, Overijse, Belgium), 1% Gibco™ MEM Non-Essential Amino Acids Solution (Thermo Fisher Scientific) and 200 µg/ml hygromycin B (Thermo Fisher Scientific) at 37 °C and 5% CO2. Both cell lines were routinely checked for mycoplasma and other bacterial contamination using a PlasmoTest^TM^ mycoplasma detection kit (Invivogen, San Diego, USA). Harvesting of confluent cells was performed through incubation with 0.25% trypsin-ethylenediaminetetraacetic acid (EDTA) (Sigma-Aldrich) for 5 min and centrifugation at 400 × g for 5 min for subsequent counting with a Bürker chamber.

### Intraductal inoculations

Animal experiment protocols were approved by the Ethical Committee (EC) of the Faculty of Veterinary Medicine, Ghent University (EC 2021–074) and performed according to Good Scientific Practice principles. Sample sizes were a priori calculated based on preliminary data from a pilot study (primary tumor volume as primary outcome measure), identifying that 7 mice per group for the 4T1- and 11 mice per group for the 66cl4-based model are sufficient to detect statistically significant differences.

Female BALB/c mice of 8 weeks (w) old were mated with male BALB/c mice of similar age and gave birth to pups within 3 w. The pups were weaned 12–14 days (d) later, after which the individually caged, lactating mother mice were intraductally inoculated in the third mammary gland pair with 5 × 10^4^ 4T1-luc or 1–2 × 10^5^ 66cl4-luc cells suspended in a cold mixture of PBS and Matrigel® (1:10; Corning, Bedford, MA, USA). The intraductal inoculations were conducted using a 32G pediatric needle under isoflurane inhalation anesthesia and buprenorphine analgesia as described previously [22].

### Chitin preparation and systemic treatment

A chitin particle-containing mixture was prepared as described previously [23]. In short, chitin powder from shrimp shells (Sigma-Aldrich) suspended in PBS at a concentration of 10 mg/ml was sonicated to reduce the chitin particle size using a Branson Digital Sonifier 450 (VWR, Branson Ultrasonics). Subsequent filtration through a 10 µm strainer (pluriSelect, Leipzig, Germany) and pelleting through centrifugation at 250 × g for 10 min allowed further size selection. The composition of the chitin suspension was investigated through flow cytometry (CytoFLEX, Analis, Ghent, Belgium) with 1 and 9.9 µm-sized Fluoro-Max™ Green Fluorescent Polymer Microspheres (Thermo Fisher Scientific), allowing to verify chitin particle sizes between 1 and 9.9 µm (Additional file 1: Figure S1A). Based on a previous study, the degree of polymerization and acetylation of the chitin suspension was also characterized and verified using Matrix-Assisted Laser Desorption/Ionization (MALDI) Time-Of-Flight (TOF) Mass Spectrometry (MS) (Additional file 1: Figure S1B) [24]. Individually-caged mice were assigned to a group and provided with treatment, single-blinded (up to the end of the study) in a climate-controlled animal facility. Systemic administration of 1 mg chitin/mouse was established through intraperitoneal (i.p.) injection of 100 µl of the final chitin mixture. Anti-mPD-1-mIgG1e3 InvivoFit™ (Invivogen) derived from clone RMP1-14 and anti-β-Gal-mIgG1e3 InvivoFit™ (Invivogen) clone T9C6 were used for anti-PD-1 ICB and isotype control, respectively, through i.p. injection at 25 µg or 200 µg/mouse as previously described [22]. Anti-CHI3L1 clone 4E3-F2 (M3; Absolute Antibody, Oxford, UK) and anti-Fluorescein clone 4–4-20 (Absolute Antibody) were used for CHI3L1 blockade and isotype control, respectively, through i.p. injection at 200 µg/mouse.

### Monitoring of disease progression

4T1-luc and 66cl4-luc primary tumor progression was weekly monitored through caliper-based primary tumor volume measurements and imaging of bioluminescent signals in the primary tumor area. For the in vivo imaging, tumor-bearing mice were i.p. injected with 200 µl D-luciferin (20 mg/ml PBS; PerkinElmer, Zaventem, Belgium) and caudally placed in the IVIS Lumina III system (PerkinElmer) under isoflurane inhalation anesthesia as described previously [22]. For the ex vivo imaging of metastases, tumor-bearing mice were terminally sedated and sacrificed through cervical dislocation, after which axillary lymph nodes, lungs and spleen were quickly isolated and bioluminescent signals were captured with the IVIS system. Imaging analysis was performed with the living image software 4.7.2.

### ELISA and cytokine profiling

Whole tissue/cellular lysate preparation and subsequent protein concentration assessment were performed as previously described [25]. CHI3L1 and CHI3L3 levels were measured in the prepared lysates using the Mouse Chitinase 3-like 1/YKL-40 Quantikine enzyme-linked immunosorbent assay (ELISA) Kit (Bio-techne, Minneapolis, MN, USA) and the Mouse YM1/Chitinase 3-like 3 DuoSet ELISA (Bio-techne), respectively, according to the manufacturer’s instructions. A panel of 9 cytokines (granulocyte-colony stimulating factor (G-CSF), interferon (IFN)-γ, interleukin (IL)-1β, IL-4, IL-6, IL-10, monocyte chemoattractant protein (MCP)-1, macrophage inflammatory protein (MIP)-2 and tumor necrosis factor (TNF)-α) was investigated in 50 µg of the prepared lysates using the Luminex Multiplex Assay (ProcartaPlex from Thermo Fisher Scientific), and transforming growth factor (TGF)-β1 levels were measured using ELISA (Thermo Fisher Scientific) according to the manufacturer’s instructions.

### Western blotting

Primary tumor lysates were loaded at 25 µg per lane on 12% Mini-PROTEAN TGX Precast Protein Gels (Bio-Rad, CA, USA). Proteins in all gels were electrophoretically separated and transferred onto a 0.45 µm nitrocellulose membrane (Bio-Rad). All further steps were performed on a shaking platform. Membranes were blocked for 1 h at room temperature (RT) with freshly prepared blocking buffer (tris-buffered saline (TBS) with 0.1% Tween-20 and 5% non-fat dry milk). After blocking, membranes were incubated with primary antibody (diluted in blocking buffer) overnight (ON) at 4 °C. Following primary antibodies were used: anti-CHI3L3 (1:1000, clone #281926, Bio-techne), anti-CHI3L3 + CHI3L4 (1:10,000, clone EPR15263, Abcam, Cambridge, UK), anti-CHI3L1 (1:1000, clone EPR23891-162, Abcam), anti-SI-CLP (1:1000, polyclonal, Thermo Fisher Scientific), anti-ovidcutin (1:100, clone H-8, HRP-conjugated, Santa Cruz Biotechnology, Dallas, TX, USA) and anti-glyceraldehyde 3-phosphate dehydrogenase (GAPDH; 1:5000, clone EPR16891, HRP-conjugated, Abcam). The next day, prior to secondary antibody incubation for 1 h at RT, membranes were washed three times for 5 min with blocking buffer. Following secondary antibodies were used: goat anti-rat IgG HRP-conjugated antibody (1:1000, Bio-techne), donkey anti-rabbit IgG HRP-conjugated polyclonal antibody (1:10,000, Thermo Fisher Scientific). Immediately after incubations with secondary antibodies, membranes received three additional washes for 5 min each with blocking buffer and one wash step with deionized water for 15 min. In order to reprobe blots with subsequent antibodies, membranes were incubated with TBS containing 0.1% sodium azide ON and with stripping buffer (Restore PLUS Western Blot Stripping Buffer, Thermo Fisher Scientific) the following day for 20 min at 37 °C on a shaking platform. Full, uncropped western blot images are provided in Additional files 18 and 19: Fig. S16 and S17. CHI3L1 antibody specificity was also validated on a blot loaded with recombinant mouse (rm)CHI3L1 protein, verifying a signal at 43 kDa as reported by the manufacturer and other groups [26, 27] (Additional file 18: Fig. S16). Pageruler Prestained colorimetric Protein Ladder (Thermo Fisher Scientific) and chemiluminescent MagicMark (Invitrogen) were used as reference molecular weight markers on the membranes. Protein bands were detected using a ChemiDoc MP Imaging System and signal quantification was performed with ImageJ.

### Immunohistochemistry

Primary tumor and lung tissue was fixed in 3.5% phosphate-buffered formaldehyde for 24 h and subsequently embedded in paraffin. For histology, 5 μm sections were deparaffinized and rehydrated, followed by staining with hematoxylin and eosin (H&E). For immunohistochemical stainings, 2–3 µm sections were deparaffinized and rehydrated, followed by pressurized antigen retrieval for 30 min at 95 °C using either a 10 mM citrate buffer (VWR International, Leuven, Belgium) at pH 6 or a 10 mM Tris-1 mM EDTA buffer (Sigma-Aldrich) at pH 9, both supplemented with 0.05% Tween 20 (Sigma-Aldrich). Endogenous peroxidase and non-specific protein binding were subsequently blocked for 10 min using respectively 3% H_2_O_2_ (Sigma-Aldrich) in methanol and a serum-free protein blocking buffer (Dako, Heverlee, Belgium), followed by a 1 h primary antibody staining step. The primary antibodies were therefore diluted in antibody diluent (Dako). Description of the used antibodies, clones, dilutions, supplier and used antigen retrieval buffer are summarized in Table S1 (Additional file 2). Depending on the used primary antibody, either Rat-on-Mouse HRP-Polymer (Biocare Medical, CA, USA) or Dako EnVision + Rabbit (Dako) was used as secondary antibodies for 30 min. In between every step, the slides were kept in a humidified box and washed 3 × 5 min using TBS (Thermo fisher Scientific). To provide proper detection of positive staining, the tissue slides were treated for 10 min with a 3,3’-diaminobenzidine (DAB)-containing buffer (Dako) and submerged for 5 min in Harris Hematoxylin (Carl Roth, Karlsruhe, Germany) and 1 min in 0.1 N HCl (Sigma-Aldrich) for counterstaining. Dual stainings on primary tumor sections were performed as previously described [28], using DAB-containing buffer and the Vina Green Chromogen Kit (Biocare Medical) to detect positive staining of both markers. For subsequent microscopic analysis, the tissue slides were dehydrated and mounted with Entellan (Sigma-Aldrich) and ImageJ was applied to quantify positive staining (color deconvolution and automatic counting of % area).

### Flow cytometric immunophenotyping and cell separation

Primary tumors, axillary lymph nodes and spleens were isolated from untreated and treated mice upon sacrification. Primary tumors were digested into single cell suspensions using a commercially available tumor dissociation kit and gentleMACS Dissociator with accompanying C tubes (Miltenyi Biotec, Leiden, The Netherlands) as previously described [22]. Manual processing of axillary lymph nodes and spleens into single cell suspensions was also performed as previously described [22].

The resulting number of cells was determined by adding 20 µl of Trucount beads (BD Biosciences, Erembodegem, Belgium) to 180 µl of diluted cell suspension in a well of a 96 well plate for analysis on a CytoFLEX flow cytometer (Analis). Absolute numbers of cells were then calculated based on Trucount technology, taking the dilution factor into account. Cellular viability was also evaluated by staining with a viobility 488/520 fixable dye (Miltenyi Biotec) according to the manufacturer’s instructions. Remaining cell suspensions were pelleted through centrifugation and plated in a 96 well plate to obtain a final number of 2 × 10^5^–1 × 10^6^ cells in each well. Cellular stainings for identification of immune cell subtypes, flowcytometric analysis and data processing were performed as previously described [22]. Intracellular cytoplasmic stainings for granzyme B and IFN-γ were performed using an Inside Stain Kit (Miltenyi Biotec), nuclear stainings for Ki67 and FoxP3 were performed using a FoxP3 staining kit (Miltenyi Biotec) according to the manufacturer’s instructions. The used fluorophore-conjugated antibodies and concentrations for cellular stainings are summarized in Table S2 (Additional file 3). In short, following immune cell populations were selected to be analysed: CD45^+^ CD11b^+^ CD14^+^ Ly6C^int^ Ly6G^+^ polymorphonuclear (PMN)-MDSCs, CD45^+^ CD11b^+^ CD14^+^ Ly6C^hi^ Ly6G^−^ monocytic (M)-MDSCs, CD45^+^ CD11b^+^ CD14^−^ Ly6C^int^ Ly6G^+^ neutrophils/TANs, CD45^+^ CD11b^+^ CD14^+^ F4/80^+^ macrophages/TAMs, and also more specific CD45^+^ CD11b^+^ CD14^+^ F4/80^+^ CD80^+^ MHCII^+^ M1 and CD45^+^ CD11b^+^ CD14^+^ F4/80^+^ CD206^+^ M2 macrophage/TAM subtypes, CD45^+^ CD11b^+^ CD11c^+^ dendritic cells (DCs), CD4^+^ and CD8α^+^ T-cells (CD45^+^ CD3ε^+^ CD4^+^ CD8α^−^ and CD45^+^ CD3ε^+^ CD4^−^ CD8α^+^, respectively), CD45^+^ CD3ε^−^ NKp46^−^ CD19^+^ B220^+^ B-cells, CD45^+^ CD3ε^−^ NKp46^+^ NK and CD45^+^ CD3ε^+^ NKp46^+^ NK-T cells.

Besides flow cytometric immunophenotyping, single cell suspensions of 4T1 primary tumors were also subjected to cellular separation for downstream protein analysis. More specifically, CD45^−^ and CD45^+^ cells were separated on a MACSQuant Tyto Cell Sorter (Miltenyi Biotec). Separation of Ly6G^+^ and Ly6G^−^ cells relied on magnetic bead isolation using anti-Ly6G MicroBeads UltraPure (Miltenyi Biotec). In short, up to 2 × 10^8^ Ly6G^+^ cells in the single cell suspension of primary tumors were magnetically labelled with MicroBeads, after which the cell suspension was loaded on a MACS MS Column and placed in a MACS Separator. According to the manufacturer’s instructions, labeled Ly6G^+^ cells are retained whereas Ly6G^−^ cells flow through with subsequent washing steps. Purity of both the Ly6G^+^ and Ly6G^−^ fraction was verified through labeling with anti-Ly6G-APC antibody and flow cytometric analysis.

### RNA-sequencing

RNA was extracted from untreated, anti-PD-1-, chitin- and chitin + anti-PD-1-treated 4T1 and 66cl4 primary tumors using the Rneasy Mini Kit (QiAgen, Valencia, CA, USA) according to manufacturer’s instructions. The extracted RNA was stored at -80 °C until downstream transcriptomic analysis using Illumina’s TruSeq chemistry in collaboration with Azenta Life Sciences (Leipzig, Germany). Therefore, 250 ng of RNA was converted into sequencing libraries and sequencing (2 × 150 bp) was performed on a NovaSeq instrument (Illumina Inc., San Diego, CA, USA), aiming for 10 M reads per sample. Then, raw reads were mapped to the murine reference genome (version mm10) using HISAT2 and resulting SAM files were converted to sorted BAM files using *samtools*. The number of mapped reads per genomic location was counted using the summariseOverlaps-function from the BioC-package *GenomicAlignments* in the intersection non-empty mode, taking strand information and unpaired reads into account. 

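The RNA-sequencing table lists 14318 genes by Entrez identifier for 39 primary tumors, and 14259 of these genes carry a symbol in it. For 55 of the 59 others, the RefSeq annotation of mm10 gives a name. The values had been transformed by the authors to a log2-like scale, and the lowest value, 6.05, was shared by all 39 tumors and stands for a count of 0. With this value known, the transformation was inverted. The inverse gave a whole number of reads for 100% of the values, within a tolerance of 0.001 reads, and 1 size factor per tumor that equalled the median ratio of counts in all 39 tumors. By these recovered reads, each of the 14318 genes had more than 10 reads in at least 4 tumors. The fewest tumors with more than 10 reads for any listed gene was 8 of 39, which was the case for 105 genes. Requiring 9 tumors would have left 14213 genes.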

Finally, all genes with raw expression counts above 10 in at least 10% of the cases (N = 14,266) were filtered in for further analysis. Raw count data were normalized using variance stabilizing normalization (DESeq2) and the normalized expression data of selected genes in the different treatment groups were presented in a heatmap using the online Heatmapper tool [29]. 

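Of the untreated 4T1 primary tumors, those numbered 1, 2, 4 and 5 were analysed. They had 0 reads for 214, 293, 112 and 110 of the listed genes, respectively, and over all tumors of the study this number ran from 52 to 293. Their median expression value over all genes was 8.42, 8.42, 8.43 and 8.45 on the log2-like scale. Values of primary tumor 3 of this group were not analysed here.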

One outlier sample (primary tumor sample 3 from the untreated 4T1-based model), was removed from the analyses due to RNA degradation.

### 2D LEC adhesion and 3D lymphatic integration assay

RAW264.7 macrophages’ ability to adhere to human-derived lymphatic endothelial cells (HDLECs) or integrate into lymphatic vessel structures following stimulation with rmCHI3L1 was evaluated using a 2D adhesion and 3D integration assay, respectively. Therefore, RAW264.7 macrophages, cultured as previously described [14], were pretreated ON with 5 μg/ml rmCHI3L1 (Bio-techne), in addition of 0.6 μg/ml anti-PDPN (clone pMAB, Thermo Fisher Scientific) or 0.6 μg/ml rat IgG control (BioXCell, Lebanon, USA), 2 µg/ml IL13Rα2 (polyclonal, Bio-techne) or 2 µg/ml goat IgG control (Bio-techne). The treated RAW264.7 macrophages were fluorescently stained the following day with CellTracker (Thermo Fisher Scientific) and seeded on a HDLEC monolayer for the 2D adhesion assay or together with HDLECs on top of a 4 mg/ml Matrigel pad for the 3D integration assay as previously described [28]. Images were taken after 4 h for the 2D adhesion assay, and after 7 h for the 3D integration assay.

### Statistical analysis

Statistics with data normalization through log10 normalization were performed with Prism (Graphpad). Differences between multiple treatment groups were calculated by unpaired Student’s t-tests or Analysis of Variance (ANOVA) tests followed by Newman-Keuls post-hoc testing, with P-values < 0.05 identified as statistically significant.

## Results

### Chitin enhances anti-PD-1 ICB efficacy in both the 4T1- and 66cl4-based TNBC model

Following intraductal injection with 4T1-luc or 66cl4-luc cells, mammary tumors were allowed to develop for 3 w, fully transition to the invasive carcinoma stage and commence metastasis. As these events indicate for systemic therapy in the clinic, treatment with 1 mg chitin (every 3 d) as blocker of CLPs either combined with or without 200 µg anti-PD-1 ICB (weekly) was initialized at that time point through i.p. injections and continued for 2 w until 5 w post-inoculation (p.i.) (Fig. 1A). Based on body weight and temperature, chitin either as monotherapy or in combination with anti-PD-1 was well tolerated in the 4T1- and 66cl4-based model (Additional file 4: Fig. S2A-D).

**Fig. 1:**
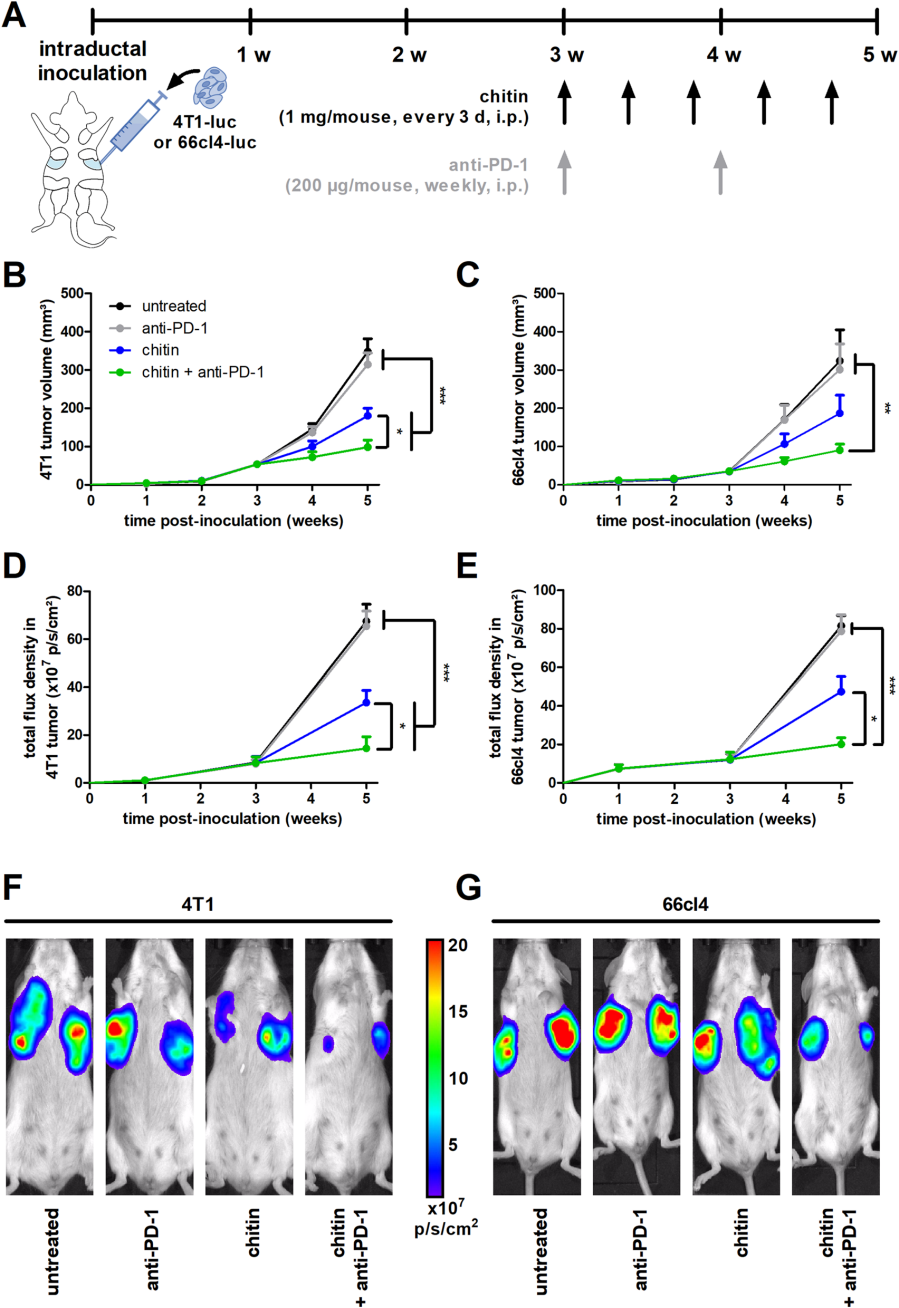
Chitin reduces tumor progression and enhances anti-PD-1 efficacy in a 4T1- and 66cl4-based intraductal model. **A** Experimental timeline with chitin and anti-PD-1 treatment schedules. **B,C** Weekly measurements of primary tumor volumes across the 5-w study period in the untreated and treated 4T1- (**B**) and 66cl4-based model (**C**) (n = 14 for all groups at all time points in the 4T1-based model; n = 22 for all groups at all time points in the 66cl4-based model). **D,E** In vivo imaging of primary tumor bioluminescent signals (total flux density in p/s/cm^2^) in the untreated and treated 4T1- (**D**) and 66cl4-based model (**E**) (n = 14 for all groups at all time points in the 4T1-based model; n = 22 for all groups at all time points in the 66cl4-based model). **F,G** Representative images of primary tumor bioluminescence in the untreated and treated 4T1- (**F**) and 66cl4-based model (**G**) at 5 w p.i. Data are presented as the means ± standard error of the mean (SEM). *P < 0.05, **P < 0.01, ***P < 0.001

In line with the ICB-resistant nature of the 4T1- and 66cl4-based model, anti-PD-1 monotherapy did not reduce disease progression by 5 w p.i. compared to untreated tumor-bearing mice, based on tumor volume measurements (Fig. 1B,C) and concomitant in vivo imaging (Fig. 1D–G). In marked contrast, chitin monotherapy significantly reduced 4T1 primary tumor growth (Fig. 1B,D) and also showed a growth reductive effect in 66cl4 primary tumors (Fig. 1C,E), albeit not statistically significant, compared to untreated and anti-PD-1-treated tumor-bearing mice. Combined with anti-PD-1, chitin further and significantly reduced primary tumor growth compared to untreated, anti-PD-1- and chitin-treated tumor-bearing mice in both the 4T1- and 66cl4-based model (Fig. 1B–G). This add-on treatment effect upon combination of anti-PD-1 with chitin was anti-PD-1 dose-dependent, as a low (25 µg) anti-PD-1 dose in combination with chitin did not provide a significant additional tumor growth reduction compared to chitin monotherapy in the 4T1-based model based on primary tumor volume (Additional file 5: Fig. S3A) and in vivo imaging (Additional file 5: Fig. S3B,C).

To evaluate systemic disease following 2-w treatment with chitin either in combination with or without 200 µg anti-PD-1, lungs were ex vivo imaged for metastatic 4T1- and 66cl4-derived bioluminescence. Only the combination of chitin with anti-PD-1 significantly reduced lung bioluminescent signals in both TNBC models (Fig. 2A,B) and these reduced metastatic signals were confirmed by H&E histology (Fig. 2C). A low (25 µg) anti-PD-1 dose in combination with chitin again did not provide a significant metastatic reduction in the lungs of the 4T1-based model (Additional file 5: Fig. S3D,E), confirming the need for a high (200 µg) anti-PD-1 dose to obtain treatment efficacy.

**Fig. 2:**
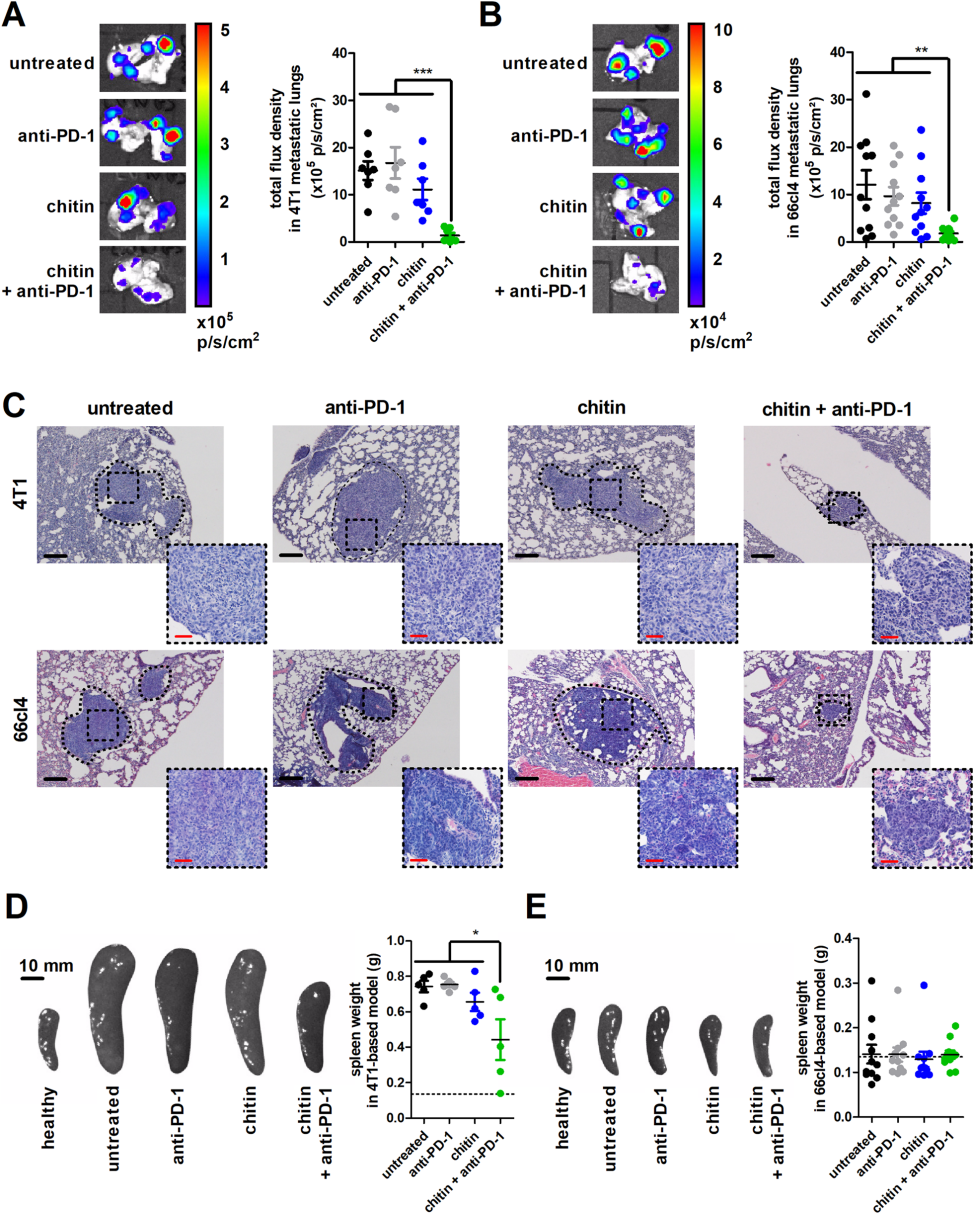
Chitin and anti-PD-1 combination has a reductive effect on metastatic progression in the 4T1- and 66cl4-based intraductal model. **A,B** Representative images and quantification of bioluminescent signals (total flux density in p/s/cm^2^) in lungs from the untreated and treated 4T1- (**A**) and 66cl4-based model (**B**) at 5 w p.i. (n = 7 for all groups in the 4T1-based model; n = 11 for all groups in the 66cl4-based model). **C** H&E histology of lung metastases from the untreated and treated 4T1- and 66cl4-based model at 5 w p.i. Dashed inserts highlight H&E-stained metastases at a larger magnification. Black scale bars = 200 µm, red scale bars = 50 μm. **D,E** Representative images and weight measurements of the spleen from the untreated and treated 4T1-(**D**) and 66cl4-based model (**E**) at 5 w p.i. (n = 5 for all groups in the 4T1-based model; n = 11 for all groups in the 66cl4-based model). An image of a healthy spleen is shown for comparison and the dotted line in the graph highlights the mean spleen weight of 4 healthy BALB/c mice. Data are presented as the means ± SEM. *P < 0.05, **P < 0.01, ***P < 0.001

Spleen size and weight in the 4T1-based model have been associated with systemic disease progression by our group and others [8, 30], and were both significantly increased in untreated, anti-PD-1- and chitin-treated 4T1 tumor-bearing mice. Chitin treatment in combination with anti-PD-1 significantly reduced the spleen size and weight in the 4T1-based model, albeit not to the level of a healthy spleen (Fig. 2D). The synergistic reduction in splenomegaly was only obtained with a high (200 µg) anti-PD-1 dose, a low (25 µg) anti-PD-1 dose did not provide these reductions upon combination with chitin (Additional file 5: Fig. S3F). In marked contrast to 4T1 tumor-bearing mice, the size and weight of spleens from 66cl4 tumor-bearing mice did not differ from those of a healthy spleen and were not affected by either treatment (Fig. 2E).

### TAN-derived CLP production is higher in 4T1 compared to 66cl4 primary tumors and is reduced by chitin treatment

Complementary immuno-assays on primary tumor tissue lysates identified local CHI3L1 and CHI3L3 production in both TNBC models, albeit higher in the 4T1 compared to the 66cl4 primary tumors (Fig. 3). Chitin monotherapy significantly reduced both CHI3L1 and CHI3L3 levels in 4T1 primary tumors, and CHI3L3 levels in 66cl4 primary tumors based on western blot analysis (Fig. 3A) as well as ELISA (Fig. 3B,C). Combining chitin with anti-PD-1 treatment did not further decrease these levels compared to chitin monotherapy in either model (Fig. 3A-C). Additional western blotting for related CLP family members identified local production of CHI3L4, again higher in 4T1 than in 66cl4 primary tumors (Additional file 6: Fig. S4). Stabilin-1 interacting chitinase-like protein (SI-CLP) and oviductin were not detected (data not shown). Chitin with or without anti-PD-1 also reduced CHI3L4 production in primary tumors of both models, albeit not statistically significantly (Additional file 6: Fig. S4C).

**Fig. 3:**
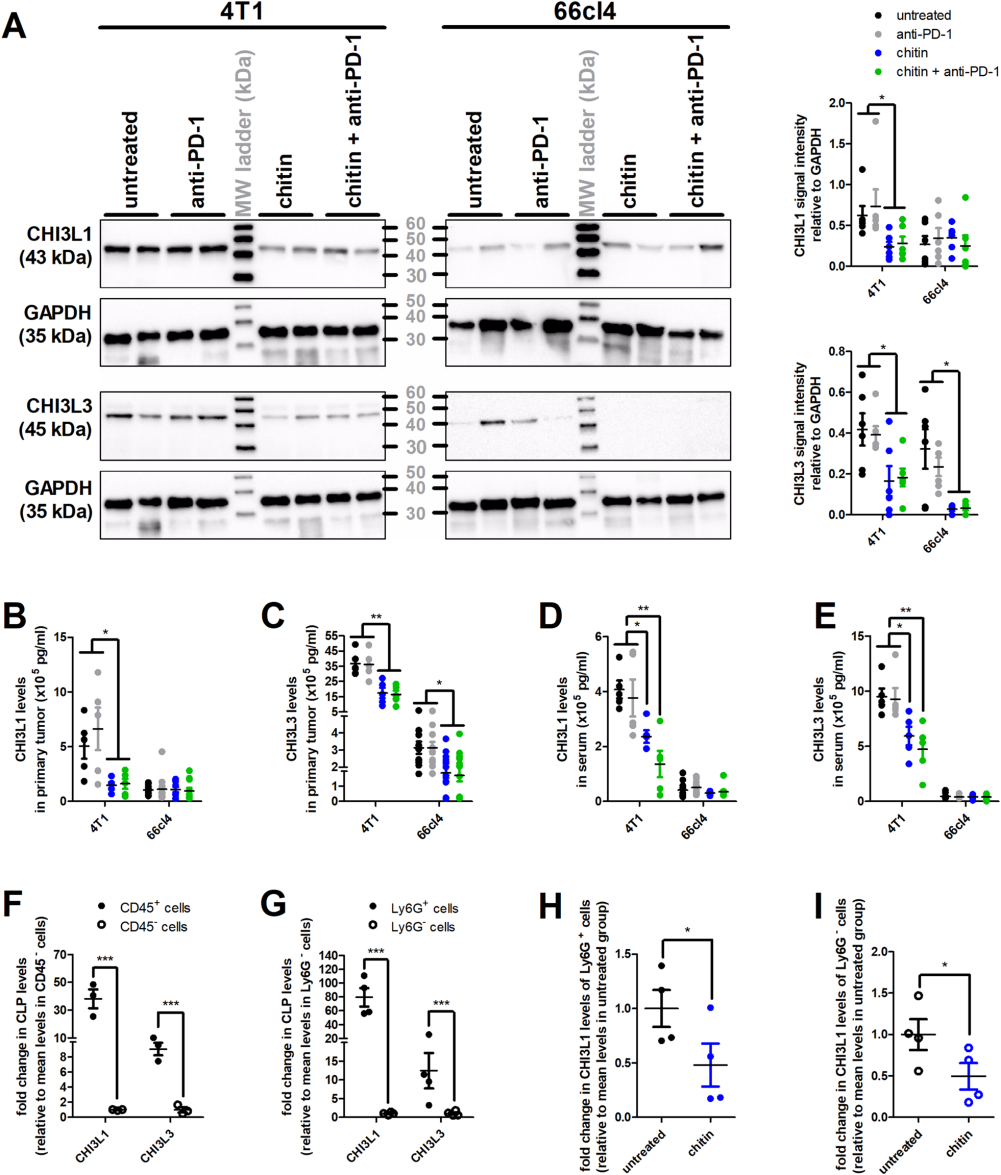
Chitin reduces high CHI3L1 and CHI3L3 production in the 4T1-based and even low CHI3L3 production in the 66cl4-based intraductal model. **A** Representative western blot images for CHI3L1, CHI3L3 and GAPDH loading control in primary tumor lysates from untreated, anti-PD-1-, chitin- and chitin + anti-PD-1-treated 4T1 and 66cl4 tumor-bearing mice at 5 w p.i. with quantification of CHI3L1 and CHI3L3 signal intensity relative to GAPDH (n = 6 for all groups; 3 western blots with 2 samples from each group per blot). **B** CHI3L1 primary tumor levels in the untreated and treated 4T1- (n = 5 for all groups) and 66cl4-based model (n = 11 for all groups) at 5 w p.i. **C** CHI3L3 primary tumor levels in the untreated and treated 4T1- (n = 5 for all groups) and 66cl4-based model (n = 11 for all groups) at 5 w p.i. **D** CHI3L1 serum levels in the untreated and treated 4T1- (n = 5 for all groups) and 66cl4-based model (n = 11 for all groups) at 5 w p.i. **E** CHI3L3 serum levels in the untreated and treated 4T1- (n = 5 for all groups) and 66cl4-based model (n = 11 for all groups) at 5 w p.i. **F** Fold change in CHI3L1 and CHI3L3 levels between separated CD45^+^ and CD45^−^ cells from untreated 4T1 primary tumors at 5 w p.i. (n = 3 for all groups). **G** Fold change in CHI3L1 and CHI3L3 levels between separated Ly6G^+^ and Ly6G^−^ cells from untreated 4T1 primary tumors at 3 w p.i. (n = 4 for all groups). **H** Fold change in CHI3L1 levels between Ly6G^+^ cells derived from untreated versus chitin-treated 4T1 primary tumors at 3 w p.i. (n = 4 for all groups). **I** Fold change in CHI3L1 levels between Ly6G^−^ cells derived from untreated versus chitin-treated 4T1 primary tumors at 3 w p.i. (n = 4 for all groups). Data are presented as the means ± SEM. *P < 0.05, **P < 0.01, ***P < 0.001

Systemically, CHI3L1 and CHI3L3 levels were also higher in the 4T1- compared to the 66cl4-based model (Fig. 3D,E). Chitin monotherapy significantly reduced serum levels of both CLPs in the 4T1-based model only (Fig. 3D,E). Chitin + anti-PD-1 combination treatment had an add-on effect in the 4T1-based model with a more significant reduction of CHI3L1 and CHI3L3 serum levels compared to untreated and anti-PD-1-treated tumor-bearing mice (Fig. 3D,E). Yet, serum CLP levels in chitin- compared to chitin + anti-PD-1-treated 4T1 tumor-bearing mice did not statistically significantly differ.

In order to explore the origin of these local and systemic reductions in CHI3L1 and CHI3L3 upon chitin treatment, their main cellular sources were subsequently investigated. CHI3L1 and CHI3L3 levels were highest in the CD45^+^ fraction of 4T1 primary tumors (Fig. 3F), identifying immune rather than tumor cells as major producers of both CLPs in the TME. Moreover, based on the staining location on primary tumor sections, CHI3L1 and CHI3L3 were almost exclusively present at cellular necrosis sites (Additional file 7: Fig. S5A,B), which were highly populated with Ly6G^+^ TANs, albeit with a much lower abundance in 66cl4 compared to 4T1 primary tumors (Additional file 7: Fig. S5C). Chitin with or without anti-PD-1 significantly reduced the CHI3L3 levels and the concomitant Ly6G staining in primary tumors of both TNBC models, and provided additional reduction of CHI3L1 levels in 4T1 primary tumors (Additional file 7: Fig. S5).

In order to unequivocally identify TANs as main CLP producers, Ly6G^+^ and Ly6G^−^ fractions were also magnetically isolated from untreated compared to chitin-treated 4T1 primary tumors at 3 w p.i. Of note, the 3-w endpoint avoided tumor necrosis that can interfere with cellular separation, and chitin-treated primary tumors were subjected to a daily dose of 1 mg chitin to maximize the chitin treatment effect on downstream cellular targets. ELISA showed significantly increased CHI3L1 and CHI3L3 levels in the Ly6G^+^ compared to the Ly6G^−^ fraction from untreated primary tumors (Fig. 3G), and CHI3L1 levels significantly decreased in both the Ly6G^+^ (Fig. 3H) and even the low CHI3L1-expressing Ly6G^−^ primary tumor fraction upon chitin treatment (Fig. 3I). Binding and signaling of CHI3L1 has been linked to signal transducer and activator of transcription (Stat) 3 phosphorylation and subsequent production of CHI3L1 [31–33]. As a result, reduction of CHI3L1 levels in the primary tumor upon chitin treatment would be intricately linked to reduced Stat3 phosphorylation. Indeed, additional stainings on primary tumor sections showed that p-Stat3 levels were significantly reduced in the chitin- and chitin + anti-PD-1-treated compared to untreated and anti-PD-1-treated 4T1 primary tumors, but this reductive effect was not detected in the low CLP-producing 66cl4 primary tumors (Fig. 4A). Furthermore, the stainings also showed a higher p-Stat3 positivity in 4T1 compared to 66cl4 primary tumors, corroborating with a higher CLP production in the 4T1- compared to 66cl4-based model (Fig. 4A). Besides its impact on TAN-derived CLP production, chitin treatment also reduced pro-tumorigenic formation of neutrophil extracellular traps (NETs) based on significantly decreased myeloperoxidase (MPO) stainings in chitin-treated primary tumors compared to untreated and anti-PD-1-treated primary tumors from both the 4T1- and 66cl4-based model (Fig. 4B). Combining anti-PD-1 with chitin did not further reduce the MPO stainings compared to chitin monotherapy in primary tumors from either model (Fig. 4B).

**Fig. 4:**
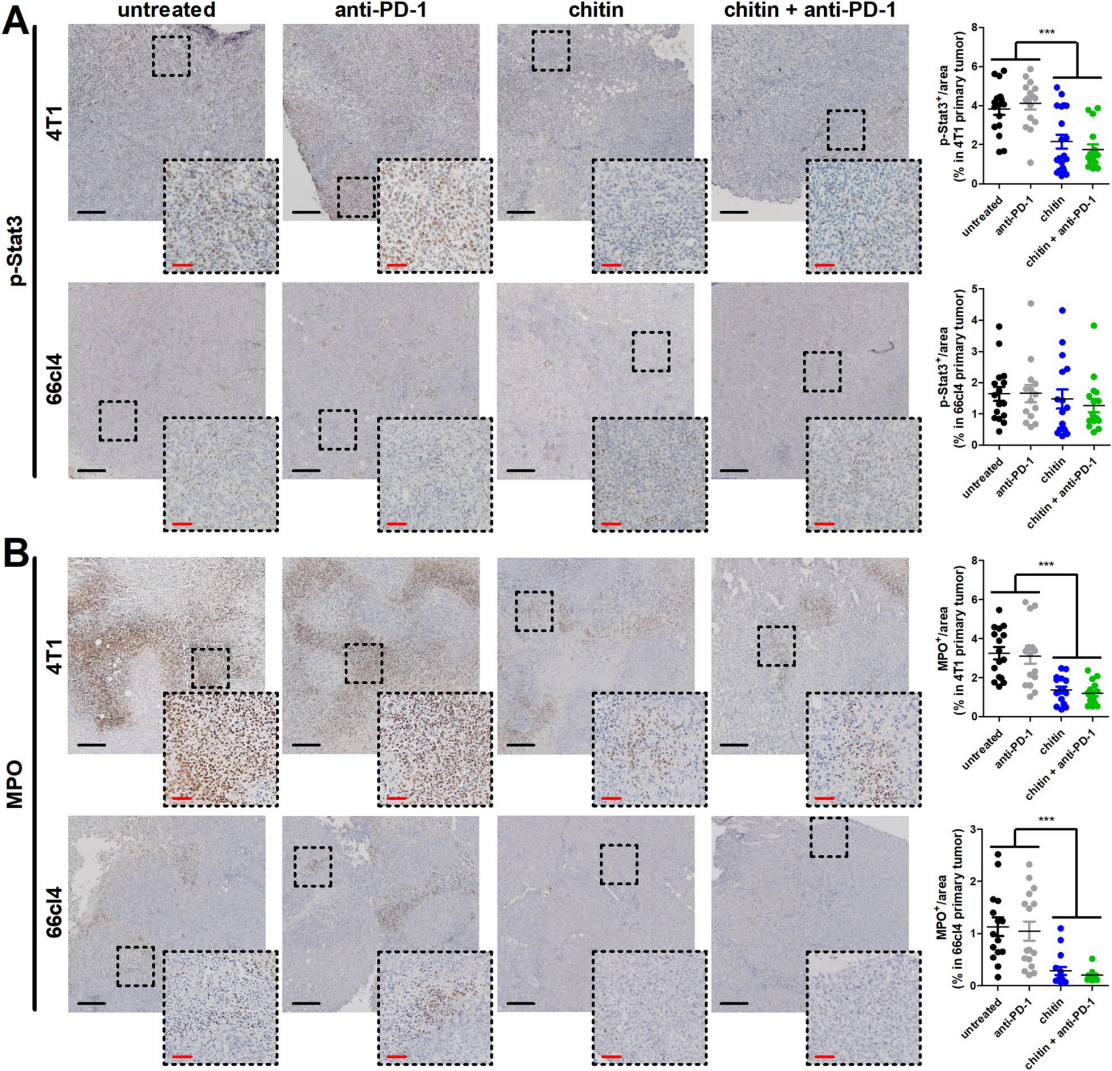
Chitin reduces p-Stat3 levels in 4T1 primary tumors and MPO positivity in both 4T1 and 66cl4 primary tumors. **A,B** Immunohistochemistry for p-Stat3 (**A**) and MPO (**B**) on primary tumor sections from untreated, anti-PD-1-, chitin- and chitin + anti-PD-1-treated 4T1 and 66cl4 tumor-bearing mice at 5 w p.i. (n = 16 for all groups; 4 slides with 4 images per slide). Dashed inserts highlight stained tissue at a larger magnification. Black scale bars = 200 µm, red scale bars = 50 μm. Data are presented as the means ± SEM. ***P < 0.001

### Chitin reduces immunosuppression and enhances ICB immunostimulation in 4T1 and 66cl4 primary tumors

In order to gain further insight into the immunological changes associated with chitin treatment either in combination with or without ICB, extensive flow cytometric immunophenotyping was performed on 4T1 and 66cl4 primary tumors at 5 w p.i. (Methods section and Additional files 8 and 9: Fig. S6 and S7, including detection of the myeloid subpopulations PMN-MDSCs, M-MDSCs, TANs, TAMs and DCs, and the lymphocytic subpopulations CD4^+^ and CD8α^+^ T-cells, B-cells, NK and NK-T cells).

This immunophenotyping corroborated the Ly6G staining results on primary tumor sections, as chitin treatment in combination with or without anti-PD-1 significantly reduced both the number and percentage of TANs in the 4T1- and the number of TANs in the 66cl4-based model (Fig. 5A,B, Additional file 10: Fig. S8A,B). Chitin and chitin + anti-PD-1 treatment also significantly reduced the numbers/percentages of other major immunosuppressive myeloid subpopulations, including PMN-MDSCs, M-MDSCs and TAMs in the 4T1- and 66cl4-based model, albeit the reduction in PMN- and M-MDSC numbers within the chitin- and chitin + anti-PD-1-treated 66cl4 primary tumors was not reflected by a reduction in their percentages (Fig. 5A,B, Additional file 10: Fig. S8A,B). Moreover, although an increase in percentage, but not number, of DCs was detected upon chitin treatment with or without anti-PD-1 in 66cl4 primary tumors, these numbers/percentages were not affected in chitin- and chitin + anti-PD-1-treated 4T1 primary tumors (Fig. 5A,B, Additional file 10: Fig. S8A,B). Based on CD80 and MHCII as M1 TAM phenotype markers and CD206 as a M2 TAM phenotype marker, chitin and chitin + anti-PD-1 treatment significantly reduced the number of M2 TAMs without affecting M1 TAM numbers in both the 4T1 and 66cl4 primary tumors (Fig. 5C,E), thereby significantly increasing the M1/M2 TAM ratio (Fig. 5D,F). Chitin induced a similar significant reduction in immunosuppressive M2 TAM percentages upon combination with or without anti-PD-1 ICB in the 4T1 primary tumors, but only a non-significant reductive trend in the 66cl4 primary tumors (Additional file 10: Fig. S8C,D).

**Fig. 5:**
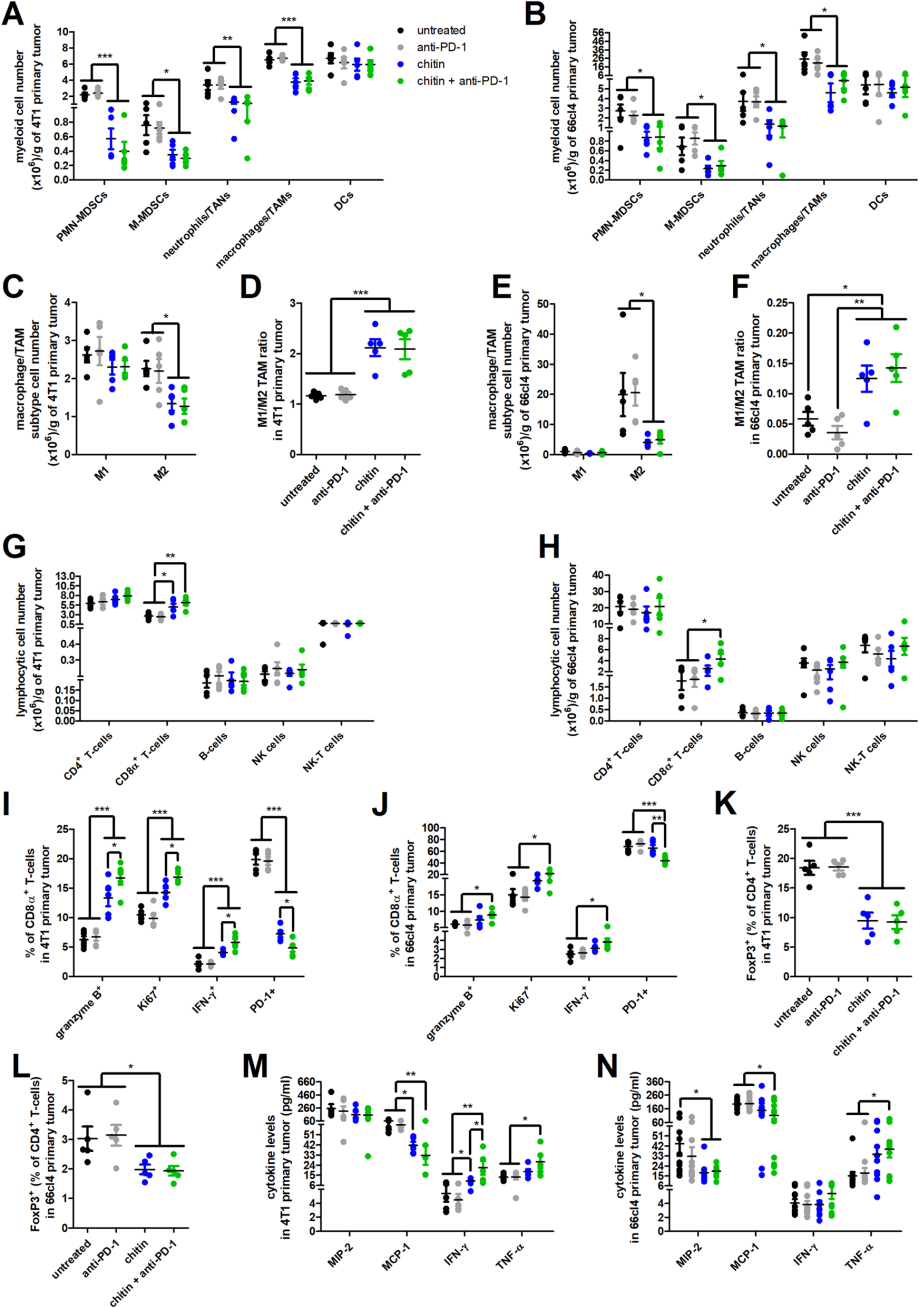
Chitin reduces immunosuppressive myeloid subpopulations and increases anti-PD-1-stimulated lymphocytic subpopulations in 4T1 and 66cl4 primary tumors. **A-L** Primary tumors were isolated from the untreated, anti-PD-1-, chitin- and chitin + anti-PD-treated 4T1- and 66cl4-based model at 5 w p.i. and processed into a single cell suspension for flow cytometric immunophenotyping (n = 5 for all groups). **A,B** Number of myeloid subpopulations (including PMN-MDSCs, M-MDSCs, TANs, TAMs and DCs) per gram of primary tumor in the untreated and treated 4T1- (**A**) and 66cl4-based model (**B**). **C,D** Number of M1 and M2 TAM subtypes per gram of primary tumor (**C**) and calculated M1/M2 TAM ratio (**D**) in the 4T1-based model. **E,F** Number of M1 and M2 TAM subtypes per gram of primary tumor (**E**) and calculated M1/M2 TAM ratio (**F**) in the 66cl4-based model. **G,H** Number of lymphocytic subpopulations (including CD4^+^ and CD8α^+^ T-cells, B-cells, NK cells and NK-T cells) per gram of primary tumor in the untreated and treated 4T1- (**G**) and 66cl4-based model (**H**). **I,J** Percentage of granzyme B^+^, Ki67^+^, IFN-γ^+^ and PD-1^+^ cells within the primary tumor CD8α^+^ T-cell population in the untreated and treated 4T1- (**I**) and 66cl4-based model (**J**). **K,L** Percentage of FoxP3^+^ cells within the primary tumor CD4^+^ T-cell population in the untreated and treated 4T1- (**K**) and 66cl4-based model (**L**). **M,N** Levels for MIP-2, MCP-1, IFN-γ and TNF-α in primary tumor lysates from the untreated and treated 4T1- (**M**) and 66cl4-based model (**N**) at 5 w p.i. (n = 5 for all groups in the 4T1-based model; n = 11 for all groups in the 66cl4-based model). Data are presented as the means ± SEM. *P < 0.05, **P < 0.01, ***P < 0.001

Further corroborating the immunophenotyping and reduced primary tumor immunosuppression, immunohistochemical staining for CD163 as M2 TAM marker was significantly reduced in chitin- and chitin + anti-PD-1-treated primary tumors compared to untreated and anti-PD-1-treated primary tumors from both models (Additional file 11: Fig. S9A). A striking difference was that this staining was typically confined to the tumor margin in 4T1 primary tumors, while located prominently in the tumor core of 66cl4 primary tumors (Additional file 11: Fig. S9A).

In marked contrast to the myeloid subpopulations, chitin treatment significantly increased the number/percentage of anti-tumorigenic CD8α^+^ T-cells in both 4T1 and 66cl4 primary tumors (Fig. 5G, Additional file 10: Fig. S8E). An increase in other lymphocytic subpopulations was also detected in the chitin-treated 66cl4 primary tumors, albeit only significantly in percentages of CD4^+^ T-cells, NK and NK-T cells (Additional file 10: Fig. S8F). Anti-PD-1 ICB provided add-on anti-tumorigenic immunostimulation and further increased the number/percentage of CD8α^+^ T-cells in chitin + anti-PD-1-treated compared to untreated and anti-PD-1-treated tumors in both the 4T1- and 66cl4-based model (Fig. 5G,H, Additional file 10: Fig. S8E,F). The chitin + anti-PD-1-treated 66cl4 primary tumors also showed an additional increase in CD4^+^ T-cell, CD8α^+^ T-cell, NK and NK-T cell percentages (Additional file 10: Fig. S8F). Besides an increase in numbers and percentages, chitin treatment enhanced CD8α^+^ T-cell activation in the 4T1 primary tumors with significantly increased positivity for granzyme B, Ki67 and IFN-γ, as well as significantly decreased positivity for the T-cell exhaustion marker PD-1 compared to untreated and anti-PD-1-treated tumors (Fig. 5I). Combining chitin with anti-PD-1 additionally activated CD8α^+^ T-cells in both 4T1 and 66cl4 primary tumors (Fig. 5I,J). Immunohistochemical staining for granzyme B on primary tumor sections corroborated the enhanced CD8α^+^ T-cell activation in primary tumors upon chitin treatment, albeit only significantly in the 4T1-based model (Additional file 11: Fig. S9B). Positivity was confined to the tumor core in both TNBC models, highlighting infiltration of activated lymphocytes. In line with the flow cytometric measurements, combining chitin with anti-PD-1 treatment further increased granzyme B staining in 4T1 primary tumors and now also significantly increased this staining in 66cl4 primary tumors compared to untreated and anti-PD-1 primary tumors (Additional file 11: Fig. S9B). Indicative for a reduced production of immunosuppressive T-regs, a significantly decreased forkhead box P3 (FoxP3) positivity within the CD4^+^ T-cell population was detected in chitin- and chitin + anti-PD-1-treated compared to untreated and anti-PD-1-treated 4T1 and 66cl4 primary tumors (Fig. 5K,L).

Cytokine profiling confirmed the reduction in immunosuppressive TANs upon chitin treatment, showing significantly reduced levels for MIP-2/CXCL2, an IL-8 orthologue and neutrophil chemoattractant, in chitin-treated 66cl4 primary tumor lysates and a reductive trend in chitin-treated 4T1 primary tumor lysates (Fig. 5M,N). In addition, significantly reduced levels for the monocyte chemoattractant MCP-1/CCL-2 corroborated the reduced M2 TAM numbers in chitin-treated 4T1 and 66cl4 primary tumors (Fig. 5M,N). Other myeloid subpopulation-supporting cytokines, including G-CSF, IL-1β, IL-4, IL-6, IL-10 and TGF-β1, were not significantly altered by chitin treatment either with or without anti-PD-1 in both 4T1 and 66cl4 primary tumors (Additional file 12: Fig. S10A,B). The enhanced T-cell activation in primary tumors upon chitin treatment was confirmed by significantly increased IFN-γ levels in the chitin-treated 4T1 primary tumors and an add-on increase was detected upon combining chitin with anti-PD-1 treatment (Fig. 5M). Chitin and anti-PD-1 combination treatment also increased IFN-γ levels—albeit not significantly—in 66cl4 primary tumor lysates (Fig. 5N) and significantly increased TNF-α levels in both the 4T1 and 66cl4 primary tumors (Fig. 5M,N).

Chitin-mediated reduction in innate immunosuppression and increased anti-tumor T-cell immunity in primary tumors of both TNBC models was also clearly presented at the genomic level based on RNA-sequencing analysis. 

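RNA was sequenced from primary tumors collected at 5 w p.i. from BALB/c mice. These had been injected intraductally, when lactating, with 4T1 or 66cl4 cells, which are both mouse mammary tumor cell lines used as models of TNBC. Mice were untreated, received 1 mg chitin every 3 d, received 200 µg anti-PD-1, or received both. Each group held 5 tumors, apart from the 4 untreated 4T1 tumors, and no tumors were pooled. The authors counted reads per gene after alignment to mm10 and normalized the counts with the variance stabilizing transformation of DESeq2, which flattens differences between genes with few reads. All differences given for the RNA-sequencing data are differences between group means on that scale, and normalized counts are recovered reads divided by the size factor of the tumor. Single genes were compared with limma (version 3.58.1, moderated test with a mean-variance trend), fitted for each model over its 4 treatment groups, and p-values were adjusted over all genes with the Benjamini-Hochberg method. The paper names t-tests or analysis of variance with post tests for its group comparisons in general and names no test for the genes shown in the heatmaps. Per-tumor means over a list of genes were compared with two-sided exact permutation tests, with the tumor as the replicate. Mice were inoculated in a pair of glands and the labels do not name the mouse, so that tumors of a group may share an animal. All tests treat the tumors as independent. Between 5105898 and 14800352 reads per tumor fell on the listed genes, with a median of 6590274. In 66cl4 tumors, the median was 6064018 reads in the untreated group, 6166518 with anti-PD-1, 10250227 with chitin and 8985408 with chitin + anti-PD-1. The chitin-containing 66cl4 groups had more reads than the other groups, with means of 9901574 and 6446900 (permutation test, p = 0.00134). In 4T1 tumors, the corresponding means were 8436511 and 7034209, a difference within the spread between tumors (exact permutation test, p = 0.186). The medians of the 4T1 groups were 6295440, 6164483, 8759930 and 6504793 reads in untreated, anti-PD-1-, chitin- and chitin + anti-PD-1-treated tumors.

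**Figure D1:**
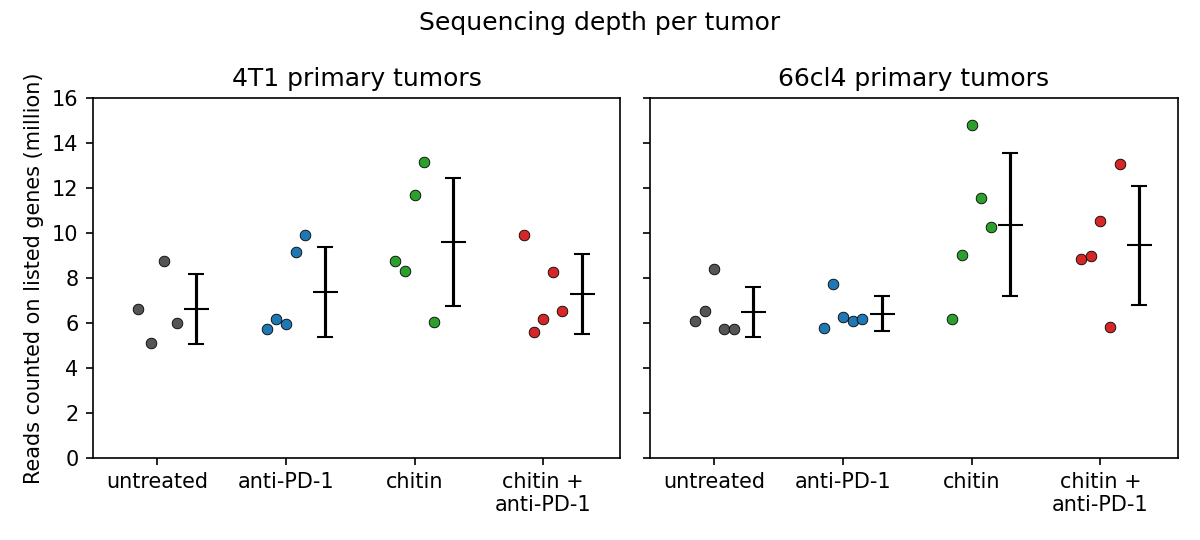
Reads counted on listed genes for each 4T1 (left) and 66cl4 (right) primary tumor by treatment group. Each point is 1 tumor and the bars show the mean and SD of the group. The untreated and anti-PD-1-treated 66cl4 tumors reach at most 8408913 reads, the chitin-containing groups 14800352.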

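All 68 gene labels printed in Fig. 6A were found among the listed genes, and 53 of the 55 labels in Fig. 6B. For all 68 genes of Fig. 6A, the mean over 4T1 tumors of the chitin and of the chitin + anti-PD-1 group lay below both the untreated and the anti-PD-1 mean. Their median difference from untreated tumors was -0.22 with chitin and -0.16 with chitin + anti-PD-1, and it was 0.15 with anti-PD-1. Of the 53 genes of Fig. 6B, 44 had a lower mean with chitin than in untreated 66cl4 tumors, 48 with chitin + anti-PD-1 and 39 with both. For 29 of them, both chitin-containing means also lay below the anti-PD-1 mean. The median differences of the 53 genes from untreated tumors were -0.072 with chitin and -0.081 with chitin + anti-PD-1. Over all listed genes, without selection, both chitin-containing means lay below both other means for 16.8% of genes (2403) in 4T1 and 23.5% (3363) in 66cl4, where a random order of 4 group means gives 16.7%. Both lay above both other means for 17.2% (2461) and 24.7% (3531). Median centring, the alternative that moved the 4T1 share most, gave 13.7%. With limma, 0 genes differed at an adjusted p under 0.05 between the chitin-containing groups and the other groups, in either model. At an unadjusted p under 0.05, 1042 genes differed in 4T1 and 2238 in 66cl4. limma-voom on the recovered reads also called 0 genes in both models, with 1115 and 2130 genes at an unadjusted p under 0.05. For chitin against untreated, limma called 0 genes in each model, with 397 and 1639 genes at an unadjusted p under 0.05 in 4T1 and 66cl4 (limma-voom: 0 genes, with 347 and 1625). For chitin + anti-PD-1 against untreated, limma called 0 genes in each model, with 367 and 1516 genes at an unadjusted p under 0.05 (limma-voom: 0 genes, with 299 and 1395). With weights estimated by limma for each tumor, the comparison of the chitin-containing groups with the others called 297 genes in 4T1 and 185 in 66cl4. With equal weights and without untreated tumor 3, the count in 66cl4 was 269. In simulated data, the counts of 200 genes were changed by a log2 ratio of 0.5, none of them among the genes with the fewest reads. The same comparison recovered 31.5% of them in 4T1 and 82.0% in 66cl4, and for a log2 ratio of 1 it recovered 80.5% and 93.0%. These are ratios of counts, which give smaller differences on the log2-like scale for genes with few reads.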

More specifically, a selection of 68 and 55 innate immunity-related genes in respectively 4T1 and 66cl4 primary tumors were downregulated upon chitin treatment in combination with or without anti-PD-1 (Fig. 6A,B). Several of the selected innate immunity genes could be linked to immunosuppressive myeloid cell types, including Ccl2, Cxcl2, Csf1r and Itgam. 

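Of these genes, Ccl2, Csf1r and Itgam are printed in Fig. 6A and Ccl2 and Cxcl2 in Fig. 6B. Ccl2 (Entrez 20296), on chromosome 11 of mm10 from 82035571 to 82037453, had an expression of 8.08 ± 0.22 (SD, n = 4) in untreated 4T1 tumors, 7.70 ± 0.36 (n = 5) with chitin and 7.87 ± 0.42 (n = 5) with chitin + anti-PD-1. The difference for chitin was -0.37 (standard error 0.217) and that for chitin + anti-PD-1 -0.21. Without chitin + anti-PD-1-treated tumor 4, the latter was -0.048. Csf1r (Entrez 12978, chromosome 18, 61100598 to 61132149) was at 3065 ± 1263 normalized counts in untreated tumors and at 2191 ± 933 and 2555 ± 1207 with chitin and chitin + anti-PD-1, which gave differences of -0.46 (standard error 0.421) and -0.35. In chitin + anti-PD-1-treated tumor 1, Csf1r was at 9.57 against 11.43 to 12.00 in the other 4, and without this tumor the difference was 0.053. Itgam (Entrez 16409, chromosome 7, 128062640 to 128118491) fell from 1269 ± 300 to 776 ± 379 normalized counts with chitin, a difference of -0.70 (standard error 0.291), the only one of these 8 differences in 4T1 that was larger than 2 standard errors. With chitin + anti-PD-1, it was at 1300 ± 565 and differed by -0.027, a sign that changed with quantile normalization and with tumor weights. Cxcl2 (Entrez 20310, chromosome 5, 90903871 to 90905938) was at 55.3 ± 28.4 normalized counts in untreated 4T1 tumors, 33.3 ± 42.0 with chitin and 285 ± 471 with chitin + anti-PD-1, where a single tumor held 1377 reads. Its differences were -0.39 (standard error 0.502) and 0.76, and the latter was 0.20 without this tumor. The adjusted p from limma was 1 for all 4 genes in both comparisons. The mean over the 4 genes was 9.33 ± 0.26 (SD, n = 4) in untreated 4T1 tumors and 8.85 ± 0.37 (n = 5) with chitin, a difference of -0.48 (exact permutation test, p = 0.0635, and 0.169 adjusted over 8 list comparisons), with 4 of 5 tumors below all untreated tumors. With chitin + anti-PD-1 it was 9.38 ± 0.32, a difference of 0.043 (exact permutation test, p = 0.841).
In 66cl4 tumors, Ccl2 was at 9.32 ± 0.44 (SD, n = 5) without treatment, 9.15 ± 0.31 with chitin and 9.24 ± 0.28 with chitin + anti-PD-1, with differences of -0.16 and -0.076 (adjusted p = 0.826 and 0.930, limma). Both became positive without untreated tumor 3, at 0.031 and 0.12. Cxcl2 was at 53.4 ± 19.3, 44.6 ± 32.4 and 30.3 ± 14.2 normalized counts, with differences of -0.15 and -0.30 (adjusted p = 0.806 and 0.601, limma). The first ran from -0.28 without chitin-treated tumor 1 to -0.058 without chitin-treated tumor 4. Csf1r was higher after treatment, at 12.33 ± 0.37 without treatment, 12.72 ± 0.15 with chitin and 12.75 ± 0.15 with chitin + anti-PD-1, and the differences were 0.39 and 0.41 (adjusted p = 0.356 and 0.377, limma). Itgam differed by 0.17 and -0.017 (adjusted p = 0.735 and 0.984, limma). The mean over the 4 genes was 10.24 ± 0.21 in untreated 66cl4 tumors and differed by 0.062 with chitin and by 0.0045 with chitin + anti-PD-1 (exact permutation tests, p = 0.635 and 0.960).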

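The 30 genes labelled in Fig. 6C all had a value in 4T1 tumors. Of these, 23 had a lower mean with chitin than in untreated tumors, 28 with chitin + anti-PD-1 and 21 with both, and for these 21 both chitin-containing means also lay below the anti-PD-1 mean. Their median difference from untreated tumors was -0.044 with chitin, -0.13 with chitin + anti-PD-1 and 0.34 with anti-PD-1, where 29 of the 30 were higher. Pdcd1 (Entrez 18566, chromosome 1 of mm10, 94038305 to 94052553), which encodes the receptor PD-1, was at 98.7 ± 36.7 normalized counts (SD, n = 4) in untreated tumors, 198 ± 63.1 (n = 5) with anti-PD-1, 90.2 ± 59.3 (n = 5) with chitin and 64.9 ± 38.0 (n = 5) with chitin + anti-PD-1. It differed from untreated tumors by -0.12 (standard error 0.228) with chitin and -0.31 with chitin + anti-PD-1, and the first became 0.026 without chitin-treated tumor 1. Cd274 (Entrez 60533, chromosome 19, 29367455 to 29388095), which encodes its ligand PD-L1, was at 597 ± 336, 441 ± 186 and 555 ± 271 normalized counts in untreated, chitin- and chitin + anti-PD-1-treated tumors and differed by -0.30 (standard error 0.379) and -0.066. Leaving out untreated tumor 5 turned these to -0.031 and 0.21. Havcr2 (Entrez 171285, chromosome 11, 46454935 to 46481255), which encodes TIM-3, was at 172 ± 42.4, 123 ± 30.5 and 121 ± 33.1 normalized counts and had the largest differences relative to their error, at -0.28 (standard error 0.143) and -0.30. Lag3 (Entrez 16768, chromosome 6, 124904361 to 124911705) was at 94.7 ± 53.5, 96.3 ± 41.0 and 69.1 ± 32.7 normalized counts and differed by 0.020 (standard error 0.192) and -0.21. The sign of the first of these changed with tumor weights, at equal read depth and in limma-voom. Without untreated tumor 5, the second was -0.023. All 8 differences had an adjusted p of 1 from limma and were smaller than 2 standard errors, apart from the second for Havcr2.
The mean over the 4 genes was 8.22 ± 0.36 (SD, n = 4) in untreated 4T1 tumors, 8.55 ± 0.20 (n = 5) with anti-PD-1, 8.05 ± 0.24 (n = 5) with chitin and 8.00 ± 0.28 (n = 5) with chitin + anti-PD-1. The difference from untreated tumors was -0.17 with chitin and -0.22 with chitin + anti-PD-1, both within the spread between tumors (exact permutation tests, p = 0.429 and 0.349, adjusted p = 0.686 for both, where 5 tumors against 4 can give 0.0159 at the smallest). In 1 of 5 and 2 of 5 tumors, respectively, the mean lay below all untreated tumors. Against anti-PD-1-treated tumors, the differences were -0.50 and -0.55 (exact permutation tests, p = 0.0159 and 0.0238).

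**Figure D2:**
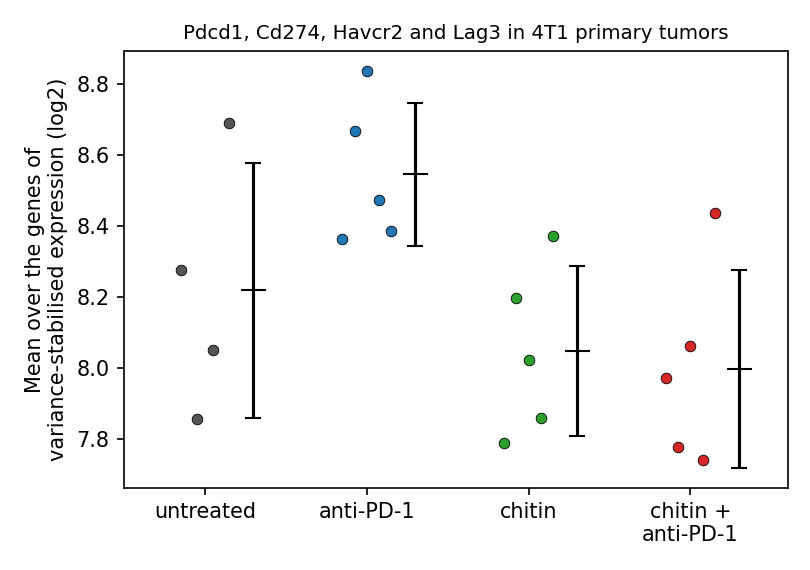
Mean expression over Pdcd1, Cd274, Havcr2 and Lag3 (log2-like scale) in each 4T1 primary tumor by treatment group. Each point is 1 tumor and the bars show the mean and SD. Of the tumors treated with chitin and with chitin + anti-PD-1, 1 and 2 lie below all untreated tumors, and the anti-PD-1 group has the highest mean.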

Genes related to T-cell exhaustion, including Pdcd1, Cd274, Havcr2 and Lag3, were downregulated upon chitin and chitin + anti-PD-1 treatment in 4T1 tumors (Fig. 6C). Chitin- and chitin + anti-PD-1-treated 66cl4 tumors showed upregulation of genes associated with enhanced T-cell activity, including Cd8a, Cd8b1, Ifng, Il12b and Il18r1 (Fig. 6D). 

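These genes had few reads in 66cl4 tumors. Cd8a (Entrez 12525, chromosome 6 of mm10, 71373427 to 71379173) had 7 to 21 reads per untreated tumor, 29 to 63 with chitin and 14 to 55 with chitin + anti-PD-1, or 16.2 ± 8.95, 30.4 ± 5.39 and 22.3 ± 12.8 normalized counts (SD, n = 5 in each group). Its differences from untreated tumors were 0.27 (standard error 0.0908, adjusted p = 0.258, limma) and 0.12 (adjusted p = 0.682). Without chitin + anti-PD-1-treated tumor 2, the latter was 0.032. Cd8b1 (Entrez 12526, chromosome 6, 71322788 to 71337494) was at 5.95 ± 2.83, 10.9 ± 3.18 and 13.2 ± 6.37 normalized counts and differed by 0.16 and 0.20 (adjusted p = 0.534 and 0.443, limma). Ifng (Entrez 15978, chromosome 10, 118441046 to 118445892) had 0 or 1 read in untreated tumors, 1 to 6 with chitin and 0 to 5 with chitin + anti-PD-1, and differed by 0.24 and 0.20 (adjusted p = 0.232 and 0.360, limma). At these counts, the size of its change cannot be given. Il12b (Entrez 16160, chromosome 11, 44400063 to 44414033), which encodes the p40 subunit of IL-12, was at 9.62 ± 3.51, 23.0 ± 11.0 and 25.2 ± 7.68 normalized counts and differed by 0.28 and 0.33 (adjusted p = 0.264 and 0.298, limma). Il18r1 (Entrez 16182, chromosome 1, 40465552 to 40500854) was at 17.7 ± 8.25, 34.5 ± 14.9 and 26.0 ± 5.17 normalized counts and differed by 0.28 and 0.17 (adjusted p = 0.293 and 0.587, limma). Both differences were smaller without untreated tumor 3, at 0.20 and 0.091. Adjusted over the list alone, that is over the 10 genes the paper names for 66cl4 tumors, 4 genes passed an adjusted p of 0.05 with chitin (Cd8a, Ifng and Il12b at 0.0281, Il18r1 at 0.0338) and 1 with chitin + anti-PD-1 (Il12b at 0.0261), against 0 over all genes. The paper based its selection of genes on lists of an immune profiling panel. It reports these genes as changed in the same tumors, so that this count is not independent evidence. For the 10 genes named for 4T1 tumors, the smallest p adjusted over the list alone was 0.265 with chitin and 0.424 with chitin + anti-PD-1, and 0 genes passed.
The mean over the 5 genes was 6.53 ± 0.08 (SD, n = 5) in untreated 66cl4 tumors, 6.71 ± 0.09 with anti-PD-1, 6.77 ± 0.07 with chitin and 6.73 ± 0.10 with chitin + anti-PD-1. It was higher than in untreated tumors by 0.25 with chitin and 0.20 with chitin + anti-PD-1, and all 5 tumors of each group lay above all untreated tumors. Both exact permutation tests gave p = 0.00794, the smallest that 5 tumors against 5 allow, and 0.0317 when adjusted over 8 list comparisons. The study names these 5 genes as upregulated in the same tumors, so that these tests are not independent evidence either. At equal read depth in all tumors, the differences were 0.21 and 0.17. Against anti-PD-1-treated tumors, they were 0.060 and 0.019 (exact permutation tests, p = 0.286 and 0.746). Of the 41 genes labelled in Fig. 6D, 41 had higher means than untreated tumors in both chitin-containing groups, 37 also had higher means than the anti-PD-1 group, and 36 were higher than untreated with anti-PD-1 alone. Their median difference from untreated tumors was 0.24 with chitin, 0.20 with chitin + anti-PD-1 and 0.14 with anti-PD-1. The paper had reported reduced innate immunosuppression and raised T-cell immunity from measurements of cells and proteins, and it presents them here for RNA as well, in heatmaps of the mean normalized expression of selected genes in each treatment group.

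**Figure D3:**
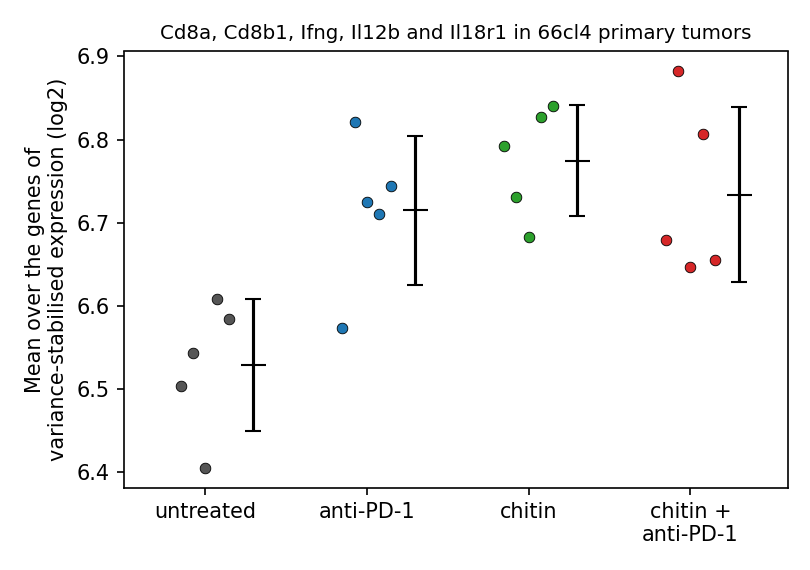
Mean expression over Cd8a, Cd8b1, Ifng, Il12b and Il18r1 (log2-like scale) in each 66cl4 primary tumor by treatment group. Each point is 1 tumor and the bars show the mean and SD. All tumors treated with chitin or chitin + anti-PD-1 lie above all untreated tumors, and so do 4 of 5 tumors treated with anti-PD-1.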

In line with an overall reduced inflammation upon chitin treatment at the protein level, predominantly through myeloid cell reduction, a selected set of 68 and 48 inflammation-related genes were downregulated in chitin- and chitin + anti-PD-1-treated primary tumors of respectively the 4T1- and the 66cl4-based model (Additional file 13: Fig. S11A,B). 

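The gene lists of Fig. S11 were not used here. Instead, the genes of the cytokines that had been measured in tumor lysates were compared between the chitin-containing groups and the other groups of each model. In 4T1 tumors, Tnf was lower by 0.17 with an unadjusted p of 0.0255, and Ccl2 by 0.33 with an unadjusted p of 0.0399 (adjusted p = 0.638 and 0.665, limma). Tnf was at 6.81 ± 0.19 (SD, n = 4) in untreated 4T1 tumors, 7.07 ± 0.07 with anti-PD-1, 6.79 ± 0.19 with chitin and 6.74 ± 0.13 with chitin + anti-PD-1 (n = 5 each). The other differences in 4T1 were 0.14 for Csf3, 0.22 for Il1b, 0.069 for Il4, 0.036 for Il6, 0.12 for Il10, 0.046 for Tgfb1, -0.24 for Ifng and 0.42 for Cxcl2, with adjusted p between 0.747 and 0.967 from limma. In 66cl4 tumors, Il1b was higher by 0.30 (unadjusted p = 0.0139, adjusted p = 0.207, limma) and Tnf by 0.13 (unadjusted p = 0.0150, adjusted p = 0.212, limma). The other differences were -0.0029 for Csf3, 0.0073 for Il4, -0.017 for Il6, -0.021 for Il10, 0.036 for Tgfb1, 0.13 for Ifng, -0.080 for Ccl2 and -0.21 for Cxcl2, with adjusted p between 0.254 and 0.986. Of the differences in 4T1, those of Il1b, Il10 and Cxcl2 were 0.037, 0.032 and 0.13 without chitin + anti-PD-1-treated tumor 1, that of Il4 was 0.033 without anti-PD-1-treated tumor 1 and that of Ifng -0.14 without untreated tumor 5. In 66cl4, that of Tgfb1 was 0.0098 without untreated tumor 1. The sign of the difference changed when a single tumor was left out for Csf3, Il6 and Tgfb1 in 4T1 and for Csf3, Il4, Il6, Il10 and Ccl2 in 66cl4.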

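Usf1 (Entrez 22278), which encodes a transcription factor, lies on chromosome 1 of mm10 from 171411313 to 171419142. It was at 629 ± 105 normalized counts (SD, n = 4) in untreated 4T1 tumors, 605 ± 94.4 (n = 5) with chitin and 525 ± 85.0 (n = 5) with chitin + anti-PD-1. The differences were -0.046 (standard error 0.118) and -0.21, and the first became 0.020 without untreated tumor 2. Rab37 (Entrez 58222, chromosome 11, 115091431 to 115162236), which encodes a small GTPase, had 8 to 28 reads in the tumors of these 3 groups, or 21.7 ± 6.47, 17.6 ± 7.92 and 20.0 ± 5.08 normalized counts. Its differences of -0.089 (standard error 0.0891) and -0.031 were smaller than 2 standard errors, and the latter became 0.011 without untreated tumor 5. Without chitin-treated tumor 1, the first was -0.031. In 66cl4 tumors, Lgals3 (Entrez 16854, chromosome 14, 47367751 to 47386160), which encodes galectin-3, was at 1754 ± 363 normalized counts (SD, n = 5) without treatment, 1675 ± 475 (n = 5) with chitin and 1390 ± 184 (n = 5) with chitin + anti-PD-1. It differed by -0.077 (standard error 0.177, adjusted p = 0.911, limma) and -0.30 (adjusted p = 0.580, limma), and without untreated tumor 1 the first was 0.011. The adjusted p of Usf1 and Rab37 was 1 in both comparisons.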

Importantly, genes that have been associated with the signaling and pro-tumorigenic activity of CHI3L1 were also downregulated following chitin treatment either with or without anti-PD-1, including Usf1 [34] and Rab37 [35] in 4T1 primary tumors and Lgals3 [36] in 66cl4 primary tumors (Additional file 13: Fig. S11A,B).

**Fig. 6:**
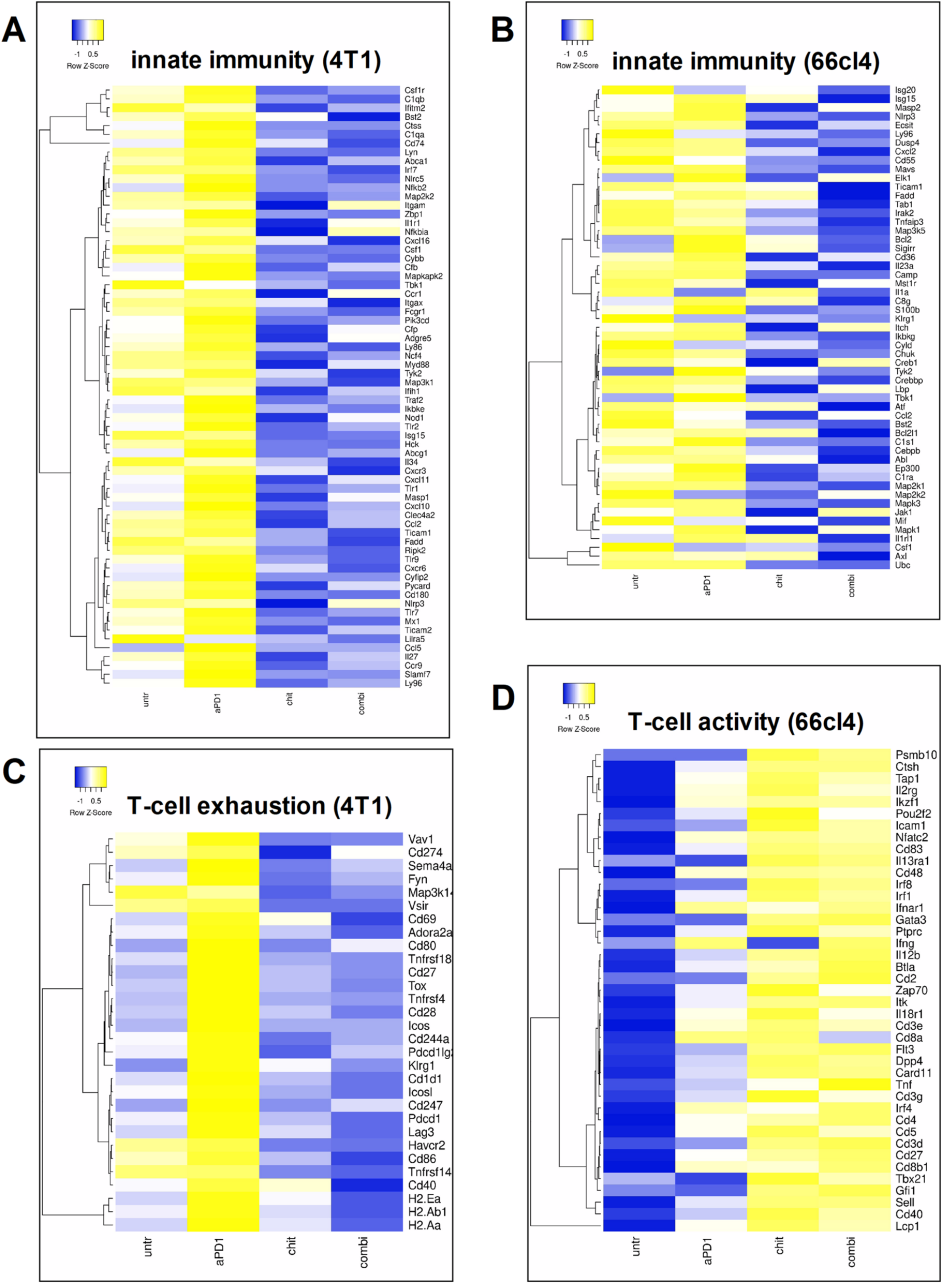
Innate- and T-cell-related gene expression levels corroborate the immunophenotypic changes upon chitin treatment in 4T1 and 66cl4 primary tumors. **A-D** Heatmaps showing mean normalized expression levels of selected genes associated with innate immunity in 4T1 (**A**) and 66cl4 primary tumors (**B**), T-cell exhaustion in 4T1 primary tumors (**C**) and T-cell activation in 66cl4 primary tumors (**D**) at 5 w p.i. derived from untreated, anti-PD-1, chitin- and chitin + anti-PD-1-treated tumor-bearing mice. Mean normalized expression levels were calculated based on normalized expression levels in 4 or 5 primary tumor samples from each treatment group and for each model. Selection of the genes was based on gene lists from the NanoString Mouse PanCancer Immune Profiling Panel. Pearson distance was used for hierarchical clustering

### Chitin also enhances ICB immunostimulation in lymphoid organs of the 4T1- and 66cl4-based TNBC model

Flow cytometric immunophenotyping on the axillary lymph nodes and the spleen extended the local immunomodulation evaluation to lymphoid organs.

Similarly to the primary tumor, chitin treatment with or without anti-PD-1 again reduced the numbers of immunosuppressive myeloid PMN- and M-MDSC, neutrophil and macrophage, but not DC subpopulations in the axillary lymph nodes of the 4T1-based model (Fig. 7A). This myeloid cell reduction was also demonstrated through a significant reduction in M-MDSC and neutrophil percentages in the axillary lymph nodes of the 4T1-based model (Additional file 14: Fig. S12A). In marked contrast, axillary lymph nodes of the 66cl4-based model had low numbers/percentages of these myeloid subpopulations and either chitin monotherapy or chitin + anti-PD-1 combination treatment did not additionally reduce immunosuppression (Fig. 7B, Additional file 14: Fig. S12B). In the 4T1-based model, M1 macrophage numbers/percentages were not affected in axillary lymph nodes, but chitin monotherapy and chitin + anti-PD-1 combination treatment significantly decreased the M2 macrophage numbers and induced a reductive trend in M2 macrophage percentages (Fig. 7C, Additional file 14: Fig. S12C)), resulting in a significantly increased M1/M2 macrophage ratio (Fig. 7D). In the 66cl4-based model, both the M1 and M2 macrophage numbers/percentages were not affected by either treatment in axillary lymph nodes (Fig. 7E, Additional file 14: Fig. S12D), resulting in a similar M1/M2 macrophage ratio in all treatment groups (Fig. 7F).

**Fig. 7:**
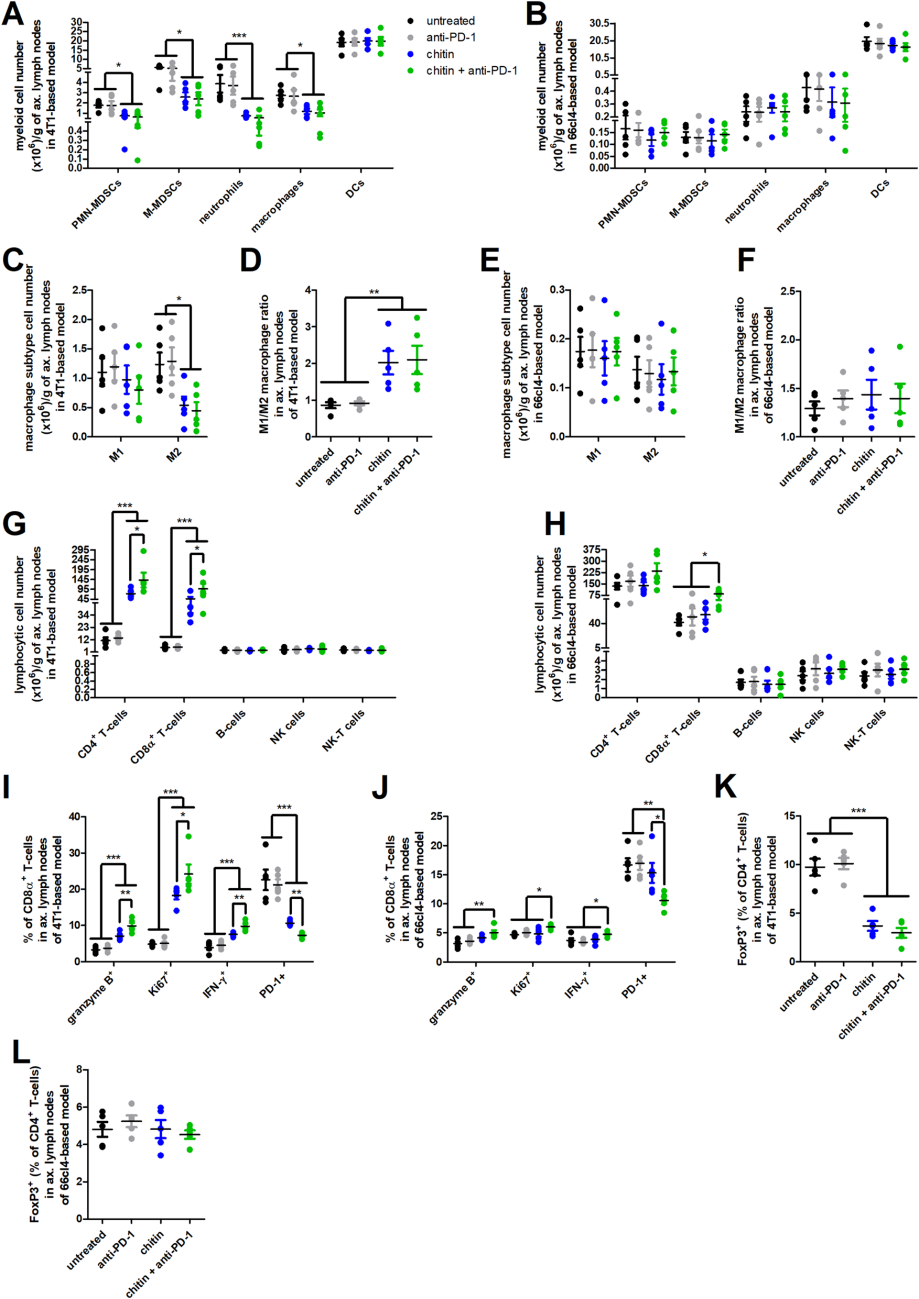
Chitin reduces immunosuppressive subpopulations in 4T1-derived axillary lymph nodes and increases anti-PD-1-stimulated lymphocytic subpopulations in both the 4T1- and 66cl4-derived axillary lymph nodes. **A-L** Axillary lymph nodes were isolated from the untreated, anti-PD-1-, chitin- and chitin + anti-PD-treated 4T1- and 66cl4-based model at 5 w p.i. and processed into a single cell suspension for flow cytometric immunophenotyping (n = 5 for all groups). **A,B** Number of myeloid subpopulations (including PMN-MDSCs, M-MDSCs, neutrophils, macrophages and DCs) per gram of axillary lymph nodes in the untreated and treated 4T1- (**A**) and 66cl4-based model (**B**). **C,D** Number of M1 and M2 macrophage subtypes per gram of axillary lymph nodes (**C**) and calculated M1/M2 macrophage ratio (**D**) in the 4T1-based model. **E,F** Number of M1 and M2 macrophage subtypes per gram of axillary lymph nodes (**E**) and calculated M1/M2 macrophage ratio (**F**) in the 66cl4-based model. **G,H** Number of lymphocytic subpopulations (including CD4^+^ and CD8α^+^ T-cells, B-cells, NK cells and NK-T cells) per gram of axillary lymph nodes in the untreated and treated 4T1- (**G**) and 66cl4-based model (**H**). **I,J** Percentage of granzyme B^+^, Ki67^+^, IFN-γ^+^ and PD-1^+^ cells within the axillary lymph node CD8α^+^ T-cell population in the untreated and treated 4T1- (**I**) and 66cl4-based model (**J**). **K,L** Percentage of FoxP3^+^ cells within the axillary lymph node CD4^+^ T-cell population in the untreated and treated 4T1- (**K**) and 66cl4-based model (**L**). Data are presented as the means ± SEM. *P < 0.05, **P < 0.01, ***P < 0.001

In the 4T1-based model, both CD4^+^ and CD8α^+^ T-cell numbers/percentages significantly increased upon chitin treatment in axillary lymph nodes with a significant add-on increase upon combination of chitin with anti-PD-1 treatment (Fig. 7G, Additional file 14: Fig. S12E). Although axillary lymph nodes from untreated 66cl4 tumor-bearing mice already had a very high number/percentage of CD4^+^ and CD8α^+^ T-cells compared to the 4T1-based model, an additional significant increase in the number/percentage of CD8α^+^ T-cells and an increased—albeit not significantly—CD4^+^ T-cell number/percentage was also detected upon chitin + anti-PD-1 combination treatment (Fig. 7H, Additional file 14: Fig. S12F). The B-, NK- and NK-T cell numbers/percentages, did not significantly change upon chitin treatment either with or without anti-PD-1 in axillary lymph nodes of both the 4T1- and the 66cl4-based model (Fig. 7G,H, Additional file 14: Fig. S12E,F). Chitin again activated the CD8α^+^ T-cells in axillary lymph nodes of the 4T1-based model as shown by their significantly increased positivity for granzyme B, Ki67 and IFN-γ, as well as significantly decreased positivity for PD-1 compared to untreated and anti-PD-1-treated counterparts (Fig. 7I). Combining chitin with anti-PD-1 treatment significantly enhanced this CD8α^+^ T-cell activation compared to chitin monotherapy in the axillary lymph nodes, now both in the 4T1- and 66cl4-based model (Fig. 7I,J). FoxP3 positivity within the CD4^+^ T-cell population of the axillary lymph nodes significantly decreased by chitin either with or without anti-PD-1 treatment in the 4T1- but not in the 66cl4-based model (Fig. 7K,L).

At the splenic level, the 4T1-based model showed a very high number/percentage of immunosuppressive PMN-MDSC and neutrophil subpopulations. In marked contrast to their reduction in the primary tumor and axillary lymph node compartments, chitin monotherapy did not affect PMN- and M-MDSC, neutrophil and macrophage numbers/percentages in the spleen of 4T1 tumor-bearing mice (Fig. 8A, Additional file 15: Fig. S13A), corroborating the comparable splenomegaly in the untreated, anti-PD-1- and chitin-treated 4T1-based model (Fig. 2D). However, combining chitin with anti-PD-1 treatment in the 4T1-based model significantly reduced the splenic numbers/percentages of these myeloid cells. DC numbers/percentages again remained unchanged (Fig. 8A, Additional file 15: Fig. S13A). Spleens from the 66cl4 tumor-bearing mice showed only very low numbers/percentages of the myeloid subpopulations (Fig. 8B, Additional file 15: Fig. S13B), corroborating the absence of splenomegaly in the 66cl4-based model (Fig. 2E).

**Fig. 8:**
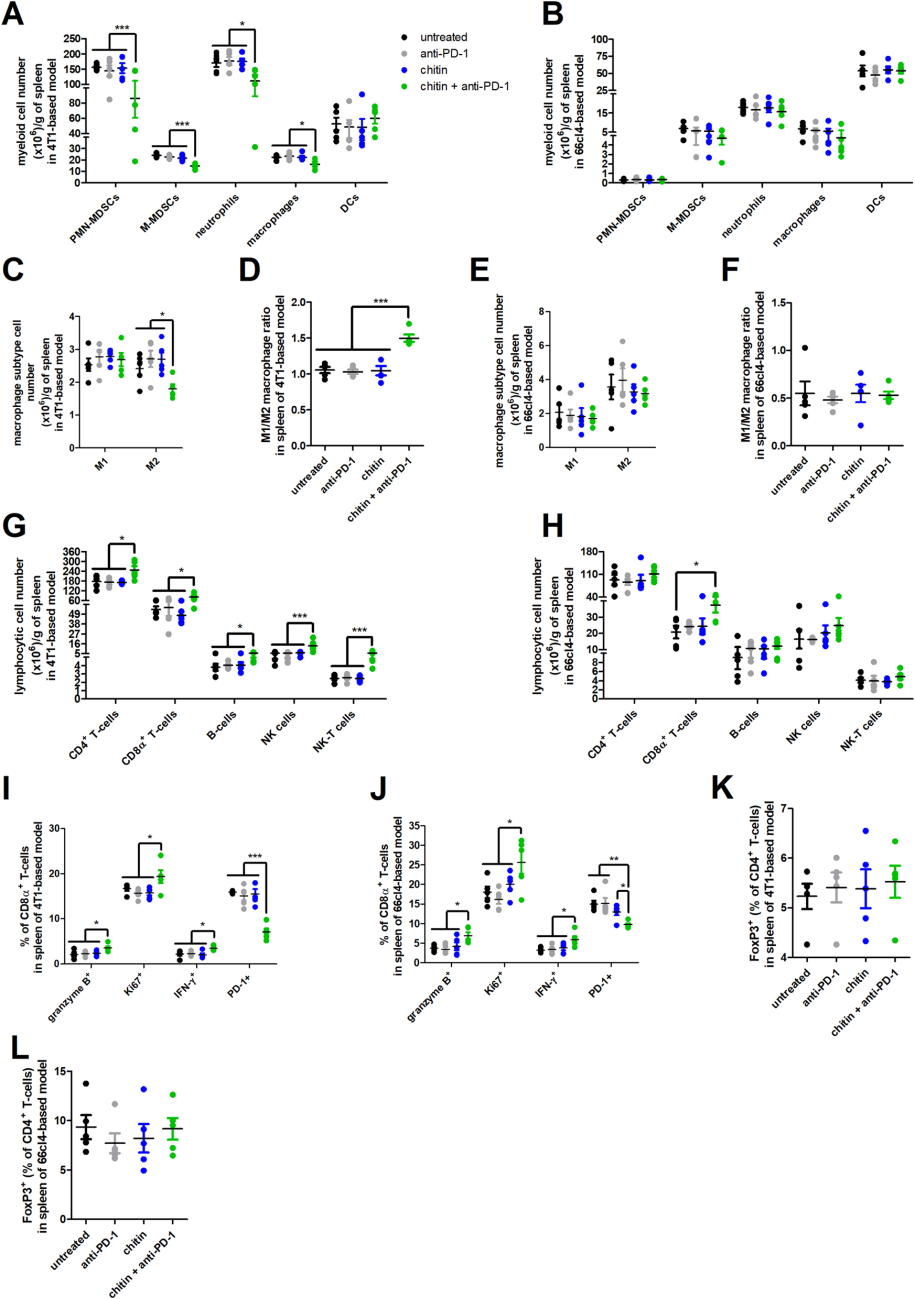
Chitin reduces immunosuppressive subpopulations in 4T1-derived spleens and increases anti-PD-1-stimulated lymphocytic subpopulations in both the 4T1- and 66cl4-derived spleens. **A-L** Spleens were isolated from the untreated, anti-PD-1-, chitin- and chitin + anti-PD-treated 4T1- and 66cl4-based model at 5 w p.i. and processed into a single cell suspension for flow cytometric immunophenotyping (n = 5 for all groups). **A,B** Number of myeloid subpopulations (including PMN-MDSCs, M-MDSCs, neutrophils, macrophages and DCs) per gram of spleen in the untreated and treated 4T1- (**A**) and 66cl4-based model (**B**). **C,D** Number of M1 and M2 macrophage subtypes per gram of spleen (**C**) and calculated M1/M2 macrophage ratio (**D**) in the 4T1-based model. **E,F** Number of M1 and M2 macrophage subtypes per gram of spleen (**E**) and calculated M1/M2 macrophage ratio (**F**) in the 66cl4-based model. **G,H** Number of lymphocytic subpopulations (including CD4^+^ and CD8α^+^ T-cells, B-cells, NK cells and NK-T cells) per gram of spleen in the untreated and treated 4T1- (**G**) and 66cl4-based model (**H**). **I,J** Percentage of granzyme B^+^, Ki67^+^, IFN-γ^+^ and PD-1^+^ cells within the splenic CD8α^+^ T-cell population in the untreated and treated 4T1- (**I**) and 66cl4-based model (**J**). **K,L** Percentage of FoxP3^+^ cells within the splenic CD4^+^ T-cell population in the untreated and treated 4T1- (**K**) and 66cl4-based model (**L**). Data are presented as the means ± SEM. *P < 0.05, **P < 0.01, ***P < 0.001

Whereas splenic M1 macrophage numbers/percentages remained unchanged, a significant decrease in numbers and a reductive trend in percentages of M2 macrophages was detected in the spleen of the 4T1 tumor-bearing mice upon chitin + anti-PD-1 combination treatment (Fig. 8C, Additional file 15: Fig. S13C), resulting in a significantly increased M1/M2 macrophage ratio compared to the other treatment groups (Fig. 8D). In marked contrast, neither chitin nor chitin + anti-PD-1 combination treatment reduced splenic myeloid cell numbers/percentages in the 66cl4-based model, resulting in similar splenic M1 and M2 macrophage subtype numbers/percentages (Fig. 8E, Additional file 15: Fig. S13D) and M1/M2 macrophage ratio (Fig. 8F) compared to spleens from untreated and anti-PD-1-treated 66cl4 tumor-bearing mice.

In the spleen of 4T1 tumor-bearing mice, the numbers/percentages of the lymphocytic subpopulations CD4^+^ and CD8α^+^ T-cells, B-cells, NK and NK-T cells significantly increased in response to chitin + anti-PD-1 combination treatment (Fig. 8G, Additional file 15: Fig. S13E). Spleens from the chitin-treated 66cl4 tumor-bearing mice showed a significant increase in CD4^+^ T-cell percentages compared to spleens from untreated and anti-PD-1-treated 66cl4 tumor-bearing mice (Additional file 15: Fig. S13F). Chitin in combination with anti-PD-1 further enhanced these splenic CD4^+^ T-cell, CD8α^+^ T-cell and B-cell percentages in the 66cl4-based model (Additional file 15: Fig. S13F). The significant increase in splenic CD8α^+^ T-cell percentages in the chitin + anti-PD-1-treated compared to the untreated 66cl4 tumor-bearing mice was also reflected in the splenic CD8α^+^ T-cell numbers (Fig. 8H, Additional file 15: Fig. S13F). Both models showed a significantly enhanced CD8α^+^ T-cell activation in the spleen upon chitin + anti-PD-1 combination treatment, highlighted with an increased positivity for granzyme B, Ki67 and IFN-γ, and a decreased positivity for PD-1 in the splenic CD8α^+^ T-cell population (Fig. 8I,J). T-reg production was not affected by either treatment in the spleen of both models based on similar FoxP3 positivity within the CD4^+^ T-cell population (Fig. 8K,L).

### Chitin enhances tumor growth reduction and anti-tumor immunity compared to single CLP blockade

Given that chitin neutralizes multiple CLP family members, especially in the 4T1-based model, we subsequently investigated whether this general CLP blockade outperforms single CLP blockade in terms of disease reduction. Therefore, 4T1 tumor-bearing mice were treated with either chitin (every 3 d), anti-CHI3L1 or IgG control antibodies (weekly) for 2 w until 5 w p.i., and tumor progression was monitored through tumor volume measurements (Fig. 9A). Anti-CHI3L1 significantly reduced tumor growth compared to IgG control treatment, but chitin showed a significant add-on treatment effect compared to anti-CHI3L1 (Fig. 9A). Lung metastases were not significantly impacted by either treatment (Fig. 9B,C).

**Fig. 9:**
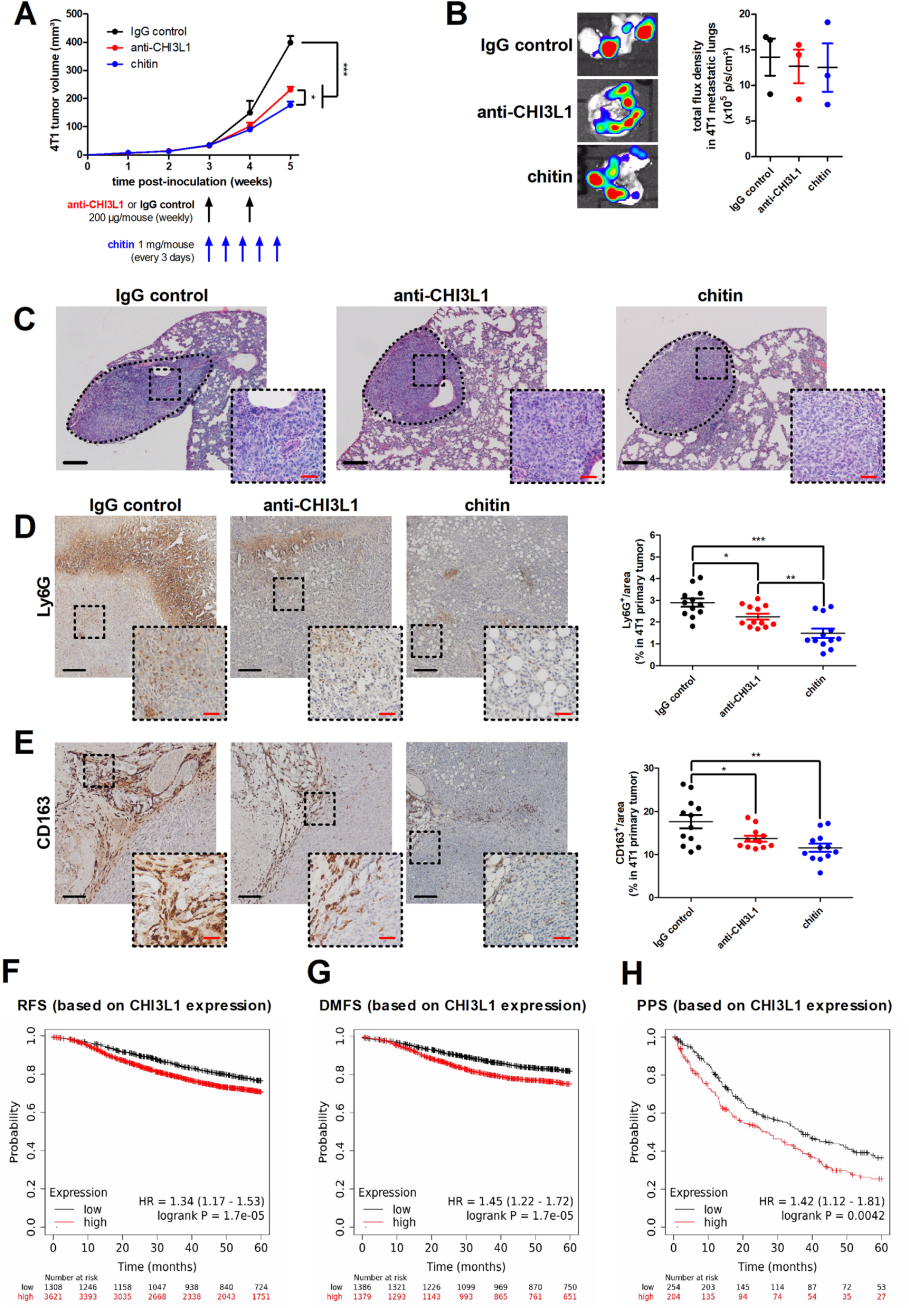
Chitin provides enhanced tumor reduction and anti-tumorigenicity compared to anti-CHI3L1 treatment in the 4T1-based intraductal model. **A** Weekly measurements of primary tumor volumes in the IgG control-, anti-CHI3L1- and chitin-treated 4T1-based model with treatment schedules indicated (n = 6 for all groups at all time points). **B** Representative images and quantification of bioluminescent signals (total flux density in p/s/cm^2^) in lungs from the IgG control-, anti-CHI3L1 and chitin-treated 4T1-based model at 5 w p.i. (n = 3 for all groups). **C** H&E histology of lung metastases from the IgG control-, anti-CHI3L1- and chitin-treated 4T1-based model at 5 w p.i. Dashed inserts highlight H&E-stained metastases at a larger magnification. **D,E** Immunohistochemistry for the PMN-MDSC/TAN marker Ly6G (**D**) and the M2 TAM subtype marker CD163 (**E**) on primary tumor sections from IgG control-, anti-CHI3L1- and chitin-treated 4T1 tumor-bearing mice at 5 w p.i. (n = 12 for all groups; 3 slides with 4 images per slide). Dashed inserts highlight stained tissue at a larger magnification. Black scale bars = 200 µm, red scale bars = 50 μm. **F–H** Kaplan Meier plots showing relapse-free (**F**), distant metastasis-free (**G**) and post-progression survival (**H**) over 60 months time based on CHI3L1 expression as calculated using publicly available mRNA gene chip data from all BC subtypes and the KM-plotter tool. Number of patients that were included for analysis: 4929 for RFS, 2765 for DMFS and 458 for PPS. Patients were split in high/low CHI3L1 expressors based on auto select of the best cutoff by the KM-plotter tool. Data are presented as the means ± SEM. *P < 0.05, **P < 0.01, ***P < 0.001

Immunohistochemistry identified significantly reduced Ly6G^+^ TAN and CD163^+^ M2 TAM stainings on primary tumor sections from anti-CHI3L1- compared to IgG control-treated mice, and add-on reductions of both markers in chitin-treated primary tumors (Fig. 9D,E). Flow cytometric immunophenotyping confirmed significantly reduced numbers of PMN-MDSCs and TANs in anti-CHI3L1-treated primary tumors, and again showed additional reduction in the number of TANs and M-MDSCs upon chitin treatment (Additional file 16: Fig. S14A). These changes were also shown in percentages, albeit not statistically significantly (Additional file 16: Fig. S14B). Corroborating the CD163 stainings, anti-CHI3L1 treatment significantly increased the M1/M2 TAM ratio, whereas chitin treatment provided a significant add-on increase in this ratio through additional reduction of M2 TAM numbers/percentages (Additional file 16: Fig. S14C). Although anti-CHI3L1 treatment did not significantly upregulate CD8α^+^ T-cell numbers/percentages (Additional file 16: Fig. S14D,E), their activation was significantly increased by the treatment based on decreased positivity for PD-1 and enhanced positivity for granzyme B, Ki67 and IFN-γ (Additional file 16: Fig. S14F). Chitin, on the other hand, provided an add-on increase in the CD8α^+^ T-cell numbers and significantly in percentages (Additional file 16: Fig. S14D,E), also inducing an add-on increase in their activation compared to anti-CHI3L1 treatment based on a significantly decreased positivity for PD-1 (Additional file 16: Fig. S14F). Other CD8α^+^ T-cell activation markers, including granzyme B, Ki67 and IFN-γ were not significantly increased with chitin compared to anti-CHI3L1 treatment. T-reg production was not significantly reduced by anti-CHI3L1 treatment, but chitin provided an add-on significant reduction compared to IgG control and anti-CHI3L1 based on FoxP3 positivity in the CD4^+^ T-cell population (Additional file 16: Fig. S14G).

Our preclinical data on the immunostimulatory role of CLPs, and more specifically CHI3L1, in BC progression could also be translated to the human patient based on publicly available datasets [37]. High gene expression levels of CHI3L1 are a predictor for significantly reduced relapse-free, distant metastasis-free and post-progression survival (Fig. 9F-H). Moreover, CHI3L1 is amplified in 12–24% of primary tumors in all BC subtypes and in 6–12% of primary tumors in TNBC based on data from The Cancer Genome Atlas/TCGA and Molecular Taxonomy of Breast Cancer International Consortium/METABRIC (Additional file 17: Fig. S15A). Upon metastatic BC, these frequencies range from 12–15% in all BC subtypes and 8–34% in TNBC (Additional file 17: Fig. S15B). Supporting its importance in TNBC, CHI3L1 gene expression significantly negatively correlates with ESR1, PGR and ERBB2 gene expression levels in human BC (Additional file 17: Fig. S15C). Further translating our preclinical mouse data, CHI3L1 gene expression significantly positively correlates with the expression of the myeloid cell markers ITGAM, CD14, MPO, CD68 and CD163, the immune checkpoint protein PDCD1 and the T-reg marker FoxP3 (Additional file 17: Fig. S15D,E).

### Chitin reduces lymphatic metastasis and inhibits CHI3L1-stimulated lymphatic vessel integration of macrophages

Neither anti-CHI3L1 nor chitin treatment affected hematogenous metastases to the lungs, but both treatment strategies equally and significantly decreased axillary lymph node metastases in 4T1 tumor-bearing mice (Fig. 10A), despite their differential effect on 4T1 primary tumor growth. Previous studies have shown that semaphorin 7a (SEMA7A), as upstream regulator of CHI3L1 [38], stimulates macrophage/TAM integration into lymphatic vessels to facilitate lymphatic entry and spreading of tumor cells [28]. However, the role of CHI3L1 in macrophage-mediated lymphatic remodeling has not yet been reported. Murine RAW264.7 macrophages incubated with rmCHI3L1 showed significantly increased surface expression of the lymphatic anchorage marker PDPN after 72 h (Fig. 10B). In line with an enhanced ability for PDPN-mediated lymphatic anchorage, CHI3L1-stimulated RAW264.7 macrophages showed a significantly higher adhesion to 2D monolayers of LECs (Fig. 10C), which could be countered through specific blockade of either PDPN or the cognate CHI3L1 receptor IL13Rα2 on the macrophage surface (Fig. 10D). CHI3L1-stimulated RAW264.7 macrophages also showed significantly increased integration into 3D lymphatic vessel structures (Fig. 10E), which again could be blocked by incubating the macrophages with anti-PDPN or anti-IL13Rα2 (Fig. 10F).

**Fig. 10:**
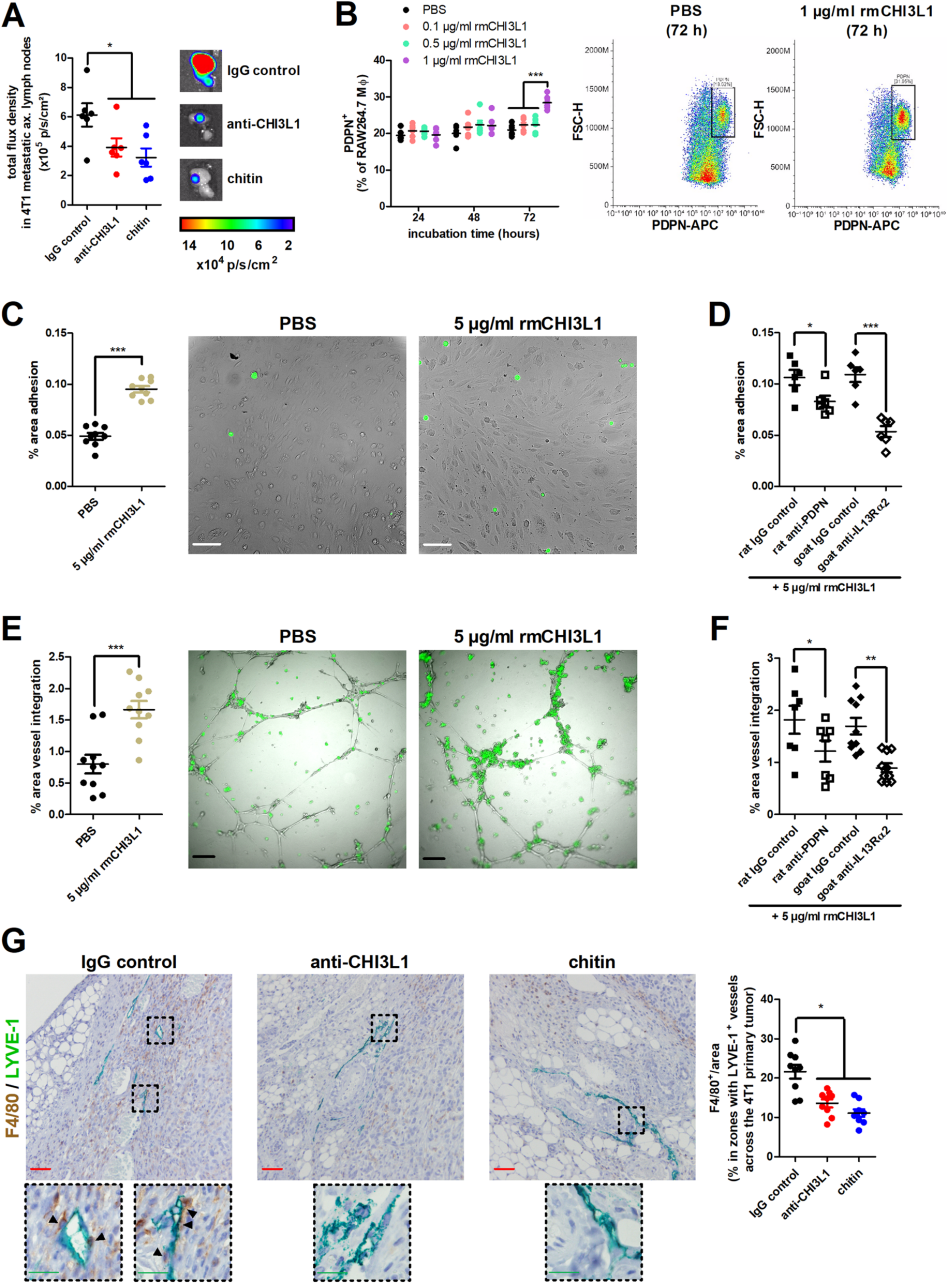
Chitin and anti-CHI3L1 treatment reduces CHI3L1-stimulated macrophage integration in lymphatic vessels in the 4T1-based intraductal model. **A** Representative images and quantification of bioluminescent signals (total flux density in p/s/cm^2^) in axillary lymph nodes from the IgG control-, anti-CHI3L1- and chitin-treated 4T1-based model at 5 w p.i. (n = 6 for all groups). **B** Flow cytometric analysis of PDPN positivity on the cell surface of RAW264.7 macrophages following a 24 h, 48 h and 72 h incubation with either PBS, 0.1, 0.5 or 1 µg/ml rmCHI3L1 (n = 6 for all groups). The dot plots highlight the PDPN positivity after a 72 h incubation with PBS versus 1 µg/ml rmCHI3L1. **C** Adhesion of PBS- and 5 µg/ml rmCHI3L1-treated RAW264.7 macrophages to a 2D LEC monolayer with representative images shown (n = 9 for all groups). **D** Ability of anti-PDPN, anti-IL13Rα2 and their respective IgG controls to inhibit adhesion of 5 µg/ml rmCHI3L1-treated RAW264.7 macrophages to a 2D LEC monolayer (n = 6 for all groups). **E** Integration of PBS- and 5 µg/ml rmCHI3L1-treated RAW264.7 macrophages into 3D LEC vessel-like structures with representative images shown (n = 9 for all groups). **F** Ability of anti-PDPN, anti-IL13Rα2 and their respective IgG controls to inhibit integration of 5 µg/ml rmCHI3L1-treated RAW264.7 macrophages into 3D LEC vessel-like structures (n = 7 for the rat IgG control and rat anti-PDPN group, n = 10 for the goat IgG control and goat anti-IL13Rα2 group). **G** Dual staining for the TAM marker F4/80 and LEC marker LYVE-1 on primary tumor sections from IgG control-, anti-CHI3L1- and chitin-treated 4T1 tumor-bearing mice at 5 w p.i. (n = 9 for all groups; 3 slides with 3 images per slide). Dashed inserts highlight stained tissue at a larger magnification. Black scale bars = 200 µm, white scale bars = 100 µm, red scale bars = 50 μm, green scale bars = 20 µm. Data are presented as the means ± SEM. *P < 0.05, **P < 0.01, ***P < 0.001

Translating these in vitro observations to our preclinical TNBC model, dual color immunohistochemistry for the LEC marker lymphatic vessel endothelial hyaluronan receptor 1 (LYVE-1) and the TAM marker F4/80 on primary tumor sections from 4T1 tumor-bearing mice further demonstrated the CHI3L1-mediated stimulation on lymphatic vessel integration of macrophages (Fig. 10G). More specifically, F4/80^+^ TAMs were found near and integrated into LYVE-1^+^ lymphatics in IgG control-treated primary tumors, whereas both anti-CHI3L1 and chitin treatment significantly reduced the association of TAMs with lymphatic structures in 4T1 primary tumors (Fig. 10G).

## Discussion

Cancer immunosuppression remains a major hurdle for immunotherapeutic efficacy in TNBC patients, and consequently a high clinical demand exists for novel therapeutic targets that can improve ICB outcome [4, 5]. Although the enzymatically-inactive CLP family has been identified to evolutionary fuel immunosuppression in wound healing [6, 7], mechanistic data on its contribution in highly metastatic BC such as TNBC associated with an immunosuppressed TME remain scarce. The most investigated CLP family member in the context of cancer is CHI3L1, being of specific interest due to its conserved expression in both mice and humans [11]. The strategy of blocking CHI3L1 with specific antibodies has been used in mouse models to decrease progression of melanoma [38–40], glioblastoma [41], lung [35, 42], pancreatic [35], colon [35] and breast cancer [16]. In marked contrast, the immunomodulatory effects envisaged after a more general blocking strategy of CLPs, especially in cancer and TNBC, have merely been investigated after chitin was twice opted for this purpose by the same group more than a decade ago [20, 21]. Indeed, the homoglycan chitin is the natural ligand of CLPs that functions as structural component of the fungal as well as bacterial cell wall, and is also present in the exoskeleton of nematodes, insects and crustaceans, but is not synthesized by mammals [6]. Given the enzymatic inactivity of CLPs, they bind but cannot cleave chitin, resulting in their non-selective blockade. We here explored at first the anti-cancer immunomodulatory effects of chitin monotherapy and its efficacy in combination with ICB in complementary intraductal mouse models for TNBC.

To establish the 4T1- and 66cl4-based intraductal model, we used lactating female mice that allow easy access to the teat canal and do not necessitate microscopic guidance or surgery for intraductal inoculation of tumor cells as described by other groups [43–45]. Moreover, the accompanying involution process is fueled by Stat3-driven CLP overexpression [46], providing a targetable environment for chitin treatment and allowing to investigate therapeutic efficacy in the context of pregnancy-associated BC, a rarely studied but aggressive BC with often TNBC characteristics [47].

Systemic injection of a chitin suspension significantly reduced progression of primary tumors but not lung metastases in the 4T1-based model. However, when extending these observations to a second intraductal TNBC model based on the also highly metastatic 66cl4 cell line, primary tumor growth and lung metastatic progression were not significantly reduced. At least partly explaining this important difference in chitin monotherapy effects between both TNBC models, is our key finding on the heterogenous production of CLP family members in these models. Whereas 4T1 primary tumors were demonstrated to be CLP-driven and showed high levels of both CHI3L1 and CHI3L3 as most prominent CLPs, the 66cl4 primary tumors were characterized to have only low to moderate production of these two major CLPs, respectively. We here at first unequivocally showed that in 4T1 primary tumors and serum, chitin significantly reduces CHI3L1 as well as CHI3L3 levels, while in 66cl4 primary tumors and not in serum, it significantly reduces only CHI3L3 levels. Of note, although their function in the context of cancer remains unclear, it should be mentioned that enzymatically active mammalian chitinases, including acidic mammalian chitinase (AMCase) and chitotriosidase (CHIT1), are also known targets of chitin [6] and could potentially contribute to the observed treatment effects in the 4T1- and 66cl4-based model for TNBC. However, neither of these mammalian chitinases were detected by RNA-seq and therefore very likely do not play a significant role in our models.

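Chia1 and Chit1, the mouse genes of both chitinases, are not among the genes listed for the 39 primary tumors. If the minimum of more than 10 reads was applied to them as to the listed genes, each had 10 or fewer reads in at least 32 of the 39 tumors, which limits their expression at this depth and does not exclude a lower one. Of the chitinase-like protein genes, Chi3l1 (Entrez 12654, chromosome 1 of mm10, 134182176 to 134190181, listed under its symbol Chil1), Chil3 (Entrez 12655, chromosome 3, 106147554 to 106167564), Chid1 and Ovgp1 are listed and Chil4, a near-identical paralog of Chil3, is not. Reads of Chil4 and Chil3 were not separated here. Chi3l1 was at 7.08 ± 0.27 (SD, n = 4) in untreated 4T1 tumors and at 7.77 ± 0.57, 7.23 ± 0.52 and 7.64 ± 0.61 (n = 5 each) with anti-PD-1, chitin and chitin + anti-PD-1. Between the chitin-containing and the other groups, the difference was 0.012 in 4T1 and 0.11 in 66cl4 for Chi3l1, 0.57 and 0.054 for Chil3, -0.073 and -0.082 for Chid1 and 0.023 and -0.048 for Ovgp1 (adjusted p between 0.336 and 0.996, limma). For Chil3 in 4T1, the mean with chitin alone, 6.65 ± 0.31, lay below those of untreated tumors (6.86 ± 0.53) and of anti-PD-1-treated tumors (7.15 ± 0.44), and that with chitin + anti-PD-1 was 8.51 ± 2.13, where 2 tumors held 1345 and 1776 reads and the other 3 at most 38. Without tumor 3 of this group, 1 of the 2, the difference of 0.57 was 0.28. The sign for Chi3l1 changed in limma-voom in both models and with tumor weights in 4T1. In 66cl4, the Chi3l1 difference ran from 0.025 without chitin-treated tumor 2 to 0.21 without chitin-treated tumor 5.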

Our second key observation was the source of these CLPs. Based on immunohistochemistry and separation of Ly6G^−^ and Ly6G^+^ cell fractions, our data identify immune cells, and more specifically TANs, as prominent CLP producers, which corroborates the findings of a few reports in a non-cancer context [48–50], but also differs from previous cancer literature [20, 36, 39, 51]. These differential findings highlight the model- and disease-dependent sources of CLPs. It should be emphasized that our Ly6G^+^ cell separation experiments did not specify between TANs and PMN-MDSC precursors, leaving the question open whether the mature and/or precursor Ly6G^+^ cell population can be regarded as the primary CLP source in the 4T1- and 66cl4-based model. Of relevance, the PMN-MDSC-mediated production of CHI3L1 has been highlighted once in 2018, also in the context of TNBC [52]. Yet, the Ly6G^+^ nature of prominent CLP producers at least provides an explanation for the heterogeneity in CLP production between the 4T1- and 66cl4-based model: whereas the 4T1-based model is characterized by high numbers/percentages of PMN-MDSCs and TANs in its TME and concomitant G-CSF and MIP-2 primary tumor levels, the 66cl4-based model has only low numbers/percentages of both granulocytic subpopulations and related cytokine levels in its primary tumors.

In order to gain further mechanistic insights into how chitin-mediated CLP blockade eventually reduces CLP production, we investigated a reported positive feedback loop that involves CHI3L1 and p-Stat3, regulating CHI3L1 production [31–33]. As a third key finding, we here show that chitin-mediated CHI3L1 blockade impacts this feedback loop by inhibiting CHI3L1 signaling and Stat3 phosphorylation, reducing local and systemic CHI3L1 levels, especially in the high CLP-producing 4T1-based model. Whether CHI3L3 is also regulated by such a feedback loop remains unclear. However, the reduced CHI3L1 and/or CHI3L3 levels upon chitin treatment in both TNBC models may also be—at least partly—explained by alternative processes. Indeed, a 2023 pioneer study in the context of TNBC showed at first that CHI3L1 functions as a direct chemoattractant for TANs [51], suggesting that CHI3L1 blockade inhibits TAN recruitment and subsequently reduces CLP levels. Therefore, the reduced CLP levels upon chitin treatment could be intricately linked to the number of recruited TANs, a hypothesis that is corroborated by our flow cytometric data for TANs (and precursors), a reduced immunohistochemical staining for Ly6G and a reduced expression of CHI3L1-associated genes in chitin-treated primary tumors.

Despite the differential decreases in CLP levels, both ICB-resistant TNBC models showed a similarly enhanced response to anti-PD-1 immunotherapy following chitin treatment. More specifically, a combination treatment of chitin with anti-PD-1 provided a significant and add-on growth reduction in both the 4T1- and 66cl4-based model, not only limited to primary tumors but also extended to lung metastases. In line with these data, a synergistic effect between anti-CHI3L1 and either anti-PD-1 or anti-cytotoxic T-lymphocyte antigen (CTLA)-4 ICB has recently been described for melanoma lung metastases [39, 40]. Importantly, only the levels of CHI3L3, the CLP that is in general more produced than CHI3L1 in the murine TME, were high enough in the lower CLP-producing 66cl4 primary tumors to be impacted by chitin treatment. Nonetheless, the chitin-mediated reduction of these moderate CHI3L3 levels still sufficed to concomitantly increase anti-PD-1 efficacy. These key results highlight the potential for a broad use of chitin to stimulate ICB efficacy in TNBC, even in cases with low to moderate CHI3L1 and CHI3L3 production in the TME based on the combined presence of TANs and their precursors.

Previous reports on multiple cellular targets of CLPs, and especially CHI3L1, in the context of cancer could further explain the immune cell changes observed in our mouse models upon chitin-mediated CLP blockade. More specifically, CHI3L1 binds and signals through its cognate receptor IL13Rα2 on macrophages to induce tumor-promoting M2 polarization [35, 36, 39, 53], enhance PD-L1 expression on the macrophage surface [39] and stimulate production of pro-inflammatory factors MIP-2 and MCP-1 [20], respectively attracting neutrophils and additional macrophages to the TME for immunosuppression. The cited 2023 pioneer study additionally showed that CHI3L1 serves as a TAN chemoattractant [51], which in turn reduces TAN(-precursor) infiltration in the primary tumor and promotes T-cell exclusion in the TME through formation of NETs. The latter mechanistic aspect is supported by our study based on reduced levels of MPO—a NET marker—in chitin-treated 4T1 and 66cl4 primary tumors. Of note, the reduction in PMN-MDSCs and TANs is clinically highly relevant since these related myeloid subpopulations remain difficult to target with (chemo)therapeutics and are associated with immunotherapeutic failure [54, 55]. Furthermore, CHI3L1 directly reduces the anti-tumorigenic T-cell production of IFN-γ and abrogates Th1 polarization as well as cytotoxic T-lymphocyte activation [15, 20], which can be inhibited by chitin treatment. Production of immunosuppressive T-regs in the TME has been reported to be stimulated by CHI3L1 and can consequently be inhibited by CHI3L1 blockade [35]. Moreover, our observed significant decrease in T-reg production upon chitin treatment again further emphasizes the beneficial effect on ICB efficacy for human TNBC patients since T-reg amplification upon anti-PD-1 treatment promotes therapeutic resistance [56, 57]. Besides providing suppressive modulation of the host immune system, CHI3L1 has a direct impact on tumor cells by activating pathways involved in cellular proliferation, migration, stemness and survival [13, 26, 35, 58–60].

The chitin-mediated immunostimulation was not restricted to the primary tumor, since it also influenced systemic immune populations in lymphoid organs. Again, especially in the 4T1-based model, a reduction of cancer immunosuppression through significant decrease of myeloid cell types and concomitant increase in lymphocytic cell types was observed in both the axillary lymph nodes and the spleen. The 4T1-based model is known to display excessive myeloid cell production, also referred to as extramedullary hematopoiesis (EMH), in distant organs and most prominently in the spleen [61]. Given the stimulatory role of 4T1 cells in the EMH process through secretion of myeloid cell-supporting cytokines such as G-CSF [30, 62, 63], splenomegaly in this model has been linked to primary tumor growth and disease progression [8, 30]. Yet, despite a chitin-mediated reduction in primary tumor growth, spleen size and associated splenic myeloid cell numbers were not affected upon chitin monotherapy and required a chitin and anti-PD-1 combination for their significant reduction. A potential explanation for this apparent discrepancy in spleen and tumor size upon chitin treatment in the 4T1-based model is that the remaining lung metastases further support EMH through myeloid cell-supporting cytokines and that chitin treatment is not able to compensate for the latter massive myeloid cell production. In marked contrast, a chitin + anti-PD-1 combination treatment was able to almost completely prevent metastatic growth with accompanying reduction in splenomegaly. Again strikingly different from the 4T1-based model, the 66cl4-based model showed no expansion of myeloid cell numbers in either untreated or anti-PD-1-treated axillary lymph nodes and spleens, the latter being supported by a normal spleen size. The potential explanation for this absence of EMH is the much lower secretion of myeloid cell-supporting cytokines, corroborating other reports on the 66cl4-based model [63, 64]. Another salient finding was that, despite this restricted systemic immunosuppression, the 66cl4-based model remains resistant to ICB and requires anti-PD-1 to be combined with chitin-mediated CLP blockade to expand CD8α^+^ T-cell numbers and their activation in the axillary lymph nodes and spleen, supporting systemic disease reduction.

Besides identifying the benefits of combining CLP blockade with ICB, our study also highlights at first that a chitin-mediated general blockade is more preferable than blocking a single CLP, e.g. CHI3L1, with specific antibodies. Indeed, general CLP blockade provided an enhanced reduction in primary tumor growth compared to anti-CHI3L1 treatment in the 4T1-based model, reduced immunosuppressive myeloid populations and T-reg production to a higher extent, and also increased anti-tumorigenic CD8α^+^ T-cell numbers and their activity to a higher level. Comparing chitin and anti-CHI3L1 treatment in the context of TNBC additionally highlighted at first a potential mechanism by which CHI3L1 blockade prevents TAMs from enhancing metastases in the axillary lymph nodes. These findings are in line with a previous study that investigated the stimulatory role of SEMA7A as upstream regulator of CHI3L1 in macrophage-mediated lymphatic remodeling [28], a process by which macrophages adhere and integrate into the lymphatic vessel wall to promote lymphatic metastasis. Moreover, these novel findings are supported by other groups that identified the upregulation of PDPN as lymphatic anchorage marker by CHI3L1 in macrophages [65], as well as reduction in lymphatic spreading of B16-BL6 melanoma cells upon treatment with anti-CHI3L1 antibodies [39].

Based on the amplification frequency of CHI3L1, which is highest in metastatic TNBC patient samples, and the positive correlation of CHI3L1 expression with immunosuppressive markers, we hypothesize that CLP blockade could provide clinical benefits and enhance response to ICB in TNBC. Although this clinical translation will necessitate treatment optimization and additional toxicity testing in subsequent trials, earlier reports on chitin treatment in human patients were promising. In fact, chitin oligosaccharide mixtures have already been commercially available in Asia since 1990’s and significant tumor regression in early stage cancer has been anecdotically observed following *per os* administration in a number of cases [66]. Moreover, chitin is often used to develop nanoparticle carriers for drug delivery [67]. The role of chitin in the eventual therapeutic efficacy is neglected in these reports, but can be important based on its immunomodulatory and anti-metastatic effects as observed in our study. The anti-cancer effects of chitin also crucially depend on the chitin particle size and degree of acetylation as large particles were reported to induce M2 macrophage polarization [68, 69] and chitosan, the deacetylated form of chitin, is less efficient in mediating M1 macrophage activation [68, 69].

## Conclusions

Our preclinical data show that chitin blocks and reduces the levels of CHI3L1 and CHI3L3 as most prominent CLP family members in complementary ICB-resistant intraductal mouse models for TNBC. Chitin-mediated CLP blockade significantly reduces immunosuppressive cell types and stimulates anti-PD-1 efficacy with concomitant decrease in disease progression and increase in anti-tumorigenic lymphocytes both in the primary tumor and lymphoid organs. Moreover, chitin-mediated blockade of CLPs, and especially CHI3L1, also prevents macrophages from stimulating the outgrowth of metastases in axillary lymph nodes, which remain the earliest metastatic sites in the context of BC and aggressive TNBC. Overall, we identify chitin as a potentially tolerable treatment to reduce immunosuppression and lymphatic metastasis in ICB-resistant TNBC patients. Given its significant immunostimulatory effects in low CLP-producing TNBC models, chitin could even be effective beyond TNBC patients that show CLP overexpression.

### Supplementary Information

**Additional file 1:** **Figure S1.** Validation of chitin particle size and acetylation. (A) Flow cytometric analysis of particle sizes in the chitin suspension for in vivo use with 1 and 9.9 µm microspheres indicated for size reference. (B) MALDI-TOF MS verifies the degree of polymerization and acetylation of the chitin suspension as previously reported [24].

**Additional file 2:** **Table S1.** Primary antibodies used for immunohistochemistry.

**Additional file 3:** **Table S2.** Fluorophore-conjugated antibodies used for flow cytometric immunophenotyping.

**Additional file 4:** **Figure S2.** Chitin in combination with and without anti-PD-1 treatment has no toxic effect in a 4T1- and 66cl4-based intraductal model. (A,B) Weekly body weight measurements for animal welfare monitoring of the untreated and treated 4T1- (A) and 66cl4-based model (B) (n = 7 for all groups at all time points in the 4T1-based model; n = 11 for all groups at all time points in the 66cl4-based model). (C,D) Weekly body temperature measurements for animal welfare monitoring of the untreated and treated 4T1- (C) and 66cl4-based model (D) (n = 7 for all groups at all time points in the 4T1-based model; n = 11 for all groups at all time points in the 66cl4-based model). The decrease in body weight in both intraductal models during the first w p.i. can be attributed to cessation of milk production after pup weaning. Data are presented as the means +/- SEM.

**Additional file 5:** **Figure S3.** The treatment effect of a chitin and anti-PD-1 combination is anti-PD-1 dose-dependent in a 4T1-based intraductal model. (A) Weekly measurements of primary tumor volumes in the untreated, 25 µg IgG control-, 25 µg anti-PD-1-, chitin- and chitin + 25 µg anti-PD-1-treated 4T1-based model (n = 6 for the chitin + 25 µg anti-PD-1 group and n = 8 for all other groups at all time points). (B) In vivo imaging of primary tumor bioluminescent signals (total flux density in p/s/cm²) in the untreated, 25 µg IgG control-, 25 µg anti-PD-1-, chitin- and chitin + 25 µg anti-PD-1-treated 4T1-based model (n = 6 for the chitin + 25 µg anti-PD-1 group and n = 8 for all other groups at all time points). (C) Representative images of primary tumor bioluminescence in the untreated and treated 4T1-based model at 5 w p.i. (D,E) Quantification of bioluminescent signals (total flux density in p/s/cm²) in lungs (D) and representative lung images from the untreated and treated 4T1-based model at 5 w p.i. (E) (n = 3 for the chitin + 25 µg anti-PD-1 group and n = 4 for all other groups). (F) H&E histology of lung metastases from the untreated and treated 4T1-based model at 5 w p.i. Dashed inserts highlight H&E-stained metastases at a larger magnification. Black scale bars = 200 µm, red scale bars = 50 μm. (G) Spleen weight measurements from the untreated and treated 4T1-based model at 5 w p.i. (n = 3 for the chitin + 25 µg anti-PD-1 group and n = 4 for all other groups). Data are presented as the means +/- SEM. *: P < 0.05, **: P < 0.01.

**Additional file 6: Figure S4.** Chitin reduces CHI3L4 production but not statistically significantly in 4T1 and 66cl4 primary tumors. (A) Representative western blot images for CHI3L3 + CHI3L4 and GAPDH loading control in primary tumor lysates from untreated, anti-PD-1-, chitin- and chitin + anti-PD-1-treated 4T1 and 66cl4 tumor-bearing mice at 5 w p.i. (B) Quantification of CHI3L3 + CHI3L4 signal intensity relative to GAPDH (n = 6 for all groups; 3 western blots with 2 samples from each group per blot). (C) CHI3L4 relative signal intensity based on subtraction of the CHI3L3 signal (as shown in Fig. 3A) from the CHI3L3 + CHI3L4 combined signal (n = 6 for all groups). Data are presented as the means +/- SEM. *: P < 0.05, **: P < 0.01.

**Additional file 7: Figure S5.** Immunohistochemistry confirms reduction of CHI3L1 levels in 4T1 and CHI3L3 levels in both 4T1 and 66cl4 primary tumors following chitin treatment, with concomitant reduction of Ly6G+ TANs. (A-C) Immunohistochemistry for CHI3L1 (A), CHI3L3 (B) and the PMN-MDSC/TAN marker Ly6G (C) on primary tumor sections from untreated, anti-PD-1-, chitin- and chitin + anti-PD-1-treated 4T1 and 66cl4 tumor-bearing mice at 5 w p.i. (n = 16 for all groups; 4 slides with 4 images per slide). Dashed inserts highlight stained tissue at a larger magnification. Black scale bars = 200 µm, red scale bars = 50 μm. Data are presented as the means +/- SEM. *: P < 0.05, ***: P < 0.001.

**Additional file 8: Figure S6.** Gating strategy for the flow cytometric immunophenotyping of myeloid cell types. (A) Gating of CD45+ leukocytes after excluding doublets and debris, also applied in the panels prior to gating of specific immune cell types. (B) Gating of CD45+ CD11b+ myeloid cells for subsequent gating of CD45+ CD11b+ CD14+ and CD45+ CD11b+ CD14- myeloid cells. The CD45+ CD11b+ CD14+ myeloid cells were further subdivided into CD45+ CD11b+ CD14+ Ly6Cint Ly6G+ PMN-MDSCs and CD45+ CD11b+ CD14+ Ly6Chi Ly6G- M-MDSCs, and the CD45+ CD11b+ CD14- myeloid cells were further gated towards CD45+ CD11b+ CD14- Ly6Cint Ly6G+ neutrophils/TANs. (C) Gating of CD45+ CD11b+ myeloid cells for subsequent gating of CD45+ CD11b+ CD14+ myeloid cells and CD45+ CD11b+ CD14+ F4/80+ macrophages/TAMs. Applying CD80 and MHCII allowed additional gating of CD45+ CD11b+ CD14+ F4/80+ CD80+ MHCII+ M1 macrophage/TAM subtypes and applying CD206 allowed gating of CD45+ CD11b+ CD14+ F4/80+ CD206+ M2 macrophage/TAM subtypes. (D) Gating of CD45+ CD11b+ myeloid cells for subsequent gating of CD45+ CD11b+ CD11c+ DCs.

**Additional file 9: Figure S7. **Gating strategy for the flow cytometric immunophenotyping of lymphocytic cell types. (A) Gating of CD45+ CD3ε+ T-cells for subsequent gating of CD45+ CD3ε+ CD4+ CD8α- and CD45+ CD3ε+ CD4- CD8α+ T-cell subtypes. (B) Gating of CD45+ CD3ε- cells for subsequent gating of CD45+ CD3ε- NKp46- cells and CD45+ CD3ε- NKp46- CD19+ B220+ B-cells. (C) Gating of CD45+ CD3ε+ T-cells for subsequent gating of CD45+ CD3ε+ NKp46+ NK-T cells. Gating of CD45+ CD3ε- cells was also applied for subsequent gating of CD45+ CD3ε- NKp46+ NK cells.

**Additional file 10: Figure S8**. Flow cytometric data from figure 5 shown as % of CD45+ cells. (A,B) Percentage of myeloid subpopulations (including PMN-MDSCs, M-MDSCs, TANs, TAMs and DCs) within the CD45+ leukocyte population of untreated and treated 4T1 (A) and 66cl4 primary tumors (B). (C,D) Percentage of M1 and M2 TAM subtypes within the CD45+ leukocyte population of untreated and treated 4T1 (C) and 66cl4 primary tumors (D). (E,F) Percentage of lymphocytic subpopulations (including CD4+ and CD8α+ T-cells, B-cells, NK cells and NK-T cells) within the CD45+ leukocyte population of untreated and treated 4T1 (E) and 66cl4 primary tumors (F). Data are presented as the means +/- SEM with n =5 for all groups. *: P < 0.05, **: P < 0.01, ***: P < 0.001.

** Additional file 11: Figure S9.** Immunohistochemistry confirms the M2 TAM reduction and enhanced lymphocytic activation upon chitin either with or without anti-PD-1 treatment in 4T1 and 66cl4 primary tumors. (A,B) Immunohistochemistry for the M2 TAM subtype marker CD163 (A) and the lymphocytic activation marker granzyme B (B) on primary tumor sections from untreated, anti-PD-1-, chitin- and chitin + anti-PD-1-treated 4T1 and 66cl4 tumor-bearing mice at 5 w p.i. (n = 16 for all groups; 4 slides with 4 images per slide). Dashed inserts highlight stained tissue at a larger magnification. Black scale bars = 200 µm, red scale bars = 50 μm. Data are presented as the means +/- SEM. *: P < 0.05, **: P < 0.01, ***: P < 0.001.

**Additional file 12: Figure S10.** Six of the investigated cytokines remain unchanged upon chitin with or without anti-PD-1 treatment in 4T1 and 66cl4 primary tumors. (A,B) Levels for G-CSF, IL-1β, IL-4, IL-6, IL-10 and TGF-β1 in primary tumor lysates from untreated, anti-PD-1-, chitin- and chitin + anti-PD-1-treated 4T1 (A) and 66cl4 tumor-bearing mice (B) at 5 w p.i. (n = 5 for all groups in the 4T1-based model; n = 11 for all groups in the 66cl4-based model). Data are presented as the means +/- SEM.

**Additional file 13: Figure S11.** Inflammation-related gene expression levels corroborate the reduced immunosuppressive activity upon chitin treatment in 4T1 and 66cl4 primary tumors. (A,B) Heatmaps showing normalized expression levels of selected genes associated with inflammation in 4T1 (A) and 66cl4 primary tumors (B) at 5 w p.i. derived from untreated, anti-PD-1, chitin- and chitin + anti-PD-1-treated tumor-bearing mice. Mean normalized expression levels were calculated based on normalized expression levels in 4 or 5 primary tumor samples from each treatment group and for each model. Selection of the genes was based on gene lists from the NanoString Mouse PanCancer Immune Profiling Panel. Pearson distance was used for hierarchical clustering.

**Additional file 14: Figure S12.** Flow cytometric data from figure 7 shown as % of CD45+ cells. (A,B) Percentage of myeloid subpopulations (including PMN-MDSCs, M-MDSCs, neutrophils, macrophages and DCs) within the CD45+ leukocyte population of axillary lymph nodes derived from the untreated and treated 4T1- (A) and 66cl4-based model (B). (C,D) Percentage of M1 and M2 macrophage subtypes within the CD45+ leukocyte population of axillary lymph nodes derived from the untreated and treated 4T1- (C) and 66cl4-based model (D). (E,F) Percentage of lymphocytic subpopulations (including CD4+ and CD8α+ T-cells, B-cells, NK cells and NK-T cells) within the CD45+ leukocyte population of axillary lymph nodes derived from the untreated and treated 4T1- (E) and 66cl4-based model (F). Data are presented as the means +/- SEM with n = 5 for all groups. *: P < 0.05, **: P < 0.01, ***: P < 0.001.

**Additional file 15: Figure S13.** Flow cytometric data from figure 8 shown as % of CD45+ cells. (A,B) Percentage of myeloid subpopulations (including PMN-MDSCs, M-MDSCs, neutrophils, macrophages and DCs) within the CD45+ leukocyte population of spleens derived from the untreated and treated 4T1- (A) and 66cl4-based model (B). (C,D) Percentage of M1 and M2 macrophage subtypes within the CD45+ leukocyte population of spleens derived from the untreated and treated 4T1- (C) and 66cl4-based model (D). (E,F) Percentage of lymphocytic subpopulations (including CD4+ and CD8α+ T-cells, B-cells, NK cells and NK-T cells) within the CD45+ leukocyte population of spleens derived from the untreated and treated 4T1- (E) and 66cl4-based model (F). Data are presented as the means +/- SEM with n = 5 for all groups. *: P < 0.05, **: P < 0.01, ***: P < 0.001.

**Additional file 16: Figure S14.** Chitin reduces immunosuppression and increases CD8α+ T-cells and their activation to a higher extent than anti-CHI3L1 treatment in the 4T1-based intraductal model. (A-F) Primary tumors were isolated from the IgG control-, anti-CHI3L1- and chitin-treated 4T1-based model at 5 w p.i. and processed into a single cell suspension for flow cytometric immunophenotyping (n = 3 for the IgG control and anti-CHI3L1 group, n = 5 for the chitin group). (A,B) Number of myeloid subpopulations (including PMN-MDSCs, M-MDSCs and TANs) per gram of untreated and treated primary tumor (A) and percentage of these myeloid subpopulations within the CD45+ leukocyte population of untreated and treated primary tumors (B). (C) Calculated M1/M2 TAM ratio in untreated and treated primary tumors. (D,E) Number of CD8α+ T-cells per gram of untreated and treated primary tumor (D) and percentage of these CD8α+ T-cells within the CD45+ leukocyte population of untreated and treated primary tumors (E). (F) Percentage of granzyme B+, Ki67+, IFN-γ+ and PD-1+ cells within the primary tumor CD8α+ T-cell population in the untreated and treated 4T1-based model. (G) Percentage of FoxP3+ cells within the primary tumor CD4+ T-cell population in the untreated and treated 4T1-based model. Data are presented as the means +/- SEM. *: P < 0.05, **: P < 0.01, ***: P < 0.001.

**Additional file 17: Figure S15.** Publicly available data from BC patients correlate human CHI3L1 expression with hormonal and immune cell markers. (A,B) Amplification frequency of CHI3L1 in primary breast tumors according to the TCGA and METABRIC database (A), and metastatic BC according to a published INSERM study and the MBCproject database (B), both for all BC subtypes and TNBC. (C) Negative correlation between expression of CHI3L1 and hormone receptors ER, PR and HER2/ERBB2 based on the TCGA database. (D) Positive correlation between expression of CHI3L1 and myeloid cell markers ITGAM, CD14, MPO, CD68 and CD163 based on the TCGA database. (E) Positive correlation between expression of CHI3L1 and immune checkpoint marker PDCD1 as well as T-reg marker FOXP3 based on the TCGA database.

**Additional file 18: Figure S16.** Full western blot images supporting the cropped images used in figure 3A and the specificity of the used CHI3L1 antibody. Uncropped blot images for CHI3L1, CHI3L3 and GAPDH loading controls in primary tumor lysates from untreated, anti-PD-1-, chitin- and chitin + anti-PD-1-treated 4T1 and 66cl4 tumor-bearing mice at 5 w p.i., supporting the cropped images in figure 3A. CHI3L1 antibody specificity was validated by western blot, showing a signal at 43 kDa with increasing intensity starting from 1 ng to 100 ng dose of rmCHI3L1.

**Additional file 19: Figure S17.** Full western blot images supporting the cropped images used in figure S4A. Uncropped blot images for CHI3L3 + CHI3L4 and GAPDH loading control in primary tumor lysates from untreated, anti-PD-1-, chitin- and chitin + anti-PD-1-treated 4T1 and 66cl4 tumor-bearing mice at 5 w p.i., supporting the cropped images in figure S4A.

## Data Availability

All data generated or analysed during this study are included in this published article and its additional files. RNA-seq data were uploaded to GEO (Gene-Expression Omnibus, accession number GSE256439). Additional information is available from the corresponding author on reasonable request.

## Abbreviations

CLP: Chitinase-like protein
TNBC: Triple-negative breast cancer
PD-1: Programmed death-1
ICB: Immune checkpoint blockade
CHI3L1: Chitinase 3-like 1
CHI3L3: Chitinase 3-like 3
CHI3L4: Chitinase 3-like 4
SI-CLP: Stabilin-1 interacting chitinase-like protein
TME: Tumor microenvironment
PMN-MDSC: Polymorphonuclear-myeloid-derived suppressor cell
M-MDSC: Monocytic-myeloid-derived suppressor cell
TAN: Tumor-associated neutrophil
TAM: Tumor-associated macrophage
DC: Dendritic cell
T-reg: Regulatory T-cell
NK: Natural killer
i.p.: Intraperitoneal
IFN-γ: Interferon-γ
MCP-1: Monocyte chemoattractant protein-1
MIP-2: Macrophage inflammatory protein-2
G-CSF: Granulocyte-colony stimulating factor
IL: Interleukin
TGF-β1: Transforming growth factor-β1
TNF-α: Tumor necrosis factor-α
Stat3: Signal transducer and activator of transcription 3
NET: Neutrophil extracellular trap
MPO: Myeloperoxidase
FoxP3: Forkhead box P3
SEMA7A: Semaphorin 7A
PDPN: Podoplanin
LYVE-1: Lymphatic vessel endothelial hyaluronan receptor 1
EMH: Extramedullary hematopoiesis
CTLA-4: Cytotoxic T-lymphocyte antigen-4

## References

[1] Gupta GK, Collier AL, Lee D, Hoefer RA, Zheleva V, Siewertsz van Reesema LL, Tang-Tan AM, Guye ML, Chang DZ, Winston JS, Samli B, Jansen RJ, Petricoin EF, Goetz MP, Bear HD, Tang AH. Perspectives on triple-negative breast cancer: current treatment strategies, unmet needs, and potential targets for future therapies. Cancers Basel. 2020;12(9):2392.10.3390/cancers12092392PMC756556632846967

[2] Thomas R, Al-Khadairi G, Decock J (2021). Immune checkpoint inhibitors in triple negative breast cancer treatment: promising future prospects. Front Oncol.

[3] Ribeiro R, Carvalho MJ, Goncalves J, Moreira JN (2022). Immunotherapy in triple-negative breast cancer: insights into tumor immune landscape and therapeutic opportunities. Front Mol Biosci.

[4] Tie Y, Tang F, Wei YQ, Wei XW (2022). Immunosuppressive cells in cancer: mechanisms and potential therapeutic targets. J Hematol Oncol.

[5] Labani-Motlagh A, Ashja-Mahdavi M, Loskog A (2020). The tumor microenvironment: a milieu hindering and obstructing antitumor immune responses. Front Immunol.

[6] Lee CG, Da Silva CA, Dela Cruz CS, Ahangari F, Ma B, Kang MJ, He CH, Takyar S, Elias JA (2011). Role of chitin and chitinase/chitinase-like proteins in inflammation, tissue remodeling, and injury. Annu Rev Physiol.

[7] Sutherland TE (2018). Chitinase-like proteins as regulators of innate immunity and tissue repair: helpful lessons for asthma?. Biochem Soc Trans.

[8] Steenbrugge J, Breyne K, Denies S, Dekimpe M, Demeyere K, De Wever O, Vermeulen P, Van Laere S, Sanders NN, Meyer E (2016). Comparison of the adipose and luminal mammary gland compartment as orthotopic inoculation sites in a 4T1-based immunocompetent preclinical model for triple-negative breast cancer. J Mammary Gland Biol Neoplasia.

[9] Johansen JS, Jensen BV, Roslind A, Nielsen D, Price PA (2006). Serum YKL-40, a new prognostic biomarker in cancer patients?. Cancer Epidemiol Biomarkers Prev.

[10] Shao R, Cao QJ, Arenas RB, Bigelow C, Bentley B, Yan W (2011). Breast cancer expression of YKL-40 correlates with tumour grade, poor differentiation, and other cancer markers. Br J Cancer.

[11] Zhao T, Su Z, Li Y, Zhang X, You Q (2020). Chitinase-3 like-protein-1 function and its role in diseases. Signal Transduct Target Ther.

[12] Cohen N, Shani O, Raz Y, Sharon Y, Hoffman D, Abramovitz L, Erez N (2017). Fibroblasts drive an immunosuppressive and growth-promoting microenvironment in breast cancer via secretion of Chitinase 3-like 1. Oncogene.

[13] Chen Y, Zhang S, Wang Q, Zhang X (2017). Tumor-recruited M2 macrophages promote gastric and breast cancer metastasis via M2 macrophage-secreted CHI3L1 protein. J Hematol Oncol.

[14] Steenbrugge J, Breyne K, Demeyere K, De Wever O, Sanders NN, Van Den Broeck W, Colpaert C, Vermeulen P, Van Laere S, Meyer E (2018). Anti-inflammatory signaling by mammary tumor cells mediates prometastatic macrophage polarization in an innovative intraductal mouse model for triple-negative breast cancer. J Exp Clin Cancer Res.

[15] Kim DH, Park HJ, Lim S, Koo JH, Lee HG, Choi JO, Oh JH, Ha SJ, Kang MJ, Lee CM, Lee CG, Elias JA, Choi JM (2018). Regulation of chitinase-3-like-1 in T cell elicits Th1 and cytotoxic responses to inhibit lung metastasis. Nat Commun.

[16] Darwich A, Silvestri A, Benmebarek MR, Mouriès J, Cadilha B, Melacarne A, Morelli L, Supino D, Taleb A, Obeck H, Sustmann C, Losurdo A, Masci G, Curigliano G, Kobold S, Penna G, Rescigno M (2021). Paralysis of the cytotoxic granule machinery is a new cancer immune evasion mechanism mediated by chitinase 3-like-1. J Immunother Cancer.

[17] Perry CJ, Muñoz-Rojas AR, Meeth KM, Kellman LN, Amezquita RA, Thakral D, Du VY, Wang JX, Damsky W, Kuhlmann AL, Sher JW, Bosenberg M, Miller-Jensen K, Kaech SM (2018). Myeloid-targeted immunotherapies act in synergy to induce inflammation and antitumor immunity. J Exp Med.

[18] Fleming Martinez AK, Döppler HR, Bastea LI, Edenfield BH, Liou GY, Storz P. Ym1+ macrophages orchestrate fibrosis, lesion growth, and progression during development of murine pancreatic cancer. iScience. 2022;25(5):104327.10.1016/j.isci.2022.104327PMC911868835602933

[19] Funkhouser JD, Aronson NN (2007). Chitinase family GH18: evolutionary insights from the genomic history of a diverse protein family. BMC Evol Biol.

[20] Libreros S, Garcia-Areas R, Shibata Y, Carrio R, Torroella-Kouri M, Iragavarapu-Charyulu V (2012). Induction of proinflammatory mediators by CHI3L1 is reduced by chitin treatment: decreased tumor metastasis in a breast cancer model. Int J Cancer.

[21] Libreros S, Garcia-Areas R, Keating P, Carrio R, Iragavarapu-Charyulu VL (2013). Exploring the role of CHI3L1 in "pre-metastatic" lungs of mammary tumor-bearing mice. Front Physiol.

[22] Steenbrugge J, Bellemans J, Vander Elst N, Demeyere K, De Vliegher J, Perera T, De Wever O, Van Den Broeck W, De Spiegelaere W, Sanders NN, Meyer E (2022). One cisplatin dose provides durable stimulation of anti-tumor immunity and alleviates anti-PD-1 resistance in an intraductal model for triple-negative breast cancer. Oncoimmunology.

[23] Breyne K, Steenbrugge J, Demeyere K, Lee CG, Elias JA, Petzl W, Smith DGE, Germon P, Meyer E (2018). Immunomodulation of host chitinase 3-like 1 during a mammary pathogenic *Escherichia coli* infection. Front Immunol.

[24] Zhang X, Mao Y, Briber RM (2022). Efficient production of oligomeric chitin with narrow distributions of degree of polymerization using sonication-assisted phosphoric acid hydrolysis. Carbohydr Polym.

[25] Steenbrugge J, Vander Elst N, Demeyere K, De Wever O, Sanders NN, Van Den Broeck W, Dirix L, Van Laere S, Meyer E (2019). Comparative profiling of metastatic 4T1- vs. non-metastatic Py230-based mammary tumors in an intraductal model for triple-negative breast cancer. Front Immunol..

[26] Qiu QC, Wang L, Jin SS, Liu GF, Liu J, Ma L, Mao RF, Ma YY, Zhao N, Chen M, Lin BY (2018). CHI3L1 promotes tumor progression by activating TGF-β signaling pathway in hepatocellular carcinoma. Sci Rep.

[27] Xu W, Chao R, Xie X, Mao Y, Chen X, Chen X, Zhang S (2024). IL13Rα2 as a crucial receptor for Chi3l1 in osteoclast differentiation and bone resorption through the MAPK/AKT pathway. Cell Commun Signal.

[28] Elder AM, Tamburini BAJ, Crump LS, Black SA, Wessells VM, Schedin PJ, Borges VF, Lyons TR (2018). Semaphorin 7A promotes macrophage-mediated lymphatic remodeling during postpartum mammary gland involution and in breast cancer. Cancer Res.

[29] Babicki S, Arndt D, Marcu A, Liang Y, Grant JR, Maciejewski A, Wishart DS (2016). Heatmapper: web-enabled heat mapping for all. Nucleic Acids Res.

[30] DuPre' SA, Hunter KW (2007). Murine mammary carcinoma 4T1 induces a leukemoid reaction with splenomegaly: association with tumor-derived growth factors. Exp Mol Pathol.

[31] Singh SK, Bhardwaj R, Wilczynska KM, Dumur CI, Kordula T (2011). A complex of nuclear factor I-X3 and STAT3 regulates astrocyte and glioma migration through the secreted glycoprotein YKL-40. J Biol Chem.

[32] Tran HT, Lee IA, Low D, Kamba A, Mizoguchi A, Shi HN, Lee CG, Elias JA, Mizoguchi E (2014). Chitinase 3-like 1 synergistically activates IL6-mediated STAT3 phosphorylation in intestinal epithelial cells in murine models of infectious colitis. Inflamm Bowel Dis.

[33] Yan C, Ding X, Wu L, Yu M, Qu P, Du H (2013). Stat3 downstream gene product chitinase 3-like 1 is a potential biomarker of inflammation-induced lung cancer in multiple mouse lung tumor models and humans. PLoS ONE.

[34] Kim KC, Yun J, Son DJ, Kim JY, Jung JK, Choi JS, Kim YR, Song JK, Kim SY, Kang SK, Shin DH, Roh YS, Han SB, Hong JT (2018). Suppression of metastasis through inhibition of chitinase 3-like 1 expression by miR-125a-3p-mediated up-regulation of USF1. Theranostics.

[35] Yang PS, Yu MH, Hou YC, Chang CP, Lin SC, Kuo IY, Su PC, Cheng HC, Su WC, Shan YS, Wang YC (2022). Targeting protumor factor chitinase-3-like-1 secreted by Rab37 vesicles for cancer immunotherapy. Theranostics.

[36] Chen A, Jiang Y, Li Z, Wu L, Santiago U, Zou H, Cai C, Sharma V, Guan Y, McCarl LH, Ma J, Wu YL, Michel J, Shi Y, Konnikova L, Amankulor NM, Zinn PO, Kohanbash G, Agnihotri S, Lu S, Lu X, Sun D, Gittes GK, Wang Q, Xiao X, Yimlamai D, Pollack IF, Camacho CJ, Hu B (2021). Chitinase-3-like 1 protein complexes modulate macrophage-mediated immune suppression in glioblastoma. J Clin Invest.

[37] Győrffy B (2021). Survival analysis across the entire transcriptome identifies biomarkers with the highest prognostic power in breast cancer. Comput Struct Biotechnol J.

[38] Ma B, Herzog EL, Lee CG, Peng X, Lee CM, Chen X, Rockwell S, Koo JS, Kluger H, Herbst RS, Sznol M, Elias JA (2015). Role of chitinase 3-like-1 and semaphorin 7a in pulmonary melanoma metastasis. Cancer Res.

[39] Ma B, Akosman B, Kamle S, Lee CM, He CH, Koo JS, Lee CG, Elias JA (2021). CHI3L1 regulates PD-L1 and anti-CHI3L1-PD-1 antibody elicits synergistic antitumor responses. J Clin Invest.

[40] Ma B, Kamle S, Akosman B, Khan H, Lee CM, Lee CG, Elias JA (2022). CHI3L1 enhances melanoma lung metastasis via regulation of T cell co-stimulators and CTLA-4/B7 axis. Front Immunol.

[41] Guetta-Terrier C, Karambizi D, Akosman B, Zepecki JP, Chen JS, Kamle S, Fajardo JE, Fiser A, Singh R, Toms SA, Lee CG, Elias JA, Tapinos N (2023). Chi3l1 Is a modulator of glioma stem cell states and a therapeutic target in glioblastoma. Cancer Res.

[42] Yu JE, Yeo IJ, Son DJ, Yun J, Han SB, Hong JT (2022). Anti-Chi3L1 antibody suppresses lung tumor growth and metastasis through inhibition of M2 polarization. Mol Oncol.

[43] Behbod F, Kittrell FS, LaMarca H, Edwards D, Kerbawy S, Heestand JC, Young E, Mukhopadhyay P, Yeh HW, Allred DC, Hu M, Polyak K, Rosen JM, Medina D (2009). An intraductal human-in-mouse transplantation model mimics the subtypes of ductal carcinoma in situ. Breast Cancer Res.

[44] Ghosh A, Sarkar S, Banerjee S, Behbod F, Tawfik O, McGregor D, Graff S, Banerjee SK (2018). MIND model for triple-negative breast cancer in syngeneic mice for quick and sequential progression analysis of lung metastasis. PLoS ONE.

[45] Luo XL, Lin L, Hu H, Hu FL, Lin Y, Luo ML, Wang L, He YQ (2020). Development and characterization of mammary intraductal (MIND) spontaneous metastasis models for triple-negative breast cancer in syngeneic mice. Sci Rep.

[46] Hughes K, Wickenden JA, Allen JE, Watson CJ (2012). Conditional deletion of Stat3 in mammary epithelium impairs the acute phase response and modulates immune cell numbers during post-lactational regression. J Pathol.

[47] Allouch S, Gupta I, Malik S, Al Farsi HF, Vranic S, Al Moustafa AE (2020). Breast cancer during pregnancy: a marked propensity to triple-negative phenotype. Front Oncol.

[48] Volck B, Price PA, Johansen JS, Sørensen O, Benfield TL, Nielsen HJ, Calafat J, Borregaard N (1998). YKL-40, a mammalian member of the chitinase family, is a matrix protein of specific granules in human neutrophils. Proc Assoc Am Physicians.

[49] Coriati A, Massé C, Ménard A, Bouvet GF, Berthiaume Y (2018). Neutrophils as a potential source of chitinase-3-like protein 1 in cystic fibrosis. Inflammation.

[50] Deutschmann C, Sowa M, Murugaiyan J, Roesler U, Röber N, Conrad K, Laass MW, Bogdanos D, Sipeki N, Papp M, Rödiger S, Roggenbuck D, Schierack P (2019). Identification of chitinase-3-like protein 1 as a novel neutrophil antigenic target in Crohn's disease. J Crohns Colitis.

[51] Taifour T, Attalla SS, Zuo D, Gu Y, Sanguin-Gendreau V, Proud H, Solymoss E, Bui T, Kuasne H, Papavasiliou V, Lee CG, Kamle S, Siegel PM, Elias JA, Park M, Muller WJ (2023). The tumor-derived cytokine Chi3l1 induces neutrophil extracellular traps that promote T cell exclusion in triple-negative breast cancer. Immunity.

[52] Kumar S, Wilkes DW, Samuel N, Blanco MA, Nayak A, Alicea-Torres K, Gluck C, Sinha S, Gabrilovich D, Chakrabarti R (2018). ΔNp63-driven recruitment of myeloid-derived suppressor cells promotes metastasis in triple-negative breast cancer. J Clin Invest.

[53] He CH, Lee CG, Dela Cruz CS, Lee CM, Zhou Y, Ahangari F, Ma B, Herzog EL, Rosenberg SA, Li Y, Nour AM, Parikh CR, Schmidt I, Modis Y, Cantley L, Elias JA (2013). Chitinase 3-like 1 regulates cellular and tissue responses via IL-13 receptor α2. Cell Rep.

[54] Raskov H, Orhan A, Gaggar S, Gögenur I (2022). Neutrophils and polymorphonuclear myeloid-derived suppressor cells: an emerging battleground in cancer therapy. Oncogenesis.

[55] Veglia F, Hashimoto A, Dweep H, Sanseviero E, De Leo A, Tcyganov E, Kossenkov A, Mulligan C, Nam B, Masters G, Patel J, Bhargava V, Wilkinson P, Smirnov D, Sepulveda MA, Singhal S, Eruslanov EB, Cristescu R, Loboda A, Nefedova Y, Gabrilovich DI (2021). Analysis of classical neutrophils and polymorphonuclear myeloid-derived suppressor cells in cancer patients and tumor-bearing mice. J Exp Med.

[56] Kamada T, Togashi Y, Tay C, Ha D, Sasaki A, Nakamura Y, Sato E, Fukuoka S, Tada Y, Tanaka A, Morikawa H, Kawazoe A, Kinoshita T, Shitara K, Sakaguchi S, Nishikawa H (2019). PD-1+ regulatory T cells amplified by PD-1 blockade promote hyperprogression of cancer. Proc Natl Acad Sci U S A.

[57] Blomberg OS, Kos K, Spagnuolo L, Isaeva OI, Garner H, Wellenstein MD, Bakker N, Duits DEM, Kersten K, Klarenbeek S, Hau CS, Kaldenbach D, Raeven EAM, Vrijland K, Kok M, de Visser KE (2023). Neoadjuvant immune checkpoint blockade triggers persistent and systemic Treg activation which blunts therapeutic efficacy against metastatic spread of breast tumors. Oncoimmunology.

[58] Kawada M, Seno H, Kanda K, Nakanishi Y, Akitake R, Komekado H, Kawada K, Sakai Y, Mizoguchi E, Chiba T (2012). Chitinase 3-like 1 promotes macrophage recruitment and angiogenesis in colorectal cancer. Oncogene.

[59] Lin HW, Chiang YC, Sun NY, Chen YL, Chang CF, Tai YJ, Chen CA, Cheng WF (2019). CHI3L1 results in poor outcome of ovarian cancer by promoting properties of stem-like cells. Endocr Relat Cancer.

[60] Ji S, Yu H, Zhou D, Fan X, Duan Y, Tan Y, Lang M, Shao G (2023). Cancer stem cell-derived CHI3L1 activates the MAF/CTLA4 signaling pathway to promote immune escape in triple-negative breast cancer. J Transl Med.

[61] Steenbrugge J, De Jaeghere EA, Meyer E, Denys H, De Wever O (2021). Splenic hematopoietic and stromal cells in cancer progression. Cancer Res.

[62] Liu M, Jin X, He X, Pan L, Zhang X, Zhao Y (2015). Macrophages support splenic erythropoiesis in 4T1 tumor-bearing mice. PLoS ONE.

[63] Ravindranathan S, Nguyen KG, Kurtz SL, Frazier HN, Smith SG, Koppolu BP, Rajaram N, Zaharoff DA (2018). Tumor-derived granulocyte colony-stimulating factor diminishes efficacy of breast tumor cell vaccines. Breast Cancer Res.

[64] Pande K, Ueda R, Machemer T, Sathe M, Tsai V, Brin E, Delano MJ, Van Rooijen N, McClanahan TK, Talmadge JE, Moldawer LL, Phillips JH, LaFace DM (2009). Cancer-induced expansion and activation of CD11b+ Gr-1+ cells predispose mice to adenoviral-triggered anaphylactoid-type reactions. Mol Ther.

[65] Shan Z, Li L, Atkins CL, Wang M, Wen Y, Jeong J, Moreno NF, Feng D, Gui X, Zhang N, Lee CG, Elias JA, Lee WM, Gao B, Lam FW, An Z, Ju C (2021). Chitinase 3-like-1 contributes to acetaminophen-induced liver injury by promoting hepatic platelet recruitment. Elife.

[66] Azuma K, Osaki T, Minami S, Okamoto Y (2015). Anticancer and anti-inflammatory properties of chitin and chitosan oligosaccharides. J Funct Biomater.

[67] Baharlouei P, Rahman A (2022). Chitin and chitosan: prospective biomedical applications in drug delivery, cancer treatment, and wound healing. Mar Drugs.

[68] Shibata Y, Metzger WJ, Myrvik QN (1997). Chitin particle-induced cell-mediated immunity is inhibited by soluble mannan: mannose receptor-mediated phagocytosis initiates IL-12 production. J Immunol.

[69] Davis S, Cirone AM, Menzie J, Russell F, Dorey CK, Shibata Y, Wei J, Nan C (2018). Phagocytosis-mediated M1 activation by chitin but not by chitosan. Am J Physiol Cell Physiol.

# Supplementary material for: Chitin-mediated blockade of chitinase-like proteins reduces tumor immunosuppression, inhibits lymphatic metastasis and enhances anti-PD-1 efficacy in complementary TNBC models
**Source:** Breast Cancer Res. 2024 Apr 11;26:63. doi: 10.1186/s13058-024-01815-8
**Supplement:** Supplementary file 2 — Additional file 2: Table S1. Primary antibodies used for immunohistochemistry.

**Table S1. Primary antibodies used for immunohistochemistry.**

| Target     | Host species | Clone        | Dilution | Antigen retrieval | Supplier                  |
|------------|--------------|--------------|----------|-------------------|---------------------------|
| CHI3L1     | Rabbit       | EPR23891-162 | 1:800    | Tris EDTA pH 9    | Abcam                     |
| CHI3L3     | Rabbit       | EPR21248     | 1:10000  | Tris EDTA pH 9    | Abcam                     |
| Ly6G       | Rat          | 1A8          | 1:1000   | Citrate pH 6      | BioLegend                 |
| p-Stat3    | Rabbit       | D3A7         | 1:400    | Tris EDTA pH 9    | Cell Signaling Technology |
| MPO        | Rabbit       | Polyclonal   | 1:2000   | Citrate pH 6      | Agilent                   |
| CD163      | Rabbit       | EPR19518     | 1:500    | Citrate pH 6      | Abcam                     |
| Granzyme B | Rabbit       | Polyclonal   | 1:1000   | Citrate pH 6      | Abcam                     |
| F4/80      | Rat          | Cl:A3-1      | 1:100    | Citrate pH 6      | BioRad                    |
| LYVE-1     | Rabbit       | Polyclonal   | 1:400    | Citrate pH 6      | Abcam                     |

# Supplementary material for: Chitin-mediated blockade of chitinase-like proteins reduces tumor immunosuppression, inhibits lymphatic metastasis and enhances anti-PD-1 efficacy in complementary TNBC models
**Source:** Breast Cancer Res. 2024 Apr 11;26:63. doi: 10.1186/s13058-024-01815-8
**Supplement:** Supplementary file 3 — Additional file 3: Table S2. Fluorophore-conjugated antibodies used for flow cytometric immunophenotyping.

**Table S2. Fluorophore-conjugated antibodies used for flow cytometric immunophenotyping.**

| Target        | Fluorophore  | Clone  | Dilution | Supplier        |
|---------------|--------------|--------|----------|-----------------|
| CD45          | VioBlue      | REA737 | 1:50     | Miltenyi Biotec |
| CD11b         | APC-Vio770   | REA592 | 1:50     | Miltenyi Biotec |
| CD14          | PE-Vio770    | REA934 | 1:50     | Miltenyi Biotec |
| Ly6C          | PE           | REA796 | 1:50     | Miltenyi Biotec |
| Ly6G          | APC          | REA526 | 1:50     | Miltenyi Biotec |
| F4/80         | APC          | REA126 | 1:50     | Miltenyi Biotec |
| CD206         | PE           | C068C2 | 1:40     | BioLegend       |
| MHC II        | PE           | REA813 | 1:50     | Miltenyi Biotec |
| CD80          | PerCP-Vio700 | REA983 | 1:50     | Miltenyi Biotec |
| CD11c         | PE           | REA754 | 1:50     | Miltenyi Biotec |
| CD3ε          | APC-Vio770   | REA606 | 1:50     | Miltenyi Biotec |
| CD4           | PE-Vio770    | REA604 | 1:50     | Miltenyi Biotec |
| FoxP3         | PE           | REA788 | 1:50     | Miltenyi Biotec |
| CD8α          | APC          | REA601 | 1:50     | Miltenyi Biotec |
| Granzyme B    | PE           | REA226 | 1:50     | Miltenyi Biotec |
| Ki67          | PE           | REA183 | 1:50     | Miltenyi Biotec |
| IFN-γ         | PE           | REA638 | 1:50     | Miltenyi Biotec |
| PD-1          | PerCP-Vio700 | REA802 | 1:50     | Miltenyi Biotec |
| CD19          | PE           | REA749 | 1:50     | Miltenyi Biotec |
| CD45R (B220)  | PE-Vio770    | REA755 | 1:50     | Miltenyi Biotec |
| CD335 (NKp46) | APC          | REA815 | 1:50     | Miltenyi Biotec |
| PDPN          | APC          | 8.1.1  | 1:80     | BioLegend       |

How the deposited data were processed for this re-analysis (not part of the article)

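The re-analysis used the table of RNA-sequencing values for 39 primary tumors collected at 5 w p.i., 19 from the 4T1-based and 20 from the 66cl4-based intraductal model. Each model had 4 treatment groups (untreated, anti-PD-1, chitin, chitin + anti-PD-1) of 5 tumors, apart from the untreated 4T1 group with 4. All per-tumor columns of the table were used. The authors prepared libraries with TruSeq chemistry, aligned reads to mm10 with HISAT2, counted reads per gene with summarizeOverlaps in the intersection non-empty mode with strand information and unpaired reads, kept genes with more than 10 reads in at least 10% of the cases, and transformed the counts with the variance stabilizing transformation of DESeq2. The annotation used for counting and the versions of these tools are not named in the paper's text.

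The values as deposited are on a log2-like scale, made by the authors with this transformation from counts divided by a size factor per tumor, and were analysed as they are. The lowest value, which all tumors share, stands for a count of 0 and fixes the only free parameter of the transformation, so that reads and size factors could be recovered. The reads were used to describe depth, to give normalized counts, for limma-voom and to thin all tumors to the same depth of 5105898 reads. Genes were identified by their Entrez identifiers, and the RefSeq annotation of mm10 holds 14309 of the 14318 identifiers. Positions were taken from the GENCODE annotation of mm10. Counts of few reads carry counting error, and reads without molecular identifiers are not independent molecules, so that SDs between tumors were used throughout as the measure of precision.

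Genes were compared with limma 3.58.1 in R 4.3.3 (lmFit, contrasts.fit and eBayes with a mean-variance trend), and p-values were adjusted with the Benjamini-Hochberg method over all 14318 genes. The threshold was an adjusted p of 0.05. For each model, 5 comparisons were made, namely the chitin-containing groups against the other groups, each treated group against untreated tumors, and chitin + anti-PD-1 against chitin. A further comparison over all 8 groups tested whether the difference between chitin-containing and other groups differed between 4T1 and 66cl4. The procedure was tested on simulated data in which the counts of 200 genes were changed by a known ratio. The genes with the fewest reads were not among those changed.

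Genes named in the text are those the paper names for its RNA-sequencing results, the genes of chitinases and chitinase-like proteins it discusses, the genes of the cytokines it measured in tumor lysates, and those of other proteins it stained or gated in primary tumors. For the chitin-containing groups against the others in each model and for the difference between models, the rule adds the 5 genes with the largest rise and the 5 with the largest fall past the threshold, or the 3 with the smallest unadjusted p where no gene passes. Any other gene is said to be chosen after its values were seen. For the genes the paper names for T-cell exhaustion, T-cell activity and myeloid cells, the mean per tumor was compared with untreated tumors by two-sided exact permutation tests, adjusted over 8 comparisons. In the same way, 10 lists of marker genes were compared between the chitin-containing and the other groups, adjusted over 20 comparisons: neutrophils, macrophages, T cells, cytotoxic lymphocytes, B cells, lactating mammary epithelium, skeletal muscle, adipocytes, proliferation and interferon response. In 66cl4, with 10 tumors against 10, these were permutation tests with 100000 resamples. Gene labels of Fig. 6A-D were matched to the table to count directions, and no test was made on them. Further lists of 12 muscle genes, 12 adipocyte genes and 9 clock genes served single checks.

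The alternatives were a filter that left out the 25% of genes with the lowest mean, no mean-variance trend, only the compared groups in the fit, both models in 1 fit, median centring, quantile normalization, weights estimated for each tumor (array weights), the tumor number as a block, a minimum difference of 1, z-scores for lists, anti-PD-1-treated instead of untreated tumors as the comparison group, and leaving out each tumor in turn. limma-voom and equal read depth were added after the values had been seen. For each comparison, 100 splits of the same tumors were also analysed, with the actual grouping counted among them. Other tools were numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 in Python 3.11.15. Protein, flow cytometry, histology and in vitro results of the paper, the removed untreated 4T1 tumor 3, and the gene lists of Fig. S11 were not analysed here. Of the genes tested, 3 that passed a threshold are counted in the numbers of genes but not reported here singly.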

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

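In this part, the tests at equal read depth, the splits of the tumors and the comparisons of macrophage and T-cell genes between the models were chosen only after the results were seen.

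The difference between chitin-containing and other groups was itself compared between the models, which the paper does not report. With limma, it differed at an adjusted p under 0.05 for 14 of 14318 genes, of which 3 were higher and 11 lower in 4T1 relative to 66cl4. At an unadjusted p under 0.05 there were 1887 genes, and limma-voom called 17, with 1875 at an unadjusted p under 0.05. Dnase1l3 was lower by 1.05 with chitin in 4T1 and higher by 0.18 in 66cl4, a difference of -1.23 (standard error 0.231, adjusted p = 0.0222), with 10 of 10 and 8 of 10 chitin-treated tumors on that side of the median of the others. The differences were -1.05 for Aif1 (adjusted p = 0.0285; 10 of 10 and 10 of 10 tumors), -0.87 for Tlr12 (10 of 10 and 8 of 10) and -0.78 for Cd6 (10 of 10 and 6 of 10), the last 2 with an adjusted p of 0.0409. Gprc5a (0.59; 10 of 10 and 9 of 10 tumors) and Zmym6 (0.37; 10 of 10 and 10 of 10), both with an adjusted p of 0.0409, and Micu3 (0.34; adjusted p = 0.0489; 8 of 10 and 10 of 10) went the other way. A further 6, chosen after their values were seen, were Fcer1g (-0.77), Dnaaf3 (-0.65), Evi2a (-0.59), Efhd2 (-0.58), Cyp4v3 (-0.50) and Sh3bp2 (-0.47). Each of the 14 kept its direction under every alternative in which it was tested, but the number of genes depended on the alternative. It was 1004 with array weights, 176 with the tumor number as a block and 53 with quantile normalization. Without 1 tumor, it ran from 0 (untreated 4T1 tumor 5) to 677 (anti-PD-1-treated 4T1 tumor 2), and it left the range of 1.5 times 14 in 35 of 39 fits without 1 tumor.

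Of 100 splits of the same tumors, which count the actual grouping as a draw, 5 gave at least as many genes (95% interval 1.64% to 11.3%). Chance cannot be excluded for this count. This answer depends on which splits were drawn, since the interval holds values on both sides of 5% and an earlier draw of 100 splits gave 2. Read depth differed between the groups. After all tumors had been thinned to the same depth, 4 genes (Fcer1g, Efhd2, Dnase1l3 and Aif1) still passed, which argues against read depth as the cause for them. The other 10 did not pass, but they kept their direction and 77% to 98% of the difference at equal depth, with unadjusted p up to 0.000334, which argues against read depth as the whole cause for them too. Several of the genes are expressed by immune cells, so a change in the mix of cells is a candidate explanation, which the lists of marker genes did not decide. The mean over 9 T-cell genes differed between the models by -0.66 (permutation test, adjusted p = 0.0446 over 11 lists), lower in 10 of 10 chitin-treated 4T1 tumors and higher in 7 of 10 chitin-treated 66cl4 tumors than the median of the others. Of these 9 genes, 8 are printed in Fig. 6D, where the study shows them as upregulated with chitin in the same 66cl4 tumors. This test therefore cannot decide whether the share of T cells responded differently. In 4T1, this mean was 7.42 in untreated tumors, 8.15 with anti-PD-1, 7.37 with chitin and 7.20 with chitin + anti-PD-1, so that the group treated with anti-PD-1 alone stands apart. The mean over 10 macrophage genes differed by -0.70 (adjusted p = 0.0844), which leaves the share of macrophages open. In 4T1, this mean differed from untreated tumors by 0.50 with anti-PD-1, -0.33 with chitin and -0.14 with chitin + anti-PD-1, so that anti-PD-1 alone contributes much here too. Without anti-PD-1-treated tumor 2 the first was 0.78, and without chitin + anti-PD-1-treated tumor 1 the last was 0.17, a change of sign. The other lists had adjusted p of 0.238 (B cells) or higher. A different response of the 2 models to chitin, which is a biological explanation, stays open and was not tested apart from these.

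Over 200 combinations of a measure and a group of 4 or 5 tumors, 16 held a tumor far from the others by Dixon's test, where chance gives 10. Read depth was such a measure in anti-PD-1-treated 66cl4 tumor 2, with 7745140 reads against 5755757 to 6245839 in the other 4, and no biological explanation was tested. After all tumors had been thinned to the same depth, 12 of the other 15 values stayed as far from their group, which argues against read depth for these. For 1 more, Ifng in untreated 66cl4 tumor 3, depth cannot be told apart from other causes, since 1 read against 0 in the other 4 tumors fixes the ratio and this tumor has the most reads of its group. The 2 that did not stay so were Cxcl2 in untreated 4T1 tumor 5 (6.69 against 7.42 to 7.49) and Cd8a in chitin + anti-PD-1-treated 66cl4 tumor 2 (7.21 against 6.70 to 6.84), for which depth cannot be told apart from other causes, because the ratio of the gap to the range, 0.813 and 0.647, stayed near its critical value.

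In anti-PD-1-treated 4T1 tumor 2, the mean over macrophage genes was 10.37 against 11.62 to 11.88 in the other 4 tumors, with Csf1r at 10.96 against 12.03 to 12.29 and Cxcl2 at 7.92 against 6.40 to 6.62. In chitin + anti-PD-1-treated 4T1 tumor 1, the macrophage mean was 9.58 against 10.92 to 11.42, with Csf1r at 9.57 against 11.43 to 12.00 and Cxcl2 at 10.29 against 6.96 to 7.79. A smaller share of all immune cells would lower every immune list. The first tumor was the highest of its group for cytotoxic lymphocyte genes, at 7.96 against at most 7.66, and the second for neutrophil genes, at 9.62 against at most 9.24, which argues against this explanation. The first was lowest for the other 3 immune lists and the second for T cells and B cells. The first was also lowest for adipocyte genes, at 6.37 against 8.62 to 10.505, and mammary epithelium genes, at 6.17 against 8.265 to 10.057. The second was lowest for adipocyte genes, at 6.70 against 6.89 to 9.26. For mammary epithelium genes it was not lowest, at 6.48 with tumor 3 of its group at 6.35. A smaller amount of neighboring tissue than in the rest of the group therefore stays open. So do a different mix of immune cells and a mislabelled sample, and none of these was tested further.

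Skeletal muscle genes stood out in untreated 66cl4 tumor 3, with a mean of 9.01 against 6.32 to 6.73 in the other 4, and in anti-PD-1-treated 66cl4 tumor 3, with 7.50 against 6.28 to 6.43. Adipocyte genes did so in chitin-treated 66cl4 tumor 2 (7.24 against 6.57 to 6.68) and in chitin + anti-PD-1-treated 66cl4 tumor 1 (8.62 against 6.84 to 7.20). Their most abundant genes were Acta1 with 1454 reads (others at most 44) and 172 reads (at most 7) in the 2 tumors with muscle genes, and Fabp4 with 266 reads (others 133 to 451) and Cfd with 1080 reads (others 46 to 82) in the 2 with adipocyte genes. In the first of these, Fabp4 did not stand out, whereas Cfd had 151 reads (others 3 to 9). Tissue next to the tumor may have been part of these samples. Of 12 further genes of the tissue, 12, 10, 8 and 12 were the highest of the group in these 4 tumors, in that order, where chance gives 2.4. Comparing each tumor with its own group misses further tumors with such genes. In 66cl4, the muscle mean was 9.06, 7.92 and 8.10 in chitin + anti-PD-1-treated tumors 3, 4 and 5 and the adipocyte mean 8.34 in anti-PD-1-treated tumor 2, and in 4T1 tumors these means reached 10.21 and 10.51, so that such tissue need not be limited to these 4 tumors. The mammary gland holds adipocytes, so that a different part of the gland stays open as well.

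Among single genes, Ccl2 was at 10.08 in untreated 66cl4 tumor 3 against 8.95 to 9.22 in the other 4, the tumor with muscle genes above. Ifng was at 6.22 in the same tumor, which is 1 read against 0 reads in the other 4, and Cd8b1 was at 6.25 in anti-PD-1-treated 66cl4 tumor 4 against 6.68 to 6.77. No biological explanation was tested for these.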

How the results depend on the processing

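The alternatives were set before the data were examined, apart from limma-voom on recovered reads, equal read depth, and the alternatives for the heatmap genes and for the correlation between effects, which were chosen after the values were seen. For most results that moved, the cause was not tested. Of 119 counts of genes under alternatives with all tumors, 100 stayed within 1.5 times their value and 19 did not. Of 40 means of gene lists named by the paper, 30 kept their direction and their side of the threshold, as did 37 of 40 for the marker lists and 982 of 1033 for single genes. The alternative with untreated 4T1 tumor 3 was not run, since values of this tumor were not analysed here.

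With weights per tumor (array weights), limma called 297 genes for the chitin-containing against the other groups in 4T1, 960 for anti-PD-1 against untreated in 4T1, 185 for the chitin-containing groups in 66cl4, and 1004 for the difference between the models, against 0, 0, 0 and 14. With both models in 1 fit, the counts in 4T1 were 58 for the chitin-containing groups, 60 for anti-PD-1, 3 for chitin + anti-PD-1 against untreated (Cd177, Csf2 and Evpl) and 5 for chitin + anti-PD-1 against chitin (among them Cd177, Cxcr2, Mmp8 and Retnlg), and the count for the chitin-containing groups in 66cl4 was 1 (Per2), against 0 each. With only the compared groups in the fit, 1 gene (Per1) passed for chitin + anti-PD-1 against chitin in 66cl4. Quantile normalization gave 53 genes for the difference between the models, equal depth 4, and a minimum difference of 1 left 2 (Dnase1l3 and Aif1), by its construction. At equal depth, 2 genes (Per2 and Mafg) passed for the chitin-containing groups in 66cl4. Genes behind these small counts were chosen after their values were seen, apart from those the rule names. For each of these the cause was not tested.

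The tumor numbers were tried as a block (pairing of tumors with the same number). They did not pair the tumors, since deviations from the group means of same-numbered tumors had a mean correlation across genes of 0.010 in 4T1 and 0.062 in 66cl4. With the block, limma called 16 genes for the chitin-containing groups, 2 for chitin (Ptpro and Rrad) and 7 for chitin + anti-PD-1 in 66cl4, 1 for chitin + anti-PD-1 in 4T1 (Csf2), and 176 for the difference between the models. As paired differences, the T-cell activity means in 66cl4 were 0.25 and 0.20 (exact sign-flip tests, p = 0.0625, the smallest that 5 pairs allow), which by construction cannot pass the threshold.

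Against anti-PD-1-treated instead of untreated tumors, the mean of the exhaustion genes in 4T1 differed by -0.50 with chitin and -0.55 with chitin + anti-PD-1 and passed the threshold, while the mean of the activity genes in 66cl4 differed by 0.060 and 0.019 and no longer passed. The mean of the myeloid genes differed from anti-PD-1-treated tumors by -0.50 with chitin in 4T1 (exact permutation test, p = 0.0317) and by -0.028 with chitin + anti-PD-1 in 66cl4, a reversal. As z-scores, the mean of the myeloid genes in 4T1 was -0.85 with chitin (exact permutation test, p = 0.0317) and reversed to -0.068 with chitin + anti-PD-1, and the cytotoxic lymphocyte list in 66cl4 reversed to 0.053. The share of genes with both chitin-containing means below the others was 13.7% with median centring and 15.4% with quantile normalization in 4T1, and 25.3% without the 25% of genes with the lowest mean in 66cl4.

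Among single genes, Itgam with chitin + anti-PD-1 reversed to 0.0014 with quantile normalization and 0.20 with array weights in 4T1, and to 0.025 and 0.021 in 66cl4. Lag3 with chitin in 4T1 reversed to -0.095 with array weights, -0.073 with limma-voom and -0.010 at equal depth. Ccl2 with chitin + anti-PD-1 in 66cl4 reversed to 0.029 with array weights. For the chitin-containing against the other groups, Chi3l1 reversed to -0.21 with array weights and -0.075 with limma-voom in 4T1 and to -0.30 with limma-voom in 66cl4, Gzmb to 0.068 with limma-voom in 4T1, Il4 to -0.0070 with quantile normalization and -0.041 at equal depth in 66cl4, and Il10 to 0.021 at equal depth in 66cl4. For these reversals the cause was not tested.

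With each tumor left out in turn, the counts ran from 0 to 1 for the chitin-containing groups in 4T1 (Pla2g2d without anti-PD-1-treated tumor 2, Dnase1l3 without chitin + anti-PD-1-treated tumor 5), from 0 to 80 for anti-PD-1 in 4T1 (without anti-PD-1-treated tumor 2) and from 0 to 2 for chitin + anti-PD-1 against chitin in 4T1 (Ifitm6 and Retnlg, without chitin + anti-PD-1-treated tumor 2). In 66cl4 they ran from 0 to 269 for the chitin-containing groups, from 0 to 25 for chitin and from 0 to 3 for chitin + anti-PD-1. In 66cl4, untreated tumor 3 gave the 269 and the 25 and left 2 genes for chitin + anti-PD-1 (Klf5 and Pard3), and untreated tumor 4 gave 3 genes for the chitin-containing groups and for chitin + anti-PD-1 (among them Ptpro and Tlr1 in both). Left out singly, anti-PD-1-treated tumors 2 and 3, chitin-treated tumor 3 and chitin + anti-PD-1-treated tumor 4 gave 29, 3, 21 and 1 genes for the chitin-containing groups in 66cl4. For the difference between the models the range was 0 to 677.

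Directions that changed without 1 tumor had these ranges. In 4T1 with chitin, Pdcd1 ran from -0.28 to 0.026, Lag3 from -0.064 to 0.20 and Usf1 from -0.13 to 0.020. In 4T1 with chitin + anti-PD-1, Csf1r ran from -0.55 to 0.053, Itgam from -0.22 to 0.15, Cd274 from -0.28 to 0.21 and Rab37 from -0.071 to 0.011. For the chitin-containing against the other groups in 4T1, Csf3 ran from -0.027 to 0.33, Il6 from -0.0046 to 0.090, Tgfb1 from -0.021 to 0.11, Chi3l1 from -0.10 to 0.12, Ovgp1 from -0.022 to 0.045, Cd163 from -0.25 to 0.33, Gzmb from -0.30 to 0.046 and Mki67 from -0.22 to 0.028. In 66cl4, Ccl2 ran from -0.25 to 0.031 with chitin and from -0.18 to 0.12 with chitin + anti-PD-1, Itgam from -0.11 to 0.063 with chitin + anti-PD-1 and Lgals3 from -0.22 to 0.011 with chitin. For the chitin-containing against the other groups in 66cl4, Csf3 ran from -0.026 to 0.015, Il4 from -0.013 to 0.030, Il6 from -0.041 to 0.0090, Il10 from -0.044 to 0.0057, Ccl2 from -0.14 to 0.016 and Mki67 from -0.049 to 0.070.

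The mean of the myeloid genes with chitin in 4T1 ran from -0.60 to -0.35 without 1 tumor (exact permutation p from 0.0286, without chitin-treated tumor 3, to 0.143), with chitin + anti-PD-1 in 4T1 from -0.048 to 0.18 and in 66cl4 from -0.050 to 0.071. The exhaustion means in 4T1 ran from -0.29 to -0.013 and from -0.34 to -0.063 and the activity means in 66cl4 from 0.21 to 0.27 and from 0.17 to 0.23, and all kept their side of the threshold. Marker lists that changed direction were those of neutrophils (-0.068 to 0.0041), B cells (-0.014 to 0.057), muscle (-0.044 to 0.44), adipocytes (-0.18 to 0.15) and interferon response (-0.051 to 0.030) in 66cl4, and of mammary epithelium (-0.35 to 0.18), adipocytes (-0.40 to 0.11) and proliferation (-0.13 to 0.016) in 4T1. The share of genes below both other means ran from 14.6% to 18.9% in 4T1 and from 21.3% to 25.1% in 66cl4, the number of Fig. 6C genes below both other means from 10 (without untreated tumor 5) to 28 (without chitin-treated tumor 5), and the correlation of effects in 4T1 from 0.12 to 0.55.

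Depth limits the genes with few reads. Ifng had at most 6 reads in a 66cl4 tumor of the untreated and chitin-containing groups, so that its change in these tumors has a direction and no reliable size. With 4 or 5 tumors per group, simulated counts were changed by a log2 ratio of 0.5 and compared with untreated. With chitin and chitin + anti-PD-1, the share of changed genes recovered was 1.0% and 5.5% in 4T1 and 56.0% and 54.5% in 66cl4. For a log2 ratio of 1, it was 63.5% and 63.5% in 4T1 and 87.0% and 86.5% in 66cl4. Genes with the fewest reads were not among those changed.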

Differences from the paper's values

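In this part, limma-voom and equal read depth were chosen only after the values were seen. The values that the paper states in its text and that were also computed here were counts of genes or tumors. None differed by more than 1.5 times, a rule that does not look at the direction of single genes. The largest difference was in Fig. 6B, with 55 lower genes in the paper and 39 of the 53 labels found here. The paper's number of genes after filtering is 14266 and the table analysed holds 14318. All of these pass the paper's minimum, which would need 4 of the 39 tumors, and no listed gene reached it in fewer than 8.

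The paper states that the exhaustion genes it names were lower with chitin and with chitin + anti-PD-1 in 4T1 tumors. Of the 8 differences for Pdcd1, Cd274, Havcr2 and Lag3, 7 were below 0. The exception was Lag3 with chitin, at 0.020, with 96.3 normalized counts against 94.7 in untreated tumors. With array weights, set before the data were examined, Lag3 was at -0.095, and with limma-voom and at equal depth, chosen after the values were seen, at -0.073 and -0.010. Of the 30 genes of Fig. 6C, 21 were lower than untreated in both chitin-containing groups.

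For the myeloid genes the paper names, which it lists for both models together, 12 of the 16 differences from untreated tumors were below 0. Above 0 were Cxcl2 with chitin + anti-PD-1 in 4T1 (0.76, and 0.20 without chitin + anti-PD-1-treated tumor 1), Csf1r with chitin and with chitin + anti-PD-1 in 66cl4 (0.39 and 0.41) and Itgam with chitin in 66cl4 (0.17). Csf1r and Itgam are printed in Fig. 6A for 4T1 and not in Fig. 6B for 66cl4, and Cxcl2 is printed in Fig. 6B for 66cl4 and not in Fig. 6A for 4T1.

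The paper states that the innate immunity genes of Fig. 6B were lower upon chitin treatment in 66cl4 tumors. Of the 53 labels found in the table, 39 were lower than untreated in both chitin-containing groups, 44 with chitin and 48 with chitin + anti-PD-1, and with median centring 30 lay below both the untreated and the anti-PD-1 mean, against 29 without it.

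In Fig. 6D, the column of the chitin group is drawn lowest for Ifng. The means in the table were 6.08 in untreated 66cl4 tumors, 6.27 with anti-PD-1, 6.32 with chitin and 6.28 with chitin + anti-PD-1, so that chitin had the highest. All 41 genes of Fig. 6D, Ifng included, were higher than untreated in both chitin-containing groups.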

Other observations

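In this part, the splits of the tumors, the comparison of exhaustion genes with T-cell genes, the test of Chil3 against neutrophil genes and the test of the activity genes at equal read depth were chosen only after the results were seen, and limma-voom and equal depth were added to the alternatives at that stage.

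For each comparison within a model, limma called 0 genes, and 100 of 100 splits of the same tumors gave at least as many, which holds for any count of 0. Counted at an unadjusted p under 0.05, the splits with at least as many genes in 4T1 were 21 for the chitin-containing against the other groups, 76 for chitin, 75 for chitin + anti-PD-1 and 20 for anti-PD-1 against untreated, and 71 for chitin + anti-PD-1 against chitin, so that chance cannot be excluded for any of them. In 66cl4 they were 1 for the chitin-containing groups (95% interval 0.025% to 5.45%), 9 for chitin, 8 for chitin + anti-PD-1, 57 for anti-PD-1 and 48 for chitin + anti-PD-1 against chitin, so that chance cannot be excluded for the last 4. For the first, this 1 split was the actual grouping itself, which is counted among the 100. The splits argue against chance there, but the interval, which treats the actual grouping as a draw, reaches past 5%. This count is also the smallest of 10 comparisons. Counts not given above were 1273 genes for anti-PD-1 against untreated (limma-voom 0 called and 1110) and 445 for chitin + anti-PD-1 against chitin (0 called and 400) in 4T1, and 767 (0 called and 622) and 440 (0 called and 581) in 66cl4.

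The chitin-containing 66cl4 tumors were sequenced more deeply, and read depth could therefore have raised their count of 2238 genes at an unadjusted p under 0.05. At equal depth, 2073 genes were at that level and 2 of 100 splits, the actual grouping included, gave as many. This argues against depth as the cause of the excess. For the T-cell activity genes, the smaller of the differences from untreated tumors at equal depth was 0.174 (exact permutation test, p = 0.00794), which argues against depth there too. Anti-PD-1 alone gave a similar mean of these genes, as given at the claim. The study names these genes as upregulated in the same tumors, and a biological effect of chitin on them remains a hypothesis.

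By unadjusted p, the leading genes for the chitin-containing against the other groups were Trim16 (0.24), Dnase1l3 (-1.05) and Cyp4v3 (-0.33) in 4T1, each with an adjusted p of 0.232, and Myo18a (-0.33), Ptpro (0.29) and Mafg (-0.25) in 66cl4, each with an adjusted p of 0.0685 (limma). Per2, a clock gene chosen after its values were seen because it passed under some alternatives, was lower by 0.63 in chitin-treated 66cl4 tumors (adjusted p = 0.0685, limma), in 10 of 10 tumors relative to the median of the others. Collection at another time of day may cause such a difference. The mean over Dbp, Nr1d1, Nr1d2, Tef, Per3 and Ciart minus that over Bmal1, Npas2 and Clock differed by -0.057 (permutation test, p = 0.622), with 9 of 10 tumors below the median of the others, which leaves the time of collection open. In 4T1, this score differed by 0.060 (exact permutation test, p = 0.588) and Per2 by -0.094.

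In 4T1, the mean of Pdcd1, Cd274, Havcr2 and Lag3 was lower by 0.38 in the 10 chitin-treated tumors than in the 9 others (exact permutation test, p = 0.0112). It followed the mean over 9 T-cell genes across the 19 tumors, with r = 0.861 and rho = 0.853 (permutation tests, p = 1e-05 for both, the smallest they can give), with r = 0.845 without the 2 tumors farthest from the median, 0.879 within the chitin-treated and 0.744 within the other tumors. After the T-cell mean was subtracted, the difference was 0.158 (exact permutation test, p = 0.214). The 9 others include the tumors treated with anti-PD-1 alone, which contribute much of this. The T-cell mean differed from untreated tumors by 0.73 with anti-PD-1, but by only -0.049 with chitin and -0.22 with chitin + anti-PD-1 (exact permutation tests, p = 0.0317, 0.810 and 0.365, adjusted p = 0.381, 0.901 and 0.722). Relative to the 9 others, the lower exhaustion genes could reflect fewer T cells as well as lower expression per T cell, which were not separated. Other cells stay open too, since the paper cites work on PD-L1, which Cd274 encodes, on macrophages. The mean over macrophage genes differed by -0.51 in the same comparison (exact permutation test, adjusted p = 0.275). Fewer T cells than in untreated tumors were not shown.

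The lists of marker genes were compared between the chitin-containing and the other groups, with no adjusted p under 0.05 over 20 comparisons. In 4T1, the differences were 0.20 for neutrophils (adjusted p = 0.825), -0.51 for macrophages (0.275), -0.54 for T cells (0.248), -0.27 for cytotoxic lymphocytes (0.313), -0.73 for B cells (0.275), -0.11 for lactating mammary epithelium (0.918), -0.32 for skeletal muscle (0.874), -0.18 for adipocytes (0.918), -0.053 for proliferation (0.918) and -0.27 for interferon response (0.313), by exact permutation tests. In 66cl4, they were -0.038 (0.874), 0.18 (0.248), 0.12 (0.265), -0.084 (0.817), 0.015 (0.918), -0.13 (0.874), 0.19 (0.874), 0.0025 (0.993), 0.061 (0.874) and -0.015 (0.918), in the same order, by permutation tests. Against untreated 66cl4 tumors, muscle differed by -0.40, -0.58 and 0.56 with anti-PD-1, chitin and chitin + anti-PD-1, in this order. Mammary epithelium differed by 0.36, -0.18 and 0.27 and adipocytes by 0.34, -0.13 and 0.47. For these lists, the chitin-containing groups thus went opposite ways (adjusted p between 0.655 and 0.844, exact permutation tests). Without chitin + anti-PD-1-treated tumor 1, mammary epithelium was at -0.026 in that group. Of the macrophage genes 3 are printed in Fig. 6A, and of the interferon response genes 3 in Fig. 6A and 1 in Fig. 6B. Against untreated 4T1 tumors, the T-cell mean differed by 0.73 with anti-PD-1, -0.049 with chitin and -0.22 with chitin + anti-PD-1, that of cytotoxic lymphocytes by 0.22, -0.14 and -0.16, that of B cells by 1.32, 0.11 and -0.10, and that of macrophages by 0.50, -0.33 and -0.14, so that the falls given above for T cells, B cells and macrophages rest in large part on the higher values with anti-PD-1 alone (adjusted p between 0.381 and 0.903, exact permutation tests). Several of these changed sign without 1 tumor. Without untreated tumor 5, T cells with chitin were at 0.12, cytotoxic lymphocytes at 0.093 with chitin and 0.067 with chitin + anti-PD-1, and B cells with chitin + anti-PD-1 at 0.078. B cells with chitin were at -0.12 without chitin-treated tumor 5, and macrophages with chitin + anti-PD-1 at 0.17 without chitin + anti-PD-1-treated tumor 1. With anti-PD-1, chitin and chitin + anti-PD-1, in this order, the mean of lactating mammary epithelium differed from untreated 4T1 tumors by 1.98, 1.06 and 0.92 and that of adipocytes by 1.78, 0.83 and 0.78, all above 0 also without any 1 tumor and, for chitin, opposite in sign to the values given above. For skeletal muscle, the differences were 0.22, -0.59 and 0.20 (adjusted p between 0.556 and 0.901 for these 3 lists). The first became -0.30 without anti-PD-1-treated tumor 3 and the last -0.31 without chitin + anti-PD-1-treated tumor 5. With chitin, muscle was at -0.13 without untreated tumor 4. Untreated 4T1 tumors thus had the lowest means of mammary epithelium and adipocytes, and neighboring tissue was not tested for these groups. The neutrophil mean differed from untreated 4T1 tumors by 0.83 with chitin + anti-PD-1 and by 0.35 with anti-PD-1 (exact permutation tests, p = 0.0159 for both, adjusted p = 0.381), and by -0.043 with chitin alone (exact permutation test, p = 0.794; 0.058 without chitin-treated tumor 1), and no explanation was tested.

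Chil3 had 1345 and 1776 reads in chitin + anti-PD-1-treated 4T1 tumors 3 and 4, at most 107 in the other 17 4T1 tumors and at most 6 in 66cl4 tumors. More neutrophils could explain this. The neutrophil mean was 8.47 in tumor 3, and 6 of the other 17 tumors lay above it, which argues against this explanation there. In tumor 4 it was 9.24, above that of tumor 5 of the same group by 0.109, whereas Chil3 was higher than in tumor 5 by 5.23 (log2 ratio of normalized counts, with 38 reads in tumor 5), and tumor 1 of this group had a neutrophil mean of 9.62 and 12 reads of Chil3. This argues against more neutrophils as the cause in tumor 4 as well. Reads of the near-identical paralog Chil4 stay open, since they were not separated here, as does expression by another cell type or in another state of the neutrophils.

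Genes of proteins that the paper stained or gated were compared in the same way (limma). In 4T1, the differences were 0.048 for Cd163, -0.12 for Gzmb, -0.16 for Foxp3, -0.099 for Mki67, -0.53 for Mrc1 and -0.13 for Stat3, with adjusted p between 0.722 and 0.994. In 66cl4, they were 0.063, -0.42, 0.069, 0.0096, 0.078 and 0.053 in the same order, with adjusted p of 0.170 for Gzmb and between 0.505 and 0.979 for the others. Ly6g and Mpo are not among the listed genes.

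Across genes, which are not independent replicates, the effects of chitin and of anti-PD-1 against the same untreated tumors had a correlation of 0.308 in 4T1 and 0.564 in 66cl4. Unchanged simulated groups against shared untreated tumors gave 0.483 (95% of them between 0.039 and 0.811) and 0.475 (0.052 to 0.775), and 80 and 37 of 100 gave at least the observed value. These correlations are therefore within what a shared comparison group gives without any effect.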
